# Insulin action and resistance are dependent on a GSK3β-FBXW7-ERRα transcriptional axis

**DOI:** 10.1038/s41467-022-29722-6

**Published:** 2022-04-19

**Authors:** Hui Xia, Charlotte Scholtes, Catherine R. Dufour, Carlo Ouellet, Majid Ghahremani, Vincent Giguère

**Keywords:** Transcriptional regulatory elements, Energy metabolism, Diabetes

## Abstract

Insulin resistance, a harbinger of the metabolic syndrome, is a state of compromised hormonal response resulting from the dysregulation of a wide range of insulin-controlled cellular processes. However, how insulin affects cellular energy metabolism via long-term transcriptional regulation and whether boosting mitochondrial function alleviates insulin resistance remains to be elucidated. Herein we reveal that insulin directly enhances the activity of the nuclear receptor ERRα via a GSK3β/FBXW7 signaling axis. Liver-specific deletion of GSK3β or FBXW7 and mice harboring mutations of ERRα phosphosites (ERRα^3SA^) co-targeted by GSK3β/FBXW7 result in accumulated ERRα proteins that no longer respond to fluctuating insulin levels. ERRα^3SA^ mice display reprogrammed liver and muscle transcriptomes, resulting in compromised energy homeostasis and reduced insulin sensitivity despite improved mitochondrial function. This crossroad of insulin signaling and transcriptional control by a nuclear receptor offers a framework to better understand the complex cellular processes contributing to the development of insulin resistance.

## Abstract (web summary)

The downstream mechanisms involved in insulin signaling and resistance remain incompletely understood. Here the authors report that insulin-dependent dephosphorylation stabilizes ERRα via the GSK3β/FBXW7 axis, and disruption of this post-translational mechanism results in insulin resistance in mice.

## Introduction

Humans have evolved to metabolically adapt to unpredictable diets by storing calories as fat when well-fed and burning fat during food shortage to maintain euglycemia. This intricate control upon fasting and feeding is predominantly governed by insulin, which is the primary glucose-lowering and fat-conserving hormone^1^. Insulin is uniquely required for anabolic processes like lipogenesis, glycogenesis and protein synthesis in adipose, liver and muscle, and for simultaneous suppression of adipose lipolysis, hepatic glucose production, and protein breakdown^2^. Insulin resistance instills when target tissues lose their responsiveness to the hormone and has long been considered to be central to the pathophysiology of metabolic disorders such as type 2 diabetes (T2D), obesity, cardiovascular disease, and non-alcoholic fatty liver disease (NAFLD)^3^.

Insulin resistance develops from defects in multiple tissues and the intracellular mechanisms are highly complex. While the molecular events underlying insulin action have been substantially studied, major gaps still persist in our full comprehension of the downstream mechanisms involved in insulin signaling^2^. Given that many signaling pathways eventually converge at the transcriptional level, gene dysregulation is among one of the main causes of insulin resistance^4,5^. Transcriptional regulation is crucial in the fasting-feeding transition by turning on and off thousands of genes involved in fuel metabolism. Indeed, transcription factors such as FoxO1 and SREBP1 have been identified as regulators of insulin action and participants in the progression of insulin resistance via their control of the expression of specific genes in glucogenic and lipogenic pathways^2,4,5^.

ERRα is an orphan nuclear receptor best known for controlling energy homeostasis^6,7^ and playing a major role in mitochondrial biogenesis and function^8–11^. Global ERRα-null mice are lean and are protected from diet-induced obesity (DIO) and insulin resistance^12,13^, and ERRα-targeted oxidative phosphorylation (OXPHOS) genes are downregulated in human diabetic muscle, suggesting the potential of modulating ERRα activity to treat individuals with T2D^14,15^. Nonetheless, whether ERRα is a direct modulator of insulin action is currently unknown. Here, we uncover an insulin-dependent sequential post-translational regulatory event modulating ERRα stability and activity, in which ERRα phosphorylation by glycogen synthase kinase 3 beta (GSK3β) promotes its recognition and ubiquitination by the E3 ligase, FBXW7, resulting in ERRα nuclear export and subsequent degradation via the proteasome. Specific interruption of the GSK3β/FBXW7/ERRα cascade by genetically silencing the GSK3β-targeted ERRα phosphosites in vivo results in the persistent stabilization of ERRα protein thus altering insulin-responsive transcriptomes, eventually leading to insulin resistance, notwithstanding improved mitochondrial function. Our findings thus uncover and highlight the importance of an insulin-dependent transcriptional pathway that can be sequentially targeted and reveal ERRα as a central partner in insulin action and resistance.

## Results

### ERRα is an insulin-stimulated transcription factor

To investigate whether ERRα acts as a nutrient sensor, we examined the expression of ERRα under different nutritional statuses. We observed elevated hepatic ERRα protein levels without affecting its mRNA expression in response to increased nutrients intake upon fasting/refeeding transition, acute high fat-feeding and during the dark phase of the circadian cycle when mice consume food, all behaviors accompanied by activation of the insulin signaling cascade (Fig. 1a–f). We further demonstrated that ERRα protein but not mRNA levels were similarly induced by direct administration of glucose and insulin in vivo (Fig. 1g–j). Consistently, stimulation of HepG2 cells with either glucose or insulin increased ERRα protein levels in a dose-dependent manner without altering mRNA expression (Supplementary Fig. 1a–d). A time-course experiment in hepatocytes showed that insulin rapidly stabilized ERRα protein but not mRNA in the nucleus as early as 15 min post-stimulation with the effect lasting at least 4 h (Supplementary Fig. 1e, f). Further, insulin increased the level of ERRα protein by approximately threefold in the nuclear fractionation of mouse liver without altering its mRNA (Fig. 1k, l).

**Fig. 1:**
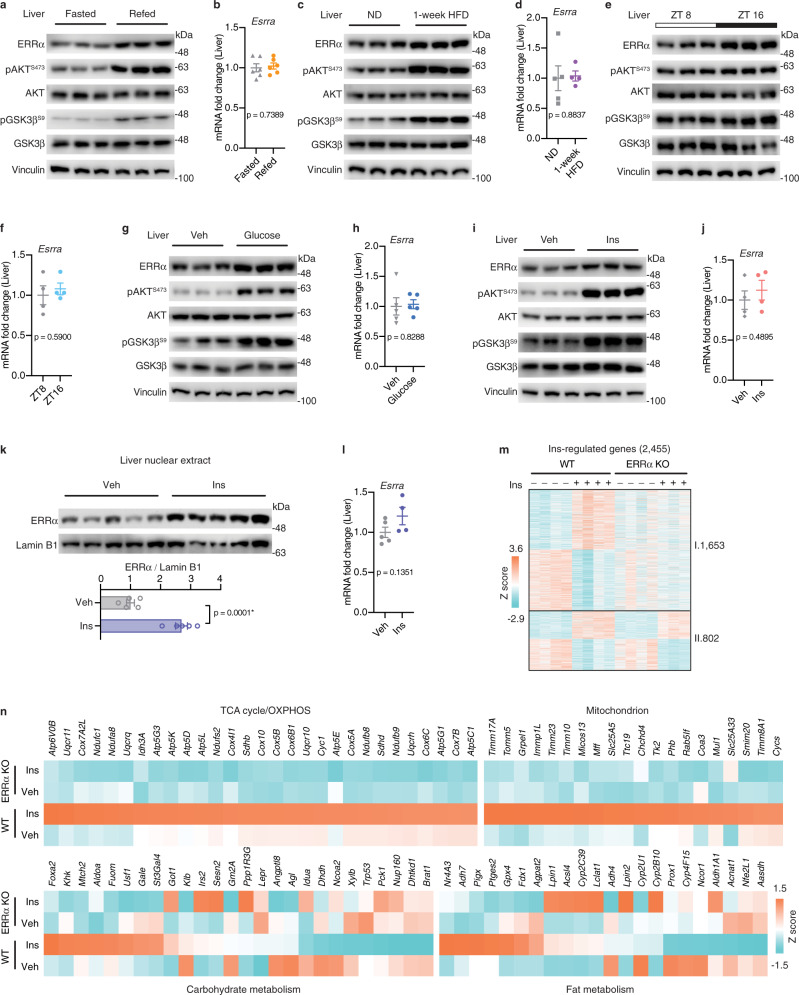
ERRα is an insulin-stimulated transcription factor. **a**–**j** Hepatic ERRα protein (**a**, **c**, **e**, **g**, **i**) and mRNA (**b**, **d**, **f**, **h**, **j**) levels in corresponding nutritional states: **a**, **b** refeeding post overnight fasting; **c**, **d** normal diet (ND) or 1-week high-fat diet (HFD) feeding; **e**, **f** Mice sacrificed at ZT8 or ZT16; **g**, **h** Mice treated with vehicle (Veh) or glucose for 0.5 h after overnight fasting; **i**, **j** Mice treated with Veh or insulin (Ins) for 0.5 h after overnight fasting. **a**, **c**, **e**, **g**, **i** Each lane represents liver from one mouse, *n* = 3. **b** *n* = 6 per group; **d** *n* = 5 for ND, *n* = 4 for 1-week HFD; **f** *n* = 4 per group; **h** *n* = 5 per group; **j** *n* = 4 per group. **k** Immunoblots (up, each lane represents liver from one mouse, *n* = 5 per group) and quantification (down) of nuclear ERRα protein levels in livers from mice treated with insulin for 4 h post overnight fasting. **l** ERRα mRNA levels in livers from mice treated with insulin for 4 h post overnight fasting (Veh, *n* = 5; Ins, *n* = 4). **m** Z score heatmap of insulin-regulated hepatic genes identified from WT and ERRα^−/−^ mice stimulated with insulin for 4 h post overnight fasting (*p* < 0.05, |FC| ≥ 1.20). I. ERRα dependent & Ins-regulated DEGs: Genes significantly modulated by insulin in WT mice only. II. Other Ins-regulated DEGs: Genes modulated by insulin in both WT and ERRα^−/−^ mice (*n* = 3 for ERRα KO Ins, *n* = 4 for the others). See also Supplementary Fig. 1h. **n** Z score heatmap representation of subsets of insulin-regulated hepatic genes differently expressed between WT and ERRα^−/−^ mice upon insulin (*p* < 0.05, |FC| ≥ 1.20; *n* = 3 for ERRα KO Ins, *n* = 4 for the others). Data are presented as means ± SEM, *p < 0.05, unpaired two-tailed Student’s *t* test (**b**, **d**, **f**, **h**, **j**, **k**, **l**). Source data are provided as a Source Data file.

To gain further insights into the impact of insulin-stimulated ERRα levels on gene expression, we next performed hepatic RNA sequencing in wild-type (WT) and ERRα^−/−^ mice treated with or without insulin. 

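Hepatic RNA was sequenced from 4 WT mice given saline, 4 WT mice given insulin, 4 ERRα-/- mice given saline and 3 ERRα-/- mice given insulin. Mice were fasted for 12 h and injected intraperitoneally with saline or with 1 unit of insulin per kg, and livers were collected 4 h later. The authors aligned paired-end reads to mm10 (GRCm38) with STAR, which also counted the reads on each gene, and deposited the counts without normalization. Total counts per sample ranged from 37508292 to 41740965 in WT mice given saline (median 39668692) and from 35871419 to 40590962 in WT mice given insulin (median 38687655.5). In ERRα-/- mice they ranged from 39250853 to 48317108 with saline (median 41506976.5) and from 38156804 to 40067603 with insulin (median 39188721). Counts differed between all pairs of replicates by more than sampling noise, so each sample was kept as a replicate of its own. Of the 35275 gene identifiers in the count table, 34490 (97.8%) had a symbol in the GENCODE annotation of GRCm38. Each comparison was fitted with edgeR's quasi-likelihood test on its own groups, after TMM normalization and edgeR's filter on genes with low counts. As in the paper, DEGs were genes with an unadjusted p under 0.05 and a fold change of at least 1.20 in either direction, and the number with a Benjamini-Hochberg adjusted p under 0.05 is given beside them. The test, the filter and the groups that share one estimate of the spread are choices that change these numbers. *Esrra* (ENSMUSG00000024955), the gene encoding ERRα, lies on the minus strand of chromosome 19 of GRCm38 from 6910977 to 6921813. It had 1246 to 3400 counts per sample in the WT livers and 11 to 62 in the ERRα-/- livers. Its log2 fold change in ERRα-/- against WT livers was −5.20 with saline (standard error 0.24, adjusted p = 2.58e-06) and −6.86 with insulin (standard error 0.37, adjusted p = 3.55e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.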

Although a similar number of differentially expressed genes (DEGs) were induced by insulin in livers of WT and ERRα^−/−^ mice, there was only a modest overlap, indicating that loss of ERRα reprograms the insulin-responsive transcriptome (Supplementary Fig. 1g). 

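Insulin gave 2322 hepatic DEGs in WT mice, 1123 higher and 1199 lower, among 13463 genes tested. In ERRα-/- mice it gave 2353, 1102 higher and 1251 lower, among 13684 genes tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 425 genes in WT mice and 398 in ERRα-/- mice had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 2353 genes in WT mice and 2430 in ERRα-/- mice, where chance gives 673 and 684. A total of 820 genes were DEGs in both genotypes, 791 of them in the same direction, against 404 expected by chance among the 13212 genes tested in both. DESeq2 in place of edgeR moved the adjusted numbers to 908 in WT mice and 971 in ERRα-/- mice. With each sample left out in turn, the number of DEGs stayed between 1796 and 2511 in WT mice and between 1729 and 2480 in ERRα-/- mice. Of the 2455 genes in the paper's own list for WT mice, 2409 were tested, all with the paper's direction, and 2225 were DEGs here. Another 97 genes were DEGs outside that list. Of the 2337 genes in the paper's list for ERRα-/- mice, 2308 were tested, again all with the paper's direction, and 2187 were DEGs here.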

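Of the 2322 hepatic DEGs in WT mice, 1502 were not DEGs in ERRα-/- mice, a share of 64.7% (95% exact Clopper-Pearson interval 62.7 to 66.6, which covers counting error only). The converse share was close, since 1533 of the DEGs in ERRα-/- mice (65.2%) were not DEGs in WT mice. Replicate numbers are shared between the groups, and deviations from the group means of same-numbered WT samples had a correlation of 0.103 across genes. With the replicate number as a block, there were 2343 DEGs in WT mice, 407 with an adjusted p under 0.05, and the share not called in ERRα-/- mice was 61.6%. The alternative that moved the share most among those keeping all samples fitted the 4 groups together, which gave 71.1%. Of the 1502 genes, 1484 were also tested in ERRα-/- mice, and 1029 of these (69.3%) changed there in the same direction. Their median change was 0.51 on the log2 scale in WT mice and, in the WT direction, 0.10 in ERRα-/- mice. The difference between the genotypes was tested directly as a genotype by insulin interaction. Of the 1502 genes, 478 (31.8%) had an unadjusted interaction p under 0.05 and 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 1502 genes were selected by their calls in these same libraries, which by itself favours a difference between the genotypes. The 31.8% and the medians of 0.51 and 0.10 are therefore not free of that selection. Over all 14670 genes tested for the interaction, 1289 had an unadjusted p under 0.05 where chance gives 733.5, and the smallest adjusted p was 0.389.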

Notably, in WT mice, insulin stimulation resulted in 2,455 hepatic DEGs, of which ~67% (1,653) could not be modulated by insulin in ERRα^−/−^ mice (Fig. 1m and Supplementary Data 1), implying that their regulation by insulin requires the presence of ERRα. 

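*Cpt1a* (ENSMUSG00000024900), on chromosome 19 of GRCm38 from 3322334 to 3385733, had 1258 ± 267 CPM (counts normalized for library size, SD, n = 4) in WT mice given saline and 962 ± 183 (SD, n = 4) in WT mice given insulin. Its log2 fold change with insulin was −0.39 in WT mice (standard error 0.18, unadjusted p = 0.0570) and −0.10 in ERRα-/- mice (standard error 0.13, unadjusted p = 0.446), so it was not called in either genotype. It was called in WT mice with DESeq2, without the filter on low counts, and with the 4 groups fitted together. *Pck1* (ENSMUSG00000027513) lies on chromosome 2 from 173153048 to 173159273. It fell in WT mice from 4369 ± 407 to 3203 ± 577 CPM (SD, n = 4 each), a log2 fold change of −0.45 (standard error 0.16, unadjusted p = 0.0147). In ERRα-/- mice its log2 fold change was 0.24 (standard error 0.13, unadjusted p = 0.0878), and replicate 3 of the ERRα-/- mice given saline, at 12.32 log2 CPM, lay apart from the other 3 at 12.02 to 12.06. *Pck1* was called higher there by 1 of 7 alternatives that kept all samples. It was also called by 1 of the 7 fits that each left out 1 sample. *Cs* (ENSMUSG00000005683), on chromosome 10 from 128337734 to 128362479, rose in WT mice from 104 ± 7.21 to 132 ± 13.1 CPM (SD, n = 4 each), a log2 fold change of 0.35 (standard error 0.12, unadjusted p = 0.0104). In ERRα-/- mice its log2 fold change was 0.22 (standard error 0.13, unadjusted p = 0.123). *Eif1a* (ENSMUSG00000057561), on chromosome 18 from 46597701 to 46616456, rose in WT mice from 53.8 ± 10.1 to 79.2 ± 10.1 CPM (SD, n = 4 each), a log2 fold change of 0.56 (standard error 0.16, unadjusted p = 0.00457). Its log2 fold change in ERRα-/- mice was −0.17 (standard error 0.18, unadjusted p = 0.359). After adjustment over all genes, none of the 4 genes had an adjusted p under 0.05 in WT mice, the smallest being 0.0914 for *Eif1a* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The effect of insulin in WT minus that in ERRα-/- mice was −0.69 for *Pck1* (standard error 0.20, unadjusted p = 0.00265) and 0.73 for *Eif1a* (standard error 0.25, unadjusted p = 0.0102). Adjusted over these 4 genes alone, the p-values of that difference were 0.0106 for *Pck1* and 0.0204 for *Eif1a*, and over all genes 0.422 and 0.492. The paper picked the 4 genes from these libraries, so the values over the 4 alone do not show stability. The same difference was −0.29 for *Cpt1a* (standard error 0.23, unadjusted p = 0.236) and 0.13 for *Cs* (standard error 0.18, unadjusted p = 0.485).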

For example, *Cpt1a* and *Pck1*, genes encoding rate-limiting enzymes in fatty acid oxidation and gluconeogenesis, respectively, were transcriptionally downregulated by insulin while genes encoding proteins involved in lipogenesis (*Cs*) and translation (*Eif1a*) were upregulated, all in an ERRα-dependent manner (Supplementary Fig. 1h and Supplementary Data 1). Further interrogation of these datasets revealed that insulin-regulated genes found differently expressed in WT and ERRα^−/−^ mice upon insulin were mainly enriched in mitochondrial‐related processes as well as glucose, lipid and amino acid metabolism (Fig. 1n, Supplementary Fig. 1i, and Supplementary Data 2). 

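Of the 97 genes shown in Fig. 1n, 96 were tested, and 89 of them were DEGs with insulin in WT mice and 25 in ERRα-/- mice. With insulin, 89 differed between ERRα-/- and WT mice. The 29 genes of the TCA cycle and OXPHOS were all higher with insulin in WT mice, with log2 fold changes from 0.31 to 0.71 and a median of 0.40, and 28 of them were called. In ERRα-/- mice their median was −0.085 and 2 were called. Of the 20 genes of mitochondrion organization, 19 were tested and all of these were called higher in WT mice (median log2 fold change 0.44), against 1 called in ERRα-/- mice (median 0.033). Of the 26 genes of carbohydrate metabolism, 23 were called in WT mice and 12 in ERRα-/- mice, and 13 of the 26 were higher with insulin in WT mice. Among the 22 genes of fat metabolism, 19 were called in WT mice and 10 in ERRα-/- mice. The genotype by insulin interaction had an unadjusted p under 0.05 for 45 of the 96 genes, 15 of them in the TCA cycle and OXPHOS, 9 in mitochondrion organization, 12 in carbohydrate metabolism and 9 in fat metabolism. Adjusted over the list alone, 21 of the 96 had an interaction p under 0.05, and adjusted over all genes none had. In WT mice, 17 genes had an adjusted p under 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 88 over the list alone. The list was chosen by the paper from these libraries, for regulation by insulin and for a difference between the genotypes with insulin. That choice by itself favours calls in WT mice and differences between the genotypes. The counts, medians and interaction p-values above are therefore not free of it, and the numbers over the list alone do not show stability.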

In particular, we found that a set of mitochondrial associated genes as well as proteins of OXPHOS subunits were upregulated by insulin in WT but not in ERRα^−/−^ mice (Fig. 1n, Supplementary Fig. 1j). This result signifies the importance of ERRα in insulin-mediated mitochondrial biogenesis and OXPHOS, which is likely used to generate ATP, essential for biosynthetic processes. 

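Expression of 78 genes encoding OXPHOS subunits and of 22 genes encoding translocases of the mitochondrial membranes, chosen by symbol, was averaged on the log2 CPM scale in each liver, with a prior count of 2. The mean over the OXPHOS genes was 5.62 ± 0.14 (SD, n = 4) in WT mice given saline and 5.88 ± 0.18 (SD, n = 4) in WT mice given insulin, a difference of 0.26 (two-sided exact permutation test, p = 0.0857). Individually, 76 of the 78 genes were higher with insulin in WT mice and 27 were DEGs (Fisher's exact test across genes for DEGs with higher expression, p = 5.78e-11). In ERRα-/- mice the mean was 5.37 ± 0.09 (SD, n = 4) with saline and 5.31 ± 0.19 (SD, n = 3) with insulin, a difference of −0.064 (exact permutation p = 0.600), and of 77 genes 22 were higher, 3 were called lower and none was called higher. The difference between the genotypes in the insulin effect was 0.33 (exact permutation p = 0.0592 over 2450 regroupings). For the import genes, the mean rose in WT mice from 3.82 ± 0.08 to 4.11 ± 0.08 (SD, n = 4 each), a difference of 0.29 (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). The mean in ERRα-/- mice was 3.82 ± 0.09 (SD, n = 4) with saline and 3.82 ± 0.03 (SD, n = 3) with insulin (exact permutation p = 1). The difference between the genotypes was 0.29 (exact permutation p = 0.0249). Permutation p-values of a difference in the insulin effect, here and below, regrouped saline and insulin within each genotype. Their null is no insulin effect in either genotype, and not an equal effect in both, so they do not isolate the difference. With samples of the same replicate number paired, the rise in WT mice was 0.26 for OXPHOS and 0.29 for import, each with an exact permutation p of 0.125, the smallest that 4 pairs allow. Paired in this way, the genotypes differed by 0.37 for OXPHOS and by 0.32 for import, each with an exact permutation p of 0.0469. A median in place of the mean over the OXPHOS genes gave a difference between the genotypes of 0.49 (exact permutation p = 0.0102). Random gene lists matched to the OXPHOS genes on transcript length, GC content and expression also rose with insulin in WT mice, by a median of 0.19, and 0.350% of 10000 lists rose as far as the mean of 0.28 over single OXPHOS genes. With ERRα-/- against WT mice, the OXPHOS mean differed by −0.24 with saline (exact permutation p = 0.0571) and by −0.57 with insulin (exact permutation p = 0.0286). A total of 33 of 78 OXPHOS genes were DEGs with lower expression in ERRα-/- mice given saline, and 60 of 77 in those given insulin. Over the 20 gene set tests made in both RNA-seq experiments, the lowest Benjamini-Hochberg adjusted permutation p was 0.169. From mitochondrial genes and proteins of OXPHOS subunits upregulated in WT but not in ERRα-/- mice, the proteins in experiments not analysed here, the paper concludes that ERRα is important in insulin-mediated mitochondrial biogenesis and OXPHOS.

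**Figure D1:**
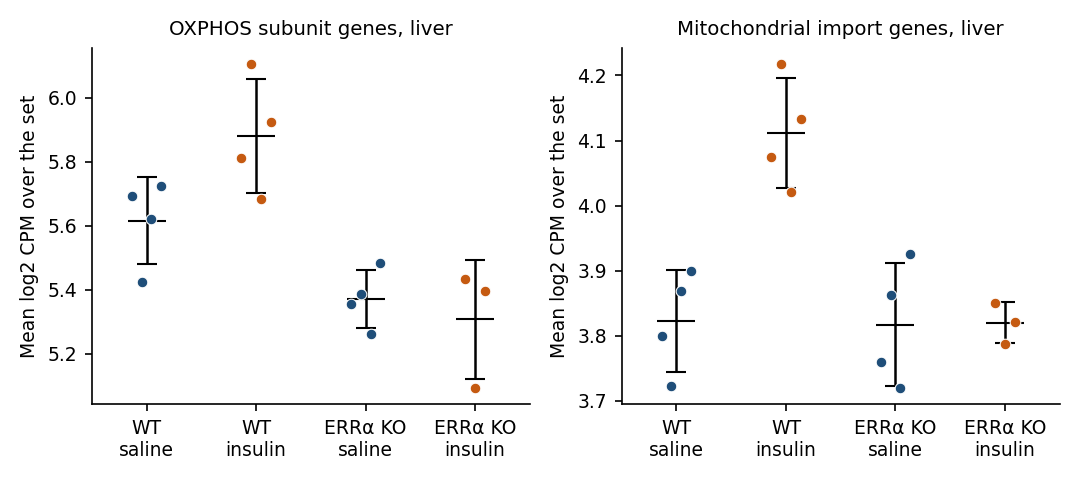
Mean log2 CPM over the OXPHOS subunit genes and over the mitochondrial import genes (y axis) in each liver, by genotype and treatment (x axis, ERRα KO for ERRα-/-). Points are samples and bars are mean ± SD. The import genes sit at 4.11 ± 0.08 in WT mice given insulin and at 3.82 in the other 3 groups.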

Consistently, intersection of transcriptome and ERRα liver ChIP-seq datasets^16^ revealed that over 40% of the insulin-responsive gene signature in cultured hepatocytes is directly targeted by ERRα, which were also highly enriched in lipids and carbohydrate metabolism as well as in mitochondrial functions (Supplementary Fig. 1k and Supplementary Data 3). Of note, ERRα targets also showed great overlap with those bound by FoxO1 or SREBP1 in liver (Supplementary Fig. 1l and Supplementary Data 4), two well-known transcription factors downstream of the hepatic insulin signaling pathway^17^. Overall, this data demonstrates ERRα as a direct and potent insulin-responsive transcription factor.

### GSK3β is required for insulin-dependent ERRα stabilization

We next sought to characterize how insulin stabilizes ERRα. The acute induction of ERRα protein by insulin without affecting its mRNA expression suggests the involvement of a post-transcriptional process. ERRα has been reported as a phosphoprotein that can be phosphorylated by specific protein kinases^6,18,19^. Using the predicting programs Scansite 4.0 (https://scansite4.mit.edu), PhosphoNet (http://www.phosphonet.ca) and GPS 3.0^20^, ERRα was predicted to be phosphorylated by cyclin-dependent kinases (CDKs), glycogen synthase kinase (GSK)3, extracellular signal-regulated kinases (ERKs), casein kinases (CKs), and p38 mitogen-activated protein kinases (MAPKs). Hepatocytes treated with inhibitors targeting selected kinases showed that ERRα protein was best stabilized by the GSK3 inhibitor, followed by CK2 inhibition, with inhibitors against CDK2/5, p38 MAPK and CDK1 having no impact (Fig. 2a). Introduction of siRNAs specifically targeting GSK3α, GSK3β and CK2 further demonstrated that the effect of insulin on ERRα stability was indeed replicated by inhibition of GSK3β (Fig. 2b, Supplementary Fig. 2a). LiCl, a classic GSK3β inhibitor, also stabilized ERRα protein (Supplementary Fig. 2b). Conversely, pharmacological inhibition of the PI3K/AKT/mTOR pathway by PI3K inhibitors (Wortmannin, LY294002), AKT inhibitors (MK-2206, GDC-0068) and mTOR inhibitors (Rapamycin and Torin 1) all led to ERRα degradation via dephosphorylation and activation of GSK3β (Supplementary Fig. 2c). Consistently, genetic activation of GSK3β by overexpressing its constitutively active S9A mutant^21^ also promoted ERRα degradation (Fig. 2c). To further investigate the impact of GSK3β loss on ERRα stability in vivo, we used the Cre-lox P system to specifically delete GSK3β in liver by breeding GSK3β floxed mice with Alb-Cre mice. Indeed, ERRα protein accumulated in livers of GSK3β liver-specific knockout (LKO) mice in comparison with their floxed littermates (Fig. 2d) or age-matched Alb-Cre mice (Supplementary Fig. 2d). These results clearly show that GSK3β negatively regulates ERRα protein levels in vitro and in vivo. Most importantly, in the absence of GSK3β, ERRα protein but not mRNA was accumulated and could not be further elevated by insulin or refeeding (Fig. 2e–h). Alternatively, re-expression of the constitutively active GSK3β S9A but not the kinase defective K85A mutant degraded the accumulated ERRα protein in the GSK3β knock-down cells (Fig. 2i, compare lanes 9, 11 to lanes 1, 7), and insulin had no further effects on ERRα protein stability once GSK3β could not be phosphorylated by insulin or lost its kinase activity (Fig. 2i, compare lanes 9, 10, 11, 12 to lanes 7, 8). Consistently, blocking the insulin signaling transduction to GSK3β by AKT inhibitors abrogated insulin-mediated accumulation of ERRα, in line with the release of GSK3β from insulin-mediated phosphorylation and suppression (Supplementary Fig. 2e). Together, our results demonstrate that GSK3β kinase activity is required for insulin control of ERRα protein stability through the PI3K/AKT cascade (Fig. 2j).

**Fig. 2:**
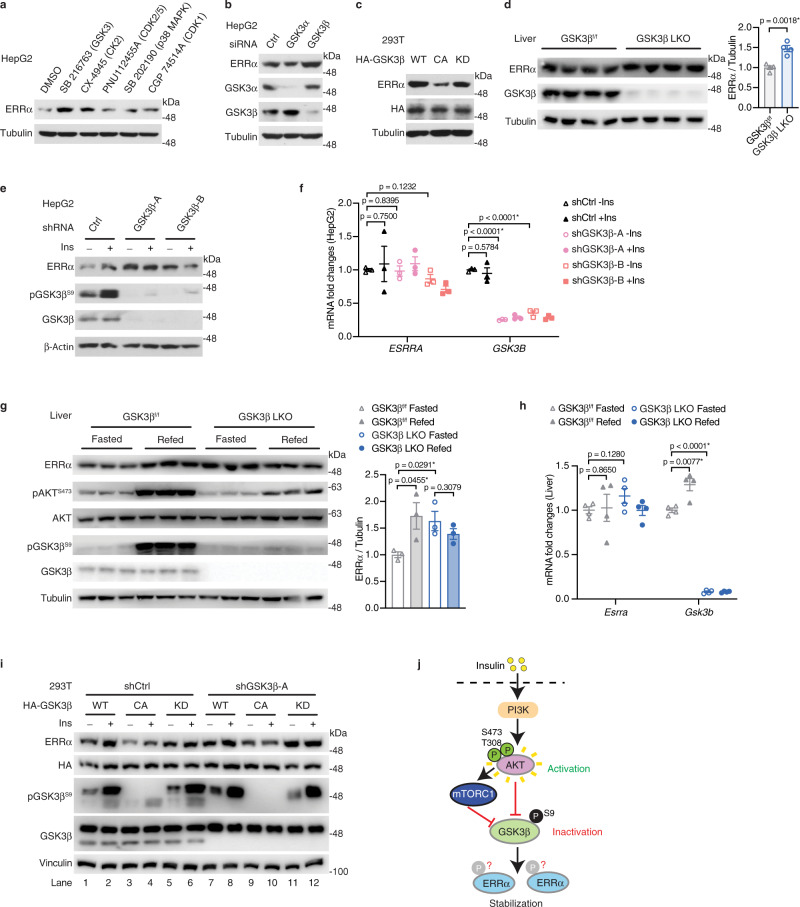
GSK3β is required for the control of ERRα stability by insulin. **a** ERRα protein levels in HepG2 cells treated with either DMSO control or 10 μM of kinase specific-inhibitors SB 216763, CX-4945, PNU112455A, SB 202190 or CGP 74514A for 4 h. **b** ERRα protein levels in HepG2 cells transfected with 20 nM of either control, GSK3α or GSK3β siRNA for 72 h. **c** ERRα protein levels in 293T cells transfected with vectors expressing HA-GSK3β WT, constitutively active S9A mutant (CA), or kinase defective K85A mutant (KD) for 48 h. **d** Immunoblots (left, each lane represents liver from one mouse, *n* = 4 per group) and quantification (right) of ERRα protein levels in livers from GSK3β^f/f^ and GSK3β LKO mice. **e** ERRα protein levels and **f** mRNA levels of *ESRRA* and *GSK3B* (*n* = 3 per group) in HepG2 cells stably expressing either control shRNA or 2 distinct shRNAs targeting GSK3β. Cells were treated with 10 μg/ml insulin for 30 min after overnight serum starvation. **g** Western blots (left, each lane represents liver from one mouse, *n* = 3 per group) and quantification (right) of ERRα protein levels in livers from GSK3β LKO and their floxed littermates upon a fasting-refeeding transition. **h** *Esrra* and *Gsk3b* mRNA levels in control and GSK3β-null livers upon a fasting-refeeding transition (*n* = 4 per group). **i** 293T cells stably expressing either control or shRNA targeting GSK3β were transfected with HA-GSK3β WT, CA, or KD vectors for 48 h, cells were treated with 10 μg/ml insulin for 30 min after overnight serum starvation. **j** Proposed model of insulin-mediated stabilization of ERRα protein through the PI3K/AKT/ GSK3β pathway. Data are presented as means ± SEM, *p < 0.05, unpaired two-tailed Student’s *t* test (**d**, **f**–**h**). Source data are provided as a Source Data file.

### ERRα phosphorylation by GSK3β leads to its proteasome-mediated degradation

We previously showed that ERRα is phosphorylated at S19 and S22^18^. Of interest, we found significant changes of ERRα phosphorylation at these sites post insulin delivery in a recent high-throughput insulin-based mouse liver phosphoproteomic dataset^22^ (Fig. 3a). We also noted that insulin-stimulated phosphorylation changes of GSK3β (inactive) followed that of its upstream kinase AKT (active), which reversely correlated with ERRα phospho-status at many time points (Fig. 3a). Indeed, impeding GSK3β activity indirectly by insulin stimulation or directly by genetic interference attenuates ERRα phosphorylation while stabilizing ERRα protein (Fig. 3b, c). In comparison with whole-cell extract (WCE), phos-tag gel examination of the nuclear extract from HepG2 cells could not reveal an upper phosphorylated ERRα band shift (Supplementary Fig. 3a), indicating that insulin-stimulated nuclear ERRα protein was dephosphorylated. To substantiate this observation, mutations were introduced to the insulin-sensitive S19 and S22 residues. Nuclear export of ERRα exclusively with the phospho-mimicking ERRα S19D + S22D mutant, while the phospho-deficient S19A + S22A mutant remained in the nucleus (Supplementary Fig. 3b), implying that ERRα translocation between the cytoplasm and nucleus is mediated by phosphorylation.

**Fig. 3:**
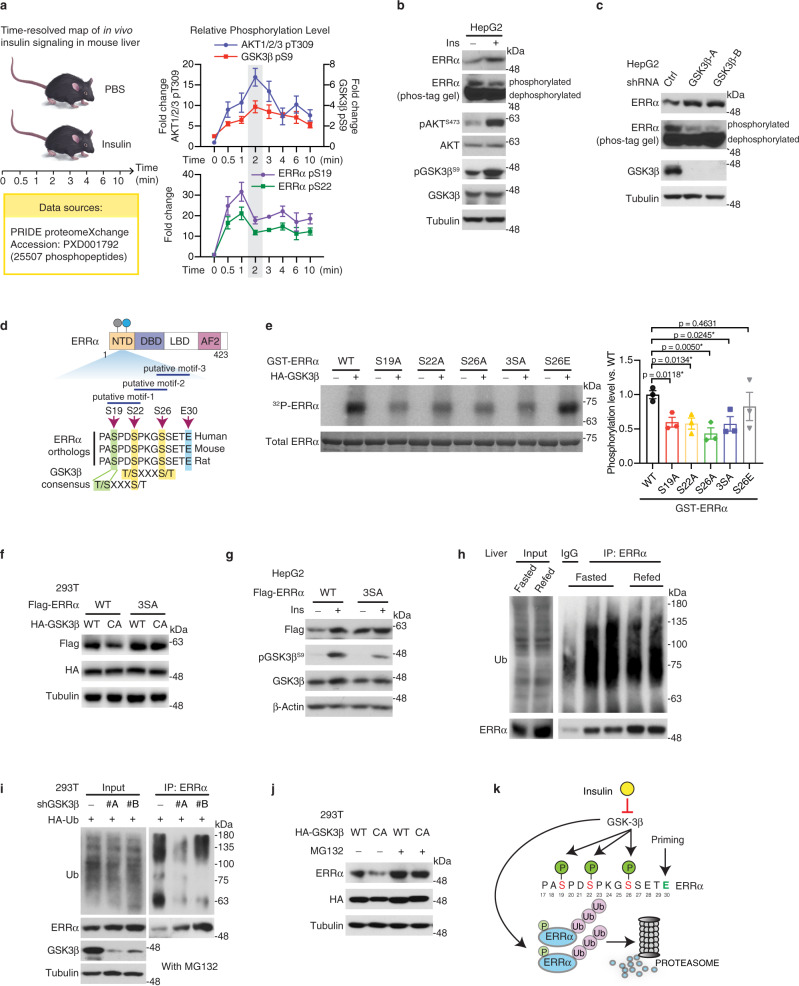
ERRα phosphorylation by GSK3β leads to its proteasome-mediated degradation. **a** Temporal profiles for insulin-induced phosphorylation changes of hepatic AKT, GSK3β and ERRα^22^. Data plotted are the median fold-changes, error bars denote SEM from at least three values, the exact sample size is in Source Data. **b** ERRα and phosphorylated ERRα protein levels in response to insulin stimulation. HepG2 cells were serum starved overnight prior to 0.58 μg/ml insulin treatment for 15 min. **c** ERRα and phosphorylated ERRα protein levels following GSK3β knockdown in HepG2 cells. **d** Schematic of ERRα protein structure and sequence alignment of putative GSK3β consensus phosphorylation motifs. Potential phosphorylated residues (S19, S22, S26) and priming site (E30) are indicated. **e** Representative in vitro kinase assay performed with HA-tagged GSK3β as well as in vitro-translated ERRα WT and phospho-mutant recombinant proteins including S19A, S22A, S26A, 3SA (S19A + S22A + S26A) and S26E. Phosphorylated and total ERRα proteins were detected by ^32^P and coomassie brilliant blue, respectively. Experiments were independently repeated three times and quantified as shown on the right panel. Data are presented as means ± SEM (*p < 0.05, unpaired two-tailed Student’s *t* test). **f** 293T cells were transfected with Flag-ERRα WT or 3SA mutant in the presence of HA-GSK3β WT or CA mutant for 48 h. **g** HepG2 cells stably overexpressing Flag-ERRα WT or 3SA mutant were treated with 10 μg/ml insulin for 30 min after overnight serum starvation. **h** Hepatic ERRα protein and ubiquitination levels in response to fasting and refeeding. Each lane represents immunoprecipitation performed using liver lysates prepared from two mice. **i** ERRα protein and ubiquitination levels in HEK293T cells stably expressing either control shRNA or 2 distinct shRNAs targeting GSK3β. Cells were transiently transfected with HA-Ub vector for 48 h and treated with MG132 before collection. **j** 293T cells were transfected with HA-GSK3β WT or CA mutant plasmids for 48 h and cells were collected after DMSO or MG132 treatment. **k** Proposed model of insulin-GSK3β-mediated ERRα stabilization. Insulin prevents ERRα from GSK3β-mediated phosphorylation, ubiquitylation, and subsequent degradation via the proteasome. Source data are provided as a Source Data file.

GSK3β phosphorylates proteins at serine or threonine that are usually located four residues apart (S/T-X-X-X-S/T–P), whereas the C-terminal S/T–P is a priming, pre-phosphorylated residue^23^. Bioinformatic analysis based on conserved kinase substrate motifs predicted the ERRα amino terminus to contain three GSK3β consensus phosphorylation motifs consisting of phosphorylation sites S19, S22, S26, and C-terminal priming site E30, which are conserved across various species (Fig. 3d). The insulin-responsive ERRα S19 and S22 were within the GSK3β substrate motifs. Notably, ERRα phosphorylation at S19, S22, S26 are the most common ERRα post-translational modifications (PTMs) revealed by high-throughput mass spectrometry-based studies according to PhosphoSitePlus (http://www.phosphosite.org) (Supplementary Fig. 3c), indicating the critical importance of these modifications.

We next mutated the three encompassed serine residues individually or in combination. Six different in vitro-translated GST-ERRα proteins were tested in a kinase assay, validating that ERRα can be directly phosphorylated by GSK3β (Fig. 3e). Mutation of any of these three serine residues to alanine markedly decreased GSK3β-mediated ERRα phosphorylation (Fig. 3e). Alternatively, ERRα S26E mutant, by mimicking the C-terminal priming phosphorylation for S22, was phosphorylated by GSK3β to a similar extent to that of WT (Fig. 3e). Remarkably, the GSK3β-defective ERRα 3SA mutant (S19A + S22A + S26A) was resistant to both GSK3β-mediated degradation (Fig. 3f) and insulin-induced stabilization (Fig. 3g).

We then defined how ERRα protein stability is controlled by the insulin/GSK3β axis. Given the ubiquitin-proteasome system (UPS) is a major mechanism regulating protein turnover^24^, we assessed and observed that MG132-mediated inhibition of the proteasome led to accumulation of ERRα protein without altering its mRNA level (Supplementary Fig. 3d, e). In the refed liver, ERRα ubiquitination level was markedly downregulated as opposed to its increased protein level (Fig. 3h). We further confirmed this finding in starved and insulin-stimulated hepatocytes (Supplementary Fig. 3f), reinforcing that insulin safeguards ERRα from ubiquitination and degradation. Likewise, GSK3β knockdown greatly decreased ERRα ubiquitination level (Fig. 3i), implicating that GSK3β facilitates ERRα ubiquitination and degradation. Furthermore, GSK3β-mediated ERRα degradation was rescued by inhibiting the proteasome (Fig. 3j). Together, these results show that insulin protects ERRα from GSK3β-mediated phosphorylation, thus attenuating ERRα ubiquitination and degradation (Fig. 3k).

### GSK3β-mediated ERRα degradation is dependent on FBXW7

To identify the E3 ligase involved in insulin/GSK3β-mediated ERRα degradation, we devised a guided screening strategy as outlined in Supplementary Fig. 4a (See also Supplementary Data 5). Given that nuclear receptors usually control their own activities through feedback loops and the crucial role of ERRα in metabolism, we first identified 477 E3 ligases which were either direct ERRα targets or were involved in metabolic processes. Among those, Stub1 and Parkin, two previously reported ERRα E3 ligases were identified in that subgroup^16,25^, denoting the reliability of the screen. We then selected 26 E3 ligases based on their tissue-specific expression patterns, cellular localizations as well as known functions. These 26 E3s were then subjected to a second round of screening (Fig. 4a). Overexpression studies in HepG2 cells showed that 6 of the 26 E3s promoted ERRα degradation (Supplementary Fig. 4b) in an UPS-dependent manner (Supplementary Fig. 4c). These 6 E3s were also shown to decrease ERRα half-life (Supplementary Fig. 4d). Co-IP experiments confirmed the interaction between the 6 E3 candidates and ERRα (Supplementary Fig. 4e). Of these, 4 E3s were further demonstrated to enhance ERRα ubiquitination (Supplementary Fig. 4f), while their shRNA-mediated knockdown fostered ERRα accumulation (Supplementary Fig. 4g). Overall, the screen uncovered 4 E3 ligases (FBXO7, FBXO11, FBXW7α and WWP1) directly targeting ERRα for ubiquitination and degradation.

**Fig. 4:**
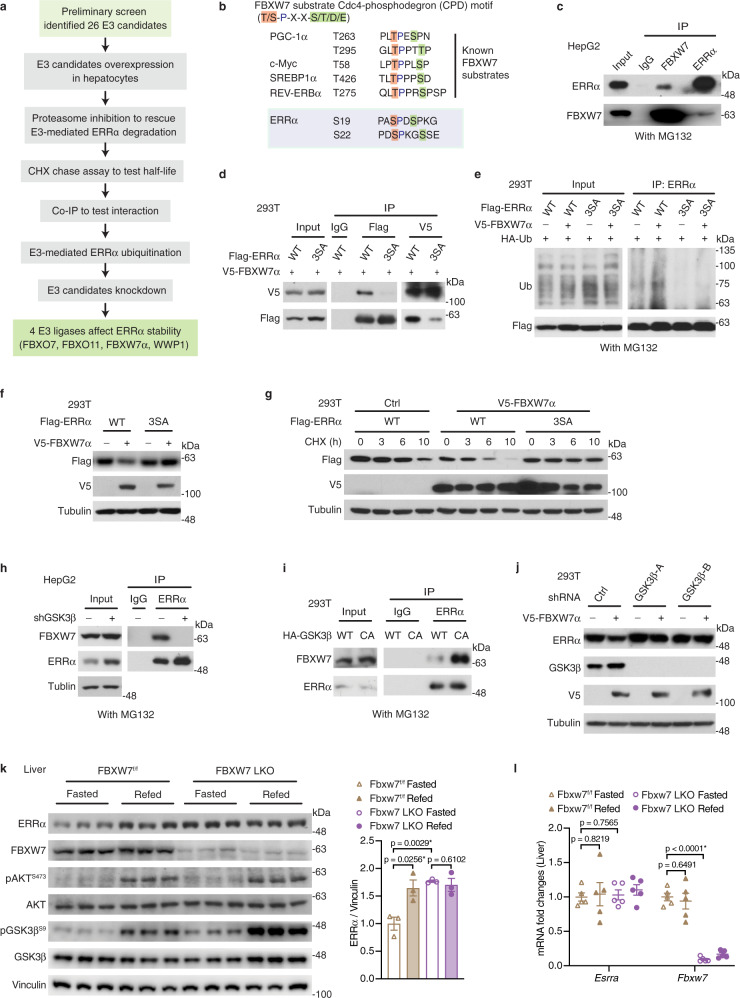
GSK3β-mediated ERRα degradation is dependent on FBXW7. **a** Devised stratagem to identify and validate E3 ligase(s) targeting ERRα. See also Supplementary Fig. 4a. **b** High-affinity CPD motifs presented in previously established FBXW7 substrates including PGC-1α, c-Myc, SREBP1α, and REV-ERBα. Schematic of the two putative CPD motifs identified in ERRα spanning from residues serine 19 to serine 26, phosphorylated sites are highlighted **c** Co-IP of endogenous ERRα and FBXW7 in HepG2 cells treated with MG132. **d** Co-IP and reciprocal co-IP were performed using lysates from 293T cells transiently co-expressing V5-FBXW7 and Flag-ERRα WT or 3SA mutant. **e** Ubiquitination levels of ERRα WT or 3SA mutant in HEK293T cells transiently co-expressing the indicated constructs, cells were treated with MG132 prior to collection. **f** Protein levels of ERRα WT or 3SA in the presence or absence of FBXW7 in HEK293T cells. **g** HEK293T cells were co-transfected with the indicated constructs for 36 h prior to treatment with protein synthesis inhibitor cycloheximide (CHX, 100 μg/ml) for the indicated times. **h** Co-IP of endogenous ERRα and FBXW7 in GSK3β-silenced HepG2 cells treated with MG132. **i** Co-IP of FBXW7 and ERRα in HEK293T cells transiently transfected with HA-GSK3β WT or CA mutant. Cells were treated with MG132 prior to collection. **j** V5‐FBXW7 and empty vectors were transiently transfected into HEK293T cells stably expressing either control or shRNAs targeting GSK3β. **k** Immunoblots (left, each lane represents liver from one mouse, *n* = 3 per group) and quantification (right) of ERRα protein levels in control and FBXW7-null livers during the fasting-refeeding transition. **l** *Esrra* and *Fbxw7* mRNA levels in control and FBXW7-null livers upon a fasting-refeeding transition (*n* = 5 per group). Data are presented as means ± SEM, *p < 0.05, unpaired two-tailed Student’s *t* test (**k**, **l**). Source data are provided as a Source Data file.

The E3 ligase FBXW7α is of particular interest as it mainly localizes in the nucleus and targets transcription factors such as PGC1α, c-Myc, SREBP1α and REV-ERBα^26,27^. Of note, FBXW7 specifically targets phosphorylated substrates bearing the consensus sequence (T/S-P-X-X-S/T/D/E) known as Cdc4-phosphodegron (CPD)^28^. We identified two putative CPD motifs in the amino terminus of ERRα surrounding residues S19, S22 and S26 (Fig. 4b). Remarkably, these residues are the GSK3β-targeted sites that we have defined above, suggesting that this composite sequence is cooperatively regulated by GSK3β and FBXW7. Using hepatocytes, we confirmed that endogenous FBXW7 and ERRα physiologically interact with each other (Fig. 4c). We next examined whether phosphorylation on the CPD motifs is required for ERRα levels to be controlled by FBXW7α. Co-IP and reciprocal co-IP showed that the phospho-defective CPD mutations largely blunted the interaction between FBXW7α and ERRα (Fig. 4d), while phosphorylation of the CPD motif did not affect ERRα interaction with other E3 ligases we uncovered above or previously published (Supplementary Fig. 4h). Consequently, FBXW7α promoted the ubiquitination (Fig. 4e) and subsequent degradation (Fig. 4f) of WT ERRα but not the CPD-disrupted ERRα 3SA mutant. Also, overexpression of FBXW7 greatly accelerated the degradation of WT ERRα without having any influence on the ERRα 3SA mutant (Fig. 4g). These data establishes that ERRα phosphorylation at S19, S22 and S26 is crucial for its recognition and ubiquitination by FBXW7 and subsequent degradation via the proteasome. Moreover, knockdown of GSK3β abolished the ERRα-FBXW7 interaction, while overexpression of the constitutively active GSK3β mutant enhanced this interaction (Fig. 4h, i). Accordingly, genetic, pharmacological, and physiological inhibitions of GSK3β were all proficient in blocking FBXW7-mediated ERRα degradation (Fig. 4j, Supplementary Fig. 4i, j). In vivo, we observed ERRα accumulation in acute (Supplementary Fig. 4k) and long-term FBXW7-depleted livers (Fig. 4k and Supplementary Fig. 4l). Also, the accumulated ERRα could not be further induced by refeeding in the absence of FBXW7 (Fig. 4k). Changes of ERRα protein levels in the FBXW7-null livers were independent of transcriptional regulation (Fig. 4l). Taken together, our results reveal that the E3 ligase FBXW7 is essential for the control of ERRα stability downstream of the insulin/GSK3β axis.

### ERRα^3SA^ mice display transcriptional reprogramming and compromised metabolic homeostasis

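Mouse *Esrra* has 7 exons in the GENCODE transcript ENSMUST00000025906, which encodes an ERRα protein of 422 amino acids. Serines S19, S22 and S26 all lie in exon 2, in the coding sequence on the minus strand of chromosome 19 of GRCm38. The codon of S19 is AGT at 6920331 to 6920333, that of S22 is AGT at 6920322 to 6920324, and that of S26 is TCC at 6920310 to 6920312. Residues 17 to 32 read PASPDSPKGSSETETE and are encoded by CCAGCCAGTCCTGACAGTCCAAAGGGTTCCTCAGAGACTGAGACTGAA, written 5′ to 3′ on the coding strand, from 6920292 to 6920339.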

To explore the pathophysiological impact of disturbing the insulin/GSK3β/FBXW7/ERRα axis, we specifically impeded this pathway by genetically mutating the GSK3β/FBXW7 co-targeted ERRα serine residues S19, S22 and S26 to alanine in vivo using a CRISPR/Cas9 approach (Fig. 5a). Concurrently with ERRα^3SA^ (S19A + S22A + S26A) engineered mice, we also generated ERRα^2SA^ (S19A + S22A) and the single ERRα^S22A^ phospho-mutant mice, all of which were viable and fertile. These point mutations were validated by Sanger sequencing, PCR genotyping, and use of a S19-targeted phospho-ERRα (S19) antibody^18^ (Supplementary Fig. 5a–c). In vivo abrogation of ERRα phosphorylation at these sites resulted in its stabilization with the receptor being most accumulated in the ERRα^3SA^ liver in comparison with ERRα^2SA^ and ERRα^S22A^ (Supplementary Fig. 5c), indicating that complete inactivation of both CPD motifs maximally protects ERRα from UPS-mediated degradation. Thus, we proceeded to fully characterize the ERRα^3SA^ model. ERRα^3SA^ mutagenesis significantly attenuated hepatic ERRα ubiquitination in vivo (Supplementary Fig. 5d). In parallel, we observed that ERRα^3SA^ protein was similarly elevated in skeletal muscle (Fig. 5b), another major site of insulin action/resistance. Consistently, ERRα protein but not mRNA was stabilized in C2C12 myoblast cells upon proteasome inhibition (Supplementary Fig. 5e, f) and the functionally dominant FBXW7 isoform^29^ *Fbxw7a* displayed similar expression levels in liver and muscle (Supplementary Fig. 5g, h), indicating that the functionality of the insulin-GSK3β-FBXW7-ERRα axis is conserved in insulin-sensitive tissues. Indeed, ERRα was simultaneously induced by refeeding in both liver and muscle, which was abrogated in ERRα^3SA^ mice (Fig. 5c), signifying that the GSK3β-defective ERRα^3SA^ is no longer regulated by the insulin signaling cascade in vivo.

**Fig. 5:**
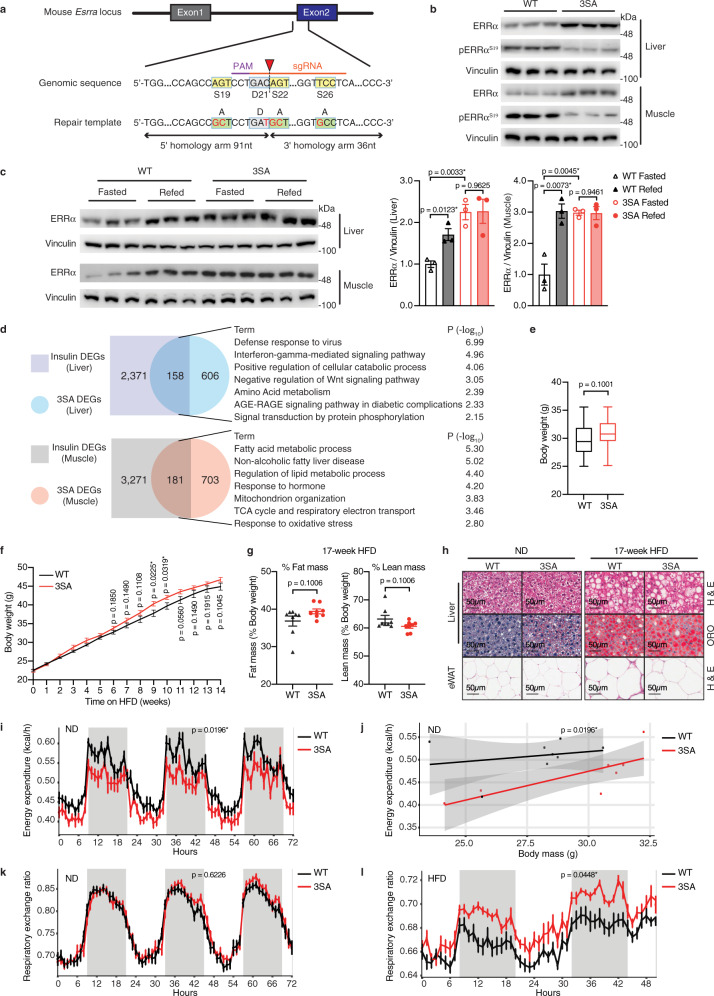
ERRα^3SA^ phospho-deficient mice display transcriptional reprogramming and compromised metabolic homeostasis. **a** Schematic of the editing strategy for ERRα^3SA^ mice. Cas9 cleavage site is indicated by the red arrowhead, the single-guide RNA (sgRNA) target sequence and the protospacer adjacent motif (PAM) are marked. Homology repair template contains desired mutations (red) with the resultant residue substitutions denoted. **b** Total and S19-phosphorylated ERRα proteins. Each lane represents tissue from one mouse, *n* = 3 per group. **c** Immunoblot (left, each lane represents tissue from one mouse, *n* = 3 per group) and quantification (right) of ERRα protein levels from WT and ERRα^3SA^ littermates upon a fasting-refeeding transition. **d** Overlap and pathway analysis of DEGs identified in ND-fed ERRα^3SA^ mice with insulin-regulated DEGs (GSE117741^62^) (p < 0.05, |FC| ≥ 1.20). See also Supplementary Fig. 5i. **e** Body weight of WT and ERRα^3SA^ littermates on a ND (WT, *n* = 41; 3SA, *n* = 45). Box plots show centre line as median, bounds of box as 25th and 75th percentiles, whiskers as minima and maxima. **f** Body weights during a 14-week HFD feeding (WT, *n* = 12; 3SA, *n* = 13). **g** Percentage of fat and lean mass (*n* = 8 per group). **h** Representative images of liver hematoxylin and eosin (H&E) and oil red O (ORO) staining, and epididymal WAT (eWAT) H&E staining. Scale bars, 50 μm. See Supplementary Fig. 5k, m for quantification. **i** Whole-body energy expenditure and **j** regression plot of averaged energy expenditure vs. total body mass, and **k** respiratory exchange ratio (WT, *n* = 8; 3SA, *n* = 7). **l** Respiratory exchange ratio of WT and ERRα^3SA^ littermates maintained on a 14-week HFD (*n* = 7 per group). Data are represented as means ± SEM (**c**, **f**, **g**, **i**, **k**, **l**). A generalized linear model is fitted to the data (**j**) and estimations are displayed by the line, with the shaded region representing the standard error. *p < 0.05, unpaired two-tailed Student’s *t* test (**c**, **e**–**g**), ANCOVA (**i**, **j**), and ANOVA (**k**, **l**). Source data are provided as a Source Data file.

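Liver and muscle RNA was sequenced from WT littermates and ERRα 3SA mice, with 4 samples per genotype in each tissue. The reads were processed by the authors as in the insulin experiment and deposited as raw counts per gene. Livers had 23426588 to 33412022 counts in WT littermates (median 25432163) and 20481405 to 22836176 in ERRα 3SA mice (median 22462984). Muscles had 23561675 to 25831378 counts in WT littermates (median 24991209.5) and 22241960 to 28835765 in ERRα 3SA mice (median 26593950). The table lists 54532 gene identifiers, of which 54495 (99.9%) had a symbol in the GENCODE annotation. ERRα 3SA replicate 1 stood apart in muscle, with 19.3% of its counts on mitochondrial genome genes against 9.15 to 9.85% in the other 3 ERRα 3SA muscles, and was kept. Liver and muscle were fitted separately, with the same test and criteria as the livers of insulin-treated mice. In liver, 651 genes were DEGs, 333 higher and 318 lower in ERRα 3SA mice, among 13339 genes tested. In muscle there were 639 DEGs, 392 higher and 247 lower, among 14081 genes tested. An unadjusted p under 0.05 was reached by 996 genes in liver, where chance gives 667, and by 672 in muscle, where chance gives 704. None had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.102 in liver and 0.120 in muscle. DESeq2 in place of edgeR gave 43 genes with an adjusted p under 0.05 in liver and 56 in muscle. Leaving out ERRα 3SA muscle replicate 1 moved the muscle result most, to 2506 DEGs, of which 464 had an adjusted p under 0.05.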

To investigate the impact of the insulin unresponsive ERRα^3SA^ on gene expression, we performed RNA sequencing of both mouse liver and muscle obtained from WT and ERRα^3SA^ littermates, which revealed 764 DEGs in liver and 884 DEGs in muscle (Fig. 5d). Over 20% of DEGs identified in ERRα^3SA^ mice were regulated by insulin, underscoring once again the critical role of ERRα in insulin action. Pathway analysis of ERRα^3SA^ DEGs co-regulated by insulin revealed unique biological processes manifested in a tissue-specific manner. 

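Of 61 interferon-stimulated genes tested in liver, 59 were higher in ERRα 3SA than in WT mice and 44 were DEGs with higher expression, against 333 such DEGs among all 13339 genes (Fisher's exact test across genes, which are not independent, p = 6.21e-58). Adjusted over the set alone, 35 of them had a p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and adjusted over all genes none had. Their mean on the log2 CPM scale was 3.43 ± 0.26 (SD, n = 4) in WT and 4.04 ± 0.31 (SD, n = 4) in ERRα 3SA liver, a difference of 0.61 (two-sided exact permutation test, p = 0.0571). The interferon regulator *Irf7* (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481 of GRCm38) had 45.8 ± 12.5 CPM (SD, n = 4) in WT and 108 ± 67.8 (SD, n = 4) in ERRα 3SA liver, with a log2 fold change of 1.23 (standard error 0.43, unadjusted p = 0.0173). *Oasl1* (ENSMUSG00000041827, chromosome 5, 114923240 to 114937915) had a log2 fold change of 0.64 (standard error 0.18, unadjusted p = 0.00563). In muscle, 38 of 49 interferon-stimulated genes were higher in ERRα 3SA mice, 6 were called higher and 2 lower, and the difference of the means was 0.19 (exact permutation p = 0.229). Of 80 OXPHOS subunit genes tested in muscle, 70 were higher in ERRα 3SA mice and 20 were DEGs with higher expression (p = 3.70e-14 by the same Fisher's exact test across genes), 11 of them with a p under 0.05 adjusted over the set alone. Their mean was 7.34 ± 0.07 (SD, n = 4) in WT and 7.53 ± 0.27 (SD, n = 4) in ERRα 3SA muscle, a difference of 0.19 that lay within the spread of the ERRα 3SA samples (exact permutation p = 0.257). For genes of mitochondrial import the difference in muscle was 0.11 (exact permutation p = 0.543), with 3 of 22 called higher. Among 23 genes of fatty acid oxidation, 18 were higher and 3 were DEGs with higher expression, and the mean rose from 6.26 ± 0.09 to 6.40 ± 0.29 (SD, n = 4 each), a difference of 0.14 (exact permutation p = 0.343). Without ERRα 3SA muscle replicate 1, the differences were 0.31 for OXPHOS, 0.27 for import and 0.27 for fatty acid oxidation, each with an exact permutation p of 0.0286, the smallest that 4 mice against 3 allow.

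**Figure D2:**
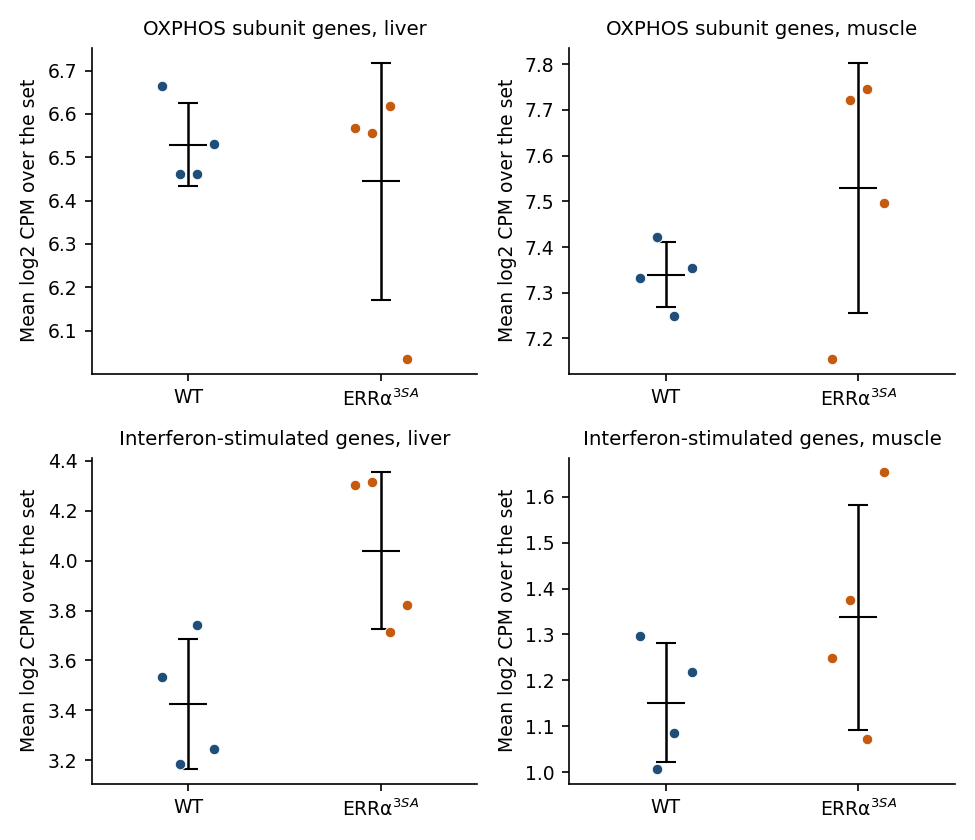
Mean log2 CPM over the OXPHOS subunit genes and over the interferon-stimulated genes (y axis) in each sample of liver and muscle, for WT littermates and ERRα 3SA mice (x axis). Points are samples and bars are mean ± SD. The interferon-stimulated genes sit at 3.43 ± 0.26 in WT and 4.04 ± 0.31 in ERRα 3SA liver, and the OXPHOS genes at 7.34 ± 0.07 in WT and 7.53 ± 0.27 in ERRα 3SA muscle.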

The top-enriched pathways deregulated in ERRα^3SA^ liver were annotated to viral defense and interferon signaling, while mitochondrial-related processes including OXPHOS and mitochondrion organization, as well as lipid catabolism were highly enriched and upregulated in ERRα^3SA^ muscle (Fig. 5d, Supplementary Fig. 5i).

ND-fed ERRα^3SA^ mice tended to be slightly heavier than their littermate controls, although the data did not reach statistical significance (Fig. 5e, Supplementary Fig. 5j). Examination of animals in the DIO setting by feeding them a long-term HFD showed that ERRα^3SA^ mice moderately gained more weight contributed by increased fat mass (Fig. 5f, g). Both ND- and HFD-fed ERRα^3SA^ mice displayed modest but observably higher liver fat contents (Fig. 5h, Supplementary Fig. 5k) without changes in serum AST levels (Supplementary Fig. 5l). White adipocytes from ND-fed ERRα^3SA^ mice were slightly larger than that of WT, while HFD-fed ERRα^3SA^ mice displayed a tendency toward smaller white adipocytes (Fig. 5h, Supplementary Fig. 5m). This alternation implies increased adipose lipolysis in ERRα^3SA^ mice under a HFD, consistent with the notion that impaired insulin action increases adipose tissue lipolysis and promotes ectopic lipid re-esterification.

To gain further insight into the global effects of ERRα phospho-mutation on whole-body energy metabolism, metabolic cages were used for the simultaneous measurement of food intake, physical activity, energy expenditure and respiratory exchange ratio (RER) in ERRα^3SA^ mice and their littermate controls. ND-fed ERRα^3SA^ mice exhibited significantly lower resting energy expenditure (Fig. 5i, j) independent of changes in food intake or locomotor activity (Supplementary Fig. 5n), partly explaining their increased body weight trend. The RER, an indicator of carbohydrate-to-fat oxidation, derived by dividing the level of carbon dioxide produced by oxygen consumed, was found similar between genotypes upon a ND (Fig. 5k, Supplementary Fig. 5o). However, after long-term high-fat feeding, ERRα^3SA^ mice displayed significantly higher RER (Fig. 5l) without obvious alterations in other metabolic parameters (Supplementary Fig. 5p). These data show that ERRα^3SA^ mice rely more heavily on carbohydrates for energy production in response to a HFD, likely caused by their impaired fat utilization capacity. Together, our results reveal that ERRα^3SA^ mice exhibit impaired metabolic homeostasis under either a ND or HFD, indicating their increased risk of developing metabolic disorders.

### ERRα^3SA^ phospho-deficient mice develop insulin resistance

Impaired glucose regulation is considered a necessary stage and an early warning signal of insulin resistance. Under a ND, ERRα^3SA^ mice displayed markedly elevated blood glucose levels without differences in blood lactate concentrations (Fig. 6a, Supplementary Fig. 6a, b). Hyperinsulinemia accompanied the hyperglycemia observed in ERRα^3SA^ mice (Fig. 6b). While fasting (24 h) glucose and insulin levels were similar between genotypes (Fig. 6a, b), a switch from fasting to refeeding led to significantly higher postprandial blood glucose levels in ERRα^3SA^ mice despite a similar rise of serum insulin concentration relative to WT littermates (Fig. 6a, b). This observed reduction in insulin sensitivity of ERRα^3SA^ mice was further examined at a molecular level by investigating the insulin signaling pathway in response to refeeding. Insulin-induced AKT phosphorylation of S473 and T308 were significantly impaired in ERRα^3SA^ liver, in association with reduced GSK3β phosphorylation and GS dephosphorylation (Fig. 6c, Supplementary Fig. 6c). In skeletal muscle, ERRα^3SA^ mice showed only a modest impairment in insulin-stimulated AKT T308 phosphorylation and no difference in AKT S473 phosphorylation compared to WT littermates (Fig. 6c, Supplementary Fig. 6c). Nonetheless, the effects of insulin on GSK3β and GS phosphorylation were mostly blunted in ERRα^3SA^ muscle, accounting for the parallel defect in postprandial glycogenesis in muscle (Fig. 6c, d, and Supplementary Fig. 6c). No significant differences in hepatic glycogen levels were observed between genotypes under a ND (Fig. 6d). In response to a long-term HFD, ERRα^3SA^ mice presented reduced hepatic glycogen contents (Fig. 6e, Supplementary Fig. 6d) and fasting hyperglycemia (Fig. 6f), indicating increased hepatic glucose production. Lipid metabolism was also dysregulated in HFD-fed ERRα^3SA^ mice as reflected by elevated serum triglyceride (TG) and free fatty acid (FFA) levels (Fig. 6g, h) while no significant differences were observed in ND-fed animals (Supplementary Fig. 6e). Dysregulated circulating TG and FFA are strongly correlated with insulin resistance, partly by reducing whole-body insulin-stimulated glucose disposal^2,30^. Consistently, HFD-fed ERRα^3SA^ mice displayed elevated blood glucose concentrations after exogenous glucose loading and insulin stimulation during a glucose tolerance test (GTT) and an insulin tolerance test (ITT), respectively (Fig. 6i, j), although only slight differences were observed between ND-fed animals (Supplementary Fig. 6f, g).

**Fig. 6:**
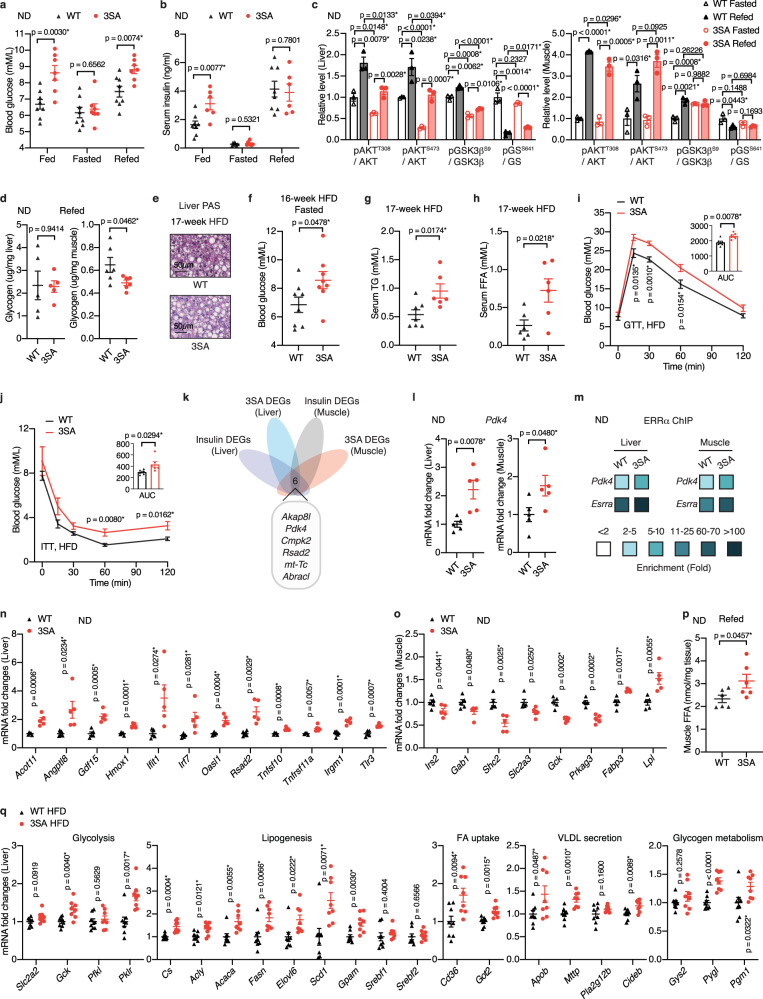
ERRα^3SA^ mice develop insulin resistance. **a** Blood glucose concentrations (WT, *n* = 8; 3SA, *n* = 7), **b** serum insulin levels of ND-fed ERRα^3SA^ and WT littermates in the fed (WT, *n* = 8; 3SA, *n* = 6, fasted (*n* = 7 per group), and refer (WT, *n* = 8; 3SA, *n* = 6) conditions. (*n* = 8; 3SA, *n* = 6; WT fasted, *n* = 7; 3SA fasted, *n* = 7; WT Refed, *n* = 8; 3SA Refed, *n* = 6), **c** Quantification of the insulin signaling cascade components from ND-fed WT and ERRα^3SA^ littermates upon fasting and refeeding (*n* = 3 per group). See Supplementary Fig. 6c for immunoblot image. **d** Liver (*n* = 5 per group) and muscle (*n* = 6 per group) glycogen levels of ND-fed ERRα^3SA^ and WT littermates upon refeeding. **e** Representative PAS staining of ERRα^3SA^ and WT littermates post 17-week high-fat feeding. Scale bars, 50 μm. See also Supplementary Fig. 6d for quantitation. **f** Fasting blood glucose concentrations upon a 16-week HFD (*n* = 8 per group). **g**, **h** Concentrations of fed serum TG (**g**) (WT, *n* = 7; 3SA, *n* = 6) and FFA (**h**) (*n* = 6 per group) of ERRα^3SA^ and WT littermates after 17-week high-fat feeding. **i** Tolerance test of glucose (GTT) and **j** insulin (ITT) performed after 6-week and 8-week HFD, respectively. Inset graphs show area under the curve (AUC) (*n* = 6 per group). **k** Overlap of DEGs identified in ND-fed ERRα^3SA^ mice with insulin-regulated DEGs (GSE117741^62^) (*p* < 0.05, |FC| ≥ 1.20). **l** *Pdk4* mRNA levels (*n* = 5 per group). **m** ChIP-qPCR analysis of ERRα binding to *Esrra* or *Pdk4* promoters. **n**, **o** mRNA levels of the indicated genes upon a ND (*n* = 5 per group). **p** Muscle FFA levels upon refeeding (*n* = 6 per group). **q** mRNA levels of genes encoding proteins involved in glucose and fat metabolism in liver from ERRα^3SA^ and WT littermates fed a HFD for 17 weeks (*n* = 8 per group). Data are presented as mean ± SEM, *p < 0.05, unpaired two-tailed Student’s *t* test (**a**–**d**, **f**–**j**, **l**, **n**–**q**). Source data are provided as a Source Data file.

We next aimed to explore the genetic causes driving the insulin resistance in ERRα^3SA^ mice. Remarkably, *Pdk4*, a classic ERRα target^31^, was noted in a screen for insulin-regulated genes that were simultaneously altered in ERRα^3SA^ liver and muscle (Fig. 6k). 

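*Pdk4* (ENSMUSG00000019577) lies on the minus strand of chromosome 6 of GRCm38 from 5483351 to 5496309. In liver it had 12.7 ± 1.62 CPM (SD, n = 4) in WT and 23.3 ± 14.4 (SD, n = 4) in ERRα 3SA mice, a log2 fold change of 0.87 (standard error 0.34, unadjusted p = 0.0295). In muscle it had 491 ± 188 CPM (SD, n = 4) in WT and 771 ± 185 (SD, n = 4) in ERRα 3SA mice, a log2 fold change of 0.65 (standard error 0.30, unadjusted p = 0.0573), so it was called in liver and not in muscle. DESeq2, the fit without the filter on low counts and the fit with the replicate number as a block called it in muscle too. Its liver call was lost with shrunken fold changes in DESeq2 (log2 fold change 0.25), with the replicate number as a block (unadjusted p of 0.0550) and in 4 of the 8 fits that each left out one sample, and 6 of the 8 such fits did not call it in muscle. Exact permutation tests on its log2 CPM gave p = 0.0857 in liver and 0.143 in muscle. The other genes of Fig. 6k analysed here, *Akap8l*, *Cmpk2*, *Rsad2*, *mt-Tc* and *Abracl*, were DEGs in both tissues. Some of these calls were lost under other settings: among 7 alternatives that kept all samples, 3 did not call *Cmpk2* in muscle, 2 *Akap8l* in muscle, 2 *Abracl* in liver and 1 *Rsad2* in liver. Among the 8 fits per tissue that each left out one sample, 6 did not call *Cmpk2* and 5 *Akap8l* in muscle, and in liver 5 did not call *Cmpk2*, 5 *Rsad2*, 4 *mt-Tc* and 2 *Abracl*. *Akap8l* was lower in ERRα 3SA mice in both (log2 fold change −0.35 in liver and −0.31 in muscle), and *Cmpk2* (0.68 and 0.46) and *Rsad2* (0.85 and 1.17) were higher in both. *mt-Tc*, a tRNA gene of the mitochondrial genome, was higher in liver (0.41) and lower in muscle (−0.65), and *Abracl* was lower in liver (−0.35) and higher in muscle (1.63). None of these genes had an adjusted p under 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and adjusted over the genes the paper names in each tissue the p-values ran from 0.0481 to 0.0531 in liver and from 0.00960 to 0.0907 in muscle. The paper chose these genes from these libraries, so the values over the named genes do not show stability.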

PDK4 represses glucose oxidation by directly inhibiting the pyruvate dehydrogenase (PDH) complex, which is the rate-limiting enzyme controlling the flux of pyruvate into mitochondria. *Pdk4* is upregulated under pathological conditions, such as HFD-induced insulin resistance and T2D^32,33^. ERRα^3SA^ mice displayed elevated *Pdk4* levels to a similar extent to that of genetically obese diabetic mice and HFD-fed mice (Fig. 6l, Supplementary Fig. 6h, i), in line with increased ERRα^3SA^ binding to the *Pdk4* promoter (Fig. 6m). ERRα^3SA^ mice displayed reduced muscle PDH activity (Supplementary Fig. 6j), implicating decreased glucose oxidation. Moreover, liver and muscle tissues from mice treated with the GSK3β inhibitor SB216763 as well as FBXW7-null liver showed significantly elevated *Pdk4* mRNA levels (Supplementary Fig. 6k, l), indicating that the GSK3β-FBXW7-ERRα axis regulates glucose homeostasis at least partly via modulation of *Pdk4* expression. ND-fed ERRα^3SA^ mice also showed dysregulated genes encoding proteins involved in hepatic lipid metabolism such as *Acot11* and *Angptl8* (Fig. 6n), which have been shown to be closely associated with insulin resistance and NAFLD^34,35^. In addition, inflammatory marker *Gdf15*^36^, oxidative stress marker *Hmox1*^37^, interferon-related genes (*Ifit1, Irf7, Oasl1, Rsad2*), tumor necrosis factor-related genes (*Tnfsf10, Tnfrsf11a*), and inflammation-related genes (*Irgm1, Tlr3*) were significantly elevated in ERRα^3SA^ liver (Fig. 6n). Notably, these genes were mostly upregulated during DIO (Supplementary Fig. 6m), suggesting their contribution to the increased fat content in ND-fed ERRα^3SA^ liver. Alternatively, we found pronounced downregulation of important genes associated with glucose metabolism in ERRα^3SA^ muscle, such as genes encoding insulin receptor substrates (*Irs2, Gab1, Shc2*), glucose transporter 3 (*Slc2a3*), glucokinase (*Gck*), and AMPKg3 subunit (*Prkag3*), a predominant isoform in glycolytic skeletal muscle (Fig. 6o). Furthermore, genes encoding proteins involved in fatty acid utilization were upregulated in ERRα^3SA^ muscle, including the major skeletal muscle lipid transporter fatty acid-binding protein 3 (*Fabp3*), and lipoprotein lipase (*Lpl*) (Fig. 6o), a rate-limiting enzyme activated by insulin to stimulate TG hydrolysis and peripheral fatty acid (FA) uptake. Consistently, ERRα^3SA^ mice showed increased postprandial muscle FFAs (Fig. 6p), likely a compensation for impaired insulin-stimulated glucose uptake. Intramyocellular accumulation of saturated FFAs, lipid and lipid metabolites have been shown to interfere with insulin signaling and provoke insulin resistance^38^. Thus, FA oversupply to ERRα^3SA^ skeletal muscle, especially upon a HFD, might further diminish glucose disposal in muscle, resulting in increased glucose diversion to liver. Indeed, HFD-fed ERRα^3SA^ mice displayed increased hepatic glucose metabolism, reflected by elevated expression of genes encoding glucokinase (*Gck*) and pyruvate kinase (*Pklr*), two irreversible and thus rate-limiting glycolytic enzymes (Fig. 6q). Meanwhile, key lipogenic genes including *Cs, Acly, Acaca, Fasn, Elovl6, Scd1* and *Gpam* were all significantly upregulated in HFD-fed ERRα^3SA^ liver without any changes in the expression of *Srebf1/2*, genes encoding the major transcription factors involved in lipid biosynthesis (Fig. 6q). In addition to promoting hepatic de novo lipogenesis (DNL), increased glycolysis in ERRα^3SA^ liver could concurrently inhibit fatty acid oxidation (FAO), albeit no differences in FAO genes were observed between genotypes (Supplementary Fig. 6n). Additionally, genes encoding proteins involved in hepatic FA uptake (*Cd36, Got2*) and VLDL secretion (*Apob, Mttp, Cideb*) were elevated in HFD-fed ERRα^3SA^ mice (Fig. 6q), consistent with their elevated liver and serum TG contents. Of note, increased glucose flux into hepatocytes did not lead to incorporation into liver glycogen, instead, the glycogenolysis genes *Pygl* and *Pgm1* were elevated in ERRα^3SA^ liver upon a HFD (Fig. 6q), contributing to increased hepatic glucose production. Hepatic gluconeogenesis genes showed a mixed pattern of changes in HFD-fed ERRα^3SA^ mice, with *Pck1* significantly decreased, and *Pcx* increased without any differences in *G6pc*, *Fbp1* and *Gpt* (Supplementary Fig. 6o). Overall, our results illustrate that unregulated ERRα activity in the ERRα^3SA^ mice leads to postprandial hyperglycemia partly caused by impaired insulin-stimulated glucose disposal as well as increased hepatic inflammation and oxidative stress. Upon a HFD, increased FA intake and muscle insulin resistance leads to elevated hepatic glucose flux and transcriptional activation of glycolysis, DNL, FA uptake, VLDL-secretion as well as glycogenolysis, further exacerbating insulin resistance.

### Pharmacological ERRα inhibition improves metabolism in ERRα^3SA^ mice

Our studies have characterized ERRα^3SA^ as a mouse model exhibiting excess ERRα protein and insulin resistance. To further validate that these metabolic defects in ERRα^3SA^ mice are directly caused by ERRα overactivation, we treated these mice with C29, a specific ERRα inverse agonist^39^. In the ND-fed ERRα^3SA^ mice, C29 ameliorated hyperglycemia without significant alterations of other parameters (Supplementary Fig. 7a–c). ERRα^3SA^ mice were then fed a HFD for 6 weeks to exacerbate their metabolic disorders prior to 3-week intraperitoneal injections of vehicle or C29 at Zeitgeber time (ZT) 14 (Fig. 7a). C29-treated mice gradually lost body mass despite the HFD (Fig. 7b), which was mainly caused by reduced peripheral fat deposits (Supplementary Fig. 7d). Administration of 3 weeks of C29 in HFD-fed ERRα^3SA^ mice dramatically alleviated hyperglycemia, hyperinsulinemia and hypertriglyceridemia without any changes in serum AST levels (Fig. 7c–f), indicating no liver toxicity. C29 also significantly enhanced glucose clearance capacity in HFD-fed ERRα^3SA^ mice upon exogenous glucose loading and insulin stimulation (Fig. 7g, h), indicating improved whole-body insulin sensitivity. This was further reflected molecularly by increased insulin-stimulated AKT phosphorylation at T308 and S473 in liver and skeletal muscle upon refeeding (Fig. 7i, j and Supplementary Fig. 7e), consistent with our in vitro observations (Supplementary Fig. 7f). To gain more insight into C29-induced weight loss and reversal of insulin resistance, HFD-fed ERRα^3SA^ mice treated with vehicle or C29 were examined in metabolic cages (Fig. 7i). We found the metabolic benefits of C29 were partly caused by augmented fat utilization by C29, reflected by decreased RER in the dark phase (Fig. 7k), rather than changes in energy expenditure (Supplementary Fig. 7g). Food intake was also decreased in C29-treated mice, without differences in physical activity (Supplementary Fig. 7h, i).

**Fig. 7:**
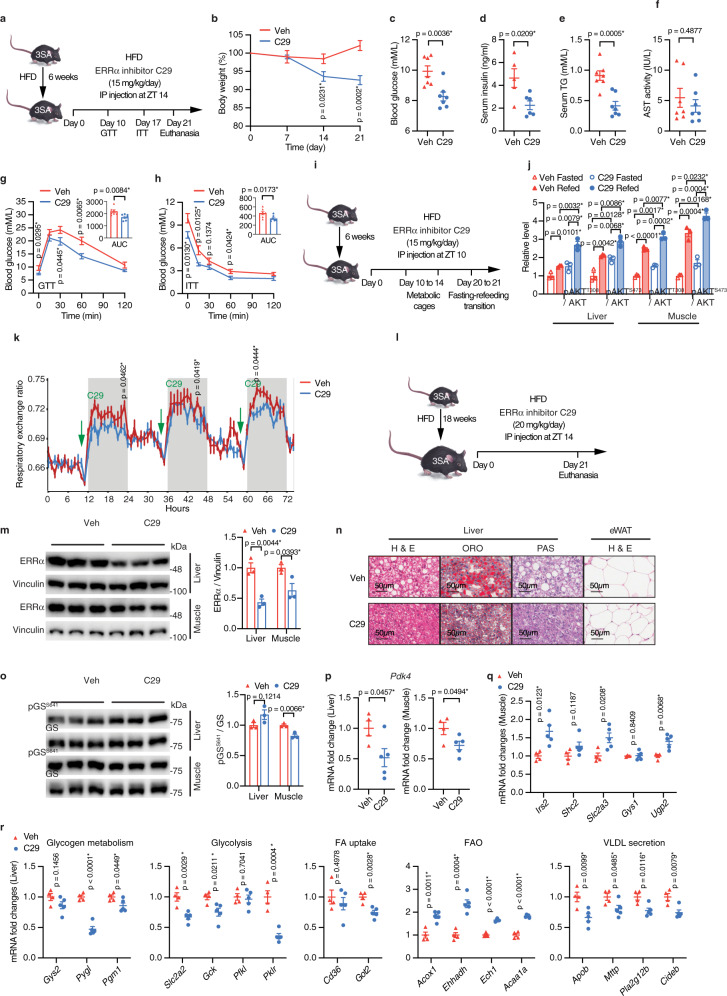
Pharmacological ERRα inhibition improves metabolic health of ERRα^3SA^ mice. **a**–**h** Effects of C29 (**b**, **c**, **e**, **f**, **g**, **h** *n* = 7 per group; **d** *n* = 5 for Veh, *n* = 6 for C29). **a** Schematic of C29 administration. Six-week-old ERRα^3SA^ mice were fed a HFD for 6 weeks and then assigned to two groups and subjected to injection with vehicle or C29 before GTT and ITT. Mice were euthanized and examined after 21 days of injections. **b** Body weight changes (%). Level of fed blood glucose (**c**), serum insulin (**d**), TG (**e**) and AST activity (**f**) after 21 days of injections. **g** GTT and **h** ITT. Inset graphs show AUC. **i**–**k** Effects of C29 on insulin sensitivity and energy metabolism. **i** ERRα^3SA^ mice fed a HFD for 6 weeks were subjected to injections with vehicle or C29 for 10 days before examination in the metabolic cages for 4 days. After 21 days of C29 treatment, mice were subjected to fasting and refeeding challenges. **j** Quantification of AKT phosphorylation upon fasting and refeeding (*n* = 3 per group). See Supplementary Fig. 7e for immunoblot image. **k** Effects of C29 on respiratory exchange ratio (*n* = 7 per group). **l**-**r** Effects of C29 on NAFLD (**m**, **o** *n* = 3 per group; **p**, **q**, **r** *n* = 4 for Veh and *n* = 5 for C29). **l** ERRα^3SA^ mice fed a HFD for 18 weeks were subjected to injections with vehicle or C29 for 21 days before euthanasia and examination. **m** Immunoblots (left, each lane represents tissue from one mouse) and quantification (right) of ERRα protein levels. **n** Representative images of liver and eWAT sections stained with either H&E, ORO or PAS. Scale bars, 50 μm. See also Supplementary Fig. 7m–o for quantification. **o** Immunoblots (left, each lane represents tissue from one mouse) and quantification (right) of GS phosphorylation levels. **p**–**r** mRNA levels of the indicated genes. Data are represented as means ± SEM. *p < 0.05, unpaired two-tailed Student’s *t* test (**b**–**h**, **j**, **k**, **m**, **o**–**r**). Source data are provided as a Source Data file.

We next fed ERRα^3SA^ mice a long-term HFD for 18 weeks to induce NAFLD (Fig. 7l). We confirmed that C29 significantly reduced ERRα protein in ERRα^3SA^ liver and muscle (Fig. 7m). Consistently, C29 injections in ERRα^3SA^ mice lead to weight loss and improved glucose homeostasis (Supplementary Fig. 7j–l). In addition, C29 ameliorated HFD-induced fat accumulation in liver and adipocytes (Fig. 7n, Supplementary Fig. 7m, n). In parallel, C29 increased hepatic glycogen levels, which was independent of changes in liver glycogen synthase (GS) activity (Fig. 7n, o and Supplementary Fig. 7o). Alternatively, muscle GS phosphorylation was moderately reduced by C29 (Fig. 7o). To further determine the molecular mechanisms underlying the benefits of C29 in hyperactivated ERRα^3SA^ mice, we performed gene expression analysis and found that C29 simultaneously diminished the elevated *Pdk4* levels in liver and muscle of these mice (Fig. 7p). Muscle *Irs2*, *Slc2a3*, and *Ugp2* were significantly upregulated by C29 (Fig. 7q), underpinning increased muscle glucose uptake and glycogenesis. C29-mediated reduction of circulating glucose was also partly contributed by decreased hepatic glucose production, reflected by downregulated hepatic glycogenolysis genes (*Pygl*, *Pgm1*) and gluconeogenesis genes (*Fbp1*, *Gpt*) (Fig. 7r, Supplementary Fig. 7p). Meanwhile, hepatic glycolytic genes (*Slc2a2*, *Gck*, *Pklr*) were significantly downregulated by C29 (Fig. 7r), in line with decreased circulating lactate (Supplementary Fig. 7l). Although C29 showed no impact on lipogenic genes (Supplementary Fig. 7p), C29-mediated inhibition of genes encoding proteins involved in glycolysis and FA uptake (*Got2*) would diminish precursors for DNL (Fig. 7r). Furthermore, C29 enhanced hepatic FAO genes (*Acox1*, *Ehhadh*, *Ech1*, *Acaa1a*) and downregulated genes encoding proteins involved in VLDL secretion (*Apob*, *Mttp*, *Pla2g12b*, *Cideb*), underpinning decreases in liver and serum TG levels (Fig. 7r). In addition, C29 significantly reversed the elevated expression of lipid-related genes (*Acot11*, *Angptl8*) and inflammation-related genes (*Gdf15*, *Hmox1*, *Rsad2*, *Tnfsf10*, *Tnfrsf11a*, *Irgm1, Tlr3*) in ERRα^3SA^ liver (Supplementary Fig. 7p). Together, our results demonstrate that C29-mediated suppression of the stable and activated ERRα^3SA^ protein enhances whole-body insulin sensitivity as well as provides anti-obesity, anti-hyperglycemia/insulinemia/triglyceridemia, and anti-hepatic steatosis effects in HFD-fed ERRα^3SA^ mice. Mechanistically, C29 enhances skeletal muscle glucose oxidation while inhibiting hepatic glucose production. Simultaneously, C29 inhibits hepatic glycolysis and FA uptake, limiting the precursors for TG synthesis. C29 further promotes hepatic TG clearance by augmenting FAO and concomitantly decreases circulating TG by suppressing VLDL secretion.

## Discussion

Herein, using a combination of several mouse models and molecular tools, we uncovered an insulin-GSK3β-FBXW7-ERRα signaling axis that fulfills a critical gap in our understanding of the transcriptional readout of insulin action and the crucial role played by the nuclear receptor ERRα in insulin signaling. We found that insulin leads to modulation of the ERRα phosphorylation state via GSK3β, which directs its recognition by FBXW7 thus governing its ensuing ubiquitination and overall stability. Importantly, abrogation of the GSK3β-mediated ERRα phosphorylation at S19, S22 and S26 in vivo led to altered insulin-dependent liver and muscle transcriptomes, compromised metabolism and insulin resistance (Supplementary Fig. 8).

In addition to FBXW7 and GSK3β, our study revealed that E3 ligases FBXO11, FBXO7, WWP1 and kinase CK2 can also regulate ERRα protein stability. The extent and physiological relevance of their associations with ERRα remain to be defined. Further, we observed that ERRα is also activated by insulin, resulting in similar ERRα accumulation. It is currently unknown which E3 ligases participate in the underlying mechanisms. Likewise, the phosphatase(s) involved in ERRα dephosphorylation remains elusive. Identification of an ERRα phosphatase, if required, remains to be explored. Considering that PP2A is known to dephosphorylate GSK3β^40^, it might be of interest to investigate whether it is involved in the insulin/GSK3β/BXW7/ERRα axis.

The ERRα^3SA^ and ERRα-null mice displayed opposite metabolic phenotypes in many aspects, indicating these phenomena depend primarily on the relative abundance and activity of ERRα protein. First, ERRα phospho-mutagenesis resulted in impaired glucose homeostasis. ERRα has been implicated in the inhibition of skeletal muscle glucose catabolism by transcriptional activation of *Pdk4*, a negative regulator of glucose oxidation that is elevated in diabetes^31,32^. Patients with obesity and T2D display “metabolic inflexibility” manifested by impaired insulin-stimulated skeletal muscle glucose oxidation^33,41^. We observed increased *Pdk4* levels in ERRα^3SA^ mice together with elevated ERRα binding to the *Pdk4* promoter uncovering a prominent regulatory role for ERRα in metabolic flexibility. In addition to suppressed glucose oxidation, attenuated insulin signaling and increased FA flux also contributed to muscle insulin resistance and reduced postprandial muscle glycogenesis in ERRα^3SA^ mice. It will be interesting to explore whether ERRα is responsible for insulin-stimulated glucose disposal in skeletal muscle that are independent of the PI3K-AKT signaling pathway, as attenuation of refeeding-induced AKT phosphorylation is minimal in ERRα^3SA^ muscle, and multiple studies revealed additional pathways perturbing muscle glucose tolerance and insulin sensitivity in addition to attenuated AKT signaling^3,42,43^. ERRα has also been shown to negatively regulate hepatic gluconeogenesis by repressing *Pck1*^44^, and insulin-mediated repression of hepatic *Pck1* was abolished in ERRα-null mice, demonstrating that ERRα represses *Pck1* in the physiological fed state. We observed downregulated *Pck1* expression in HFD-fed ERRα^3SA^ liver despite their hyperglycemic phenotype. On the other hand, HFD-fed ERRα KO mice displayed fasting hypoglycemia^12^. Thus, our results show that gluconeogenesis is not the central cause of the observed glycemic phenotypes in theses contexts. Conversely, hepatic glycogenolysis was found upregulated in HFD-fed ERRα^3SA^ mice, contributing to their elevated fasting blood glucose levels. Second, ERRα^3SA^ mice exhibited aberrant lipid metabolism. Diminished muscle glucose disposal in HFD-fed ERRα^3SA^ mice was compensated by increased hepatic glucose uptake and metabolism, which was used for lipid synthesis rather than glycogenesis, suggesting hyperglycemia in diabetes is unlikely due to decreased hepatic glycolysis. Indeed, we observed elevated RER in HFD-fed ERRα^3SA^ mice together with upregulated hepatic glycolysis and lipogenesis. Further, hepatic VLDL secretion, which was blunted in ERRα LKO mice^45^, was favored in HFD-fed ERRα^3SA^ mice and contributed to elevated circulating TG. Although modestly elevated hepatic fat content and hyperglycemia were observed in ERRα^3SA^ mice under both a ND and HFD, essential genes in lipid and lipoprotein metabolism were only altered after a long-term HFD, reflecting an important gene-environment interaction. Third, ERRα^3SA^ mice demonstrated enhanced skeletal muscle mitochondrial functions. 

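The difference between the tissues in the effect of ERRα 3SA, muscle minus liver, was tested for the same gene sets. For the OXPHOS subunit genes the mean in liver was 6.53 ± 0.10 (SD, n = 4) in WT and 6.44 ± 0.27 (SD, n = 4) in ERRα 3SA mice, a difference of −0.085 (two-sided exact permutation test, p = 0.771), and none of 78 genes was called in either direction. The effect in muscle minus that in liver was 0.27 (exact permutation p = 0.186 over 4900 regroupings), with 19 genes at an unadjusted interaction p under 0.05 and higher in muscle. These regroupings exchanged genotypes within each tissue, so their null is no ERRα 3SA effect in either tissue, and not equal effects. For genes of mitochondrial import, the liver difference was −0.10 (exact permutation p = 0.0571) and the difference between the tissues 0.21 (exact permutation p = 0.250). Genes of fatty acid oxidation differed by −0.024 in liver (exact permutation p = 0.943) and by 0.16 between the tissues (exact permutation p = 0.459). Leaving out ERRα 3SA muscle replicate 1 gave differences between the tissues of 0.40 for OXPHOS (exact permutation p = 0.0486), 0.37 for import (exact permutation p = 0.000816) and 0.29 for fatty acid oxidation (exact permutation p = 0.160). The labels give liver and muscle the same replicate numbers and do not say whether a liver and a muscle of one genotype and number came from one mouse. Deviations from the group means had a correlation across genes of 0.0271 between such WT livers and muscles and of 0.0196 between those of ERRα 3SA mice, as means over 4 pairs each. Taken as one mouse, an alternative chosen after the data were seen, the difference between the tissues had an exact permutation p of 0.229 for OXPHOS, 0.257 for import and 0.400 for fatty acid oxidation over 70 regroupings of the mice. Over all 15688 genes tested, 881 had an unadjusted tissue by genotype p under 0.05, where chance gives 784.4, and 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest being 0.107. *Esrra* itself had a log2 fold change in ERRα 3SA mice of −0.24 in liver (standard error 0.12, unadjusted p = 0.0780) and 0.28 in muscle (standard error 0.41, unadjusted p = 0.514). ERRα 3SA muscle replicate 1 had *Esrra* at 4.61 log2 CPM, against 6.56 to 7.05 in the other ERRα 3SA muscles. Without replicate 1 the muscle value was 0.60. Of the 8 fits per tissue that each left out 1 sample, 1 called *Esrra* higher in muscle and 1 lower in liver. Their unadjusted p was 0.000791 and 0.00582 by edgeR's quasi-likelihood test. None of the 7 alternatives that kept all samples called it in either tissue.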

Mitochondrial-related genes were exclusively upregulated in ERRα^3SA^ muscle, although both liver and muscle displayed comparably elevated ERRα protein levels. This observed difference in these two insulin-responsive tissues is likely caused by the presence and relative abundance of specific transcription factor coregulators^46^. A large amount of literature suggests targeting skeletal muscle mitochondria to prevent or treat T2D. However, it is still unknown whether mitochondrial dysfunction is a consequence or a cause of insulin resistance, and the idea of boosting mitochondrial OXPHOS to treat diabetes is currently debated^47–49^. We observed that ERRα^3SA^ mice developed insulin resistance despite elevated muscle mitochondrial OXPHOS gene expression, partly caused by their reduced PDH activity, which would limit the entrance of pyruvate into mitochondria. Also, ERRα KO mice with impaired mitochondria are protected from HFD-induced insulin resistance^12^. Thus, our studies suggest that insulin resistance is not necessarily caused by deficiency or enhancement of mitochondrial functions, probably because multiple factors can cause insulin resistance without the involvement of mitochondria. In agreement with our observations, it has been previously indicated that reduced/enhanced OXPHOS capacity is unlikely to be the central cause of all forms of insulin resistance, but mitochondrial dysfunction might exacerbate insulin resistance via increasing reactive oxygen species production^50^. Interestingly, ERRα has recently been shown to also act as a reactive oxygen species sensor^51^. Together, these clear opposite phenotypes between ERRα^3SA^ and KO mice provide a strong proof of concept that ERRα protein levels and activity directly correlate with insulin sensitivity. Critically, we observed that the pharmacological agent C29 (ERRα inverse agonist) ameliorated the HFD-induced NAFLD in the ERRα^3SA^ mice concomitantly with the reversal of dyslipidemia and hyperglycemia, thereby increasing insulin responsiveness.

In conclusion, this work revealed that specific ERRα phosphorylation serves as a nutritional sensor and establish ERRα^3SA^ mice as a valuable insulin resistance model, while further demonstrating the metabolic potency of ERRα-based pharmacotherapies. An important future direction will be to uncover the relationships between ERRα phosphorylation and human diseases for the development of alternative targeted therapeutics. Considering that many diseases are linked to altered protein phosphorylation states^52^, screening for drugs specifically targeting the insulin-ERRα signaling pathway is likely to confer significant therapeutic benefits.

## Methods

This study complies with all relevant ethical regulations of McGill University.

### Mice

All mouse manipulations were performed in accordance with procedures approved by the McGill Facility Animal Care Committee within animal protocol 3173, and complied with ethical guidelines set by the Canadian Council of Animal Care. Unless otherwise specified, all experiments used age-matched male littermates (2- to 3-month-old). Mice were housed two to five per cage in a constant environment (ambient temperature: 18–24 °C; relative humidity: 30–70%) under a 12-h light/dark cycle (7am–7pm light, 7pm–7am dark) with ad libitum access to water and a standard normal diet (ND; Envigo; Teklad Rodent diet 2920x; 3.1 kal/g, 24 kcal% protein, 16 kcal% fat, 60 kcal% carbohydrate) in an animal facility at McGill University. Mice were euthanized by cervical dislocation at Zeitgeber time (ZT) 2–6 for serum and tissue isolations. Liver, skeletal muscle (gastrocnemius and soleus), and white adipose tissue were harvested and snap-frozen in liquid nitrogen and stored at −80 °C until processing.

FBXW7 floxed mice (Stock No: 017563)^53^ and GSK3β floxed mice (Stock No: 029592)^54^ on a C57BL/6J genetic background were obtained from the Jackson Laboratory and bred with Alb-Cre mice. Homozygous floxed and hemizygous Cre transgenic males were bred with homozygous floxed females to generate Cre-positive and Cre-negative experimental mice, see Supplementary Data 7 for genotyping primers. Male C57BL/6J mice (Stock No: 000664), B6.Cg-Lep^ob^/J mice (Stock No: 000632)^55^, and B6.BKS(D)-Lepr^db^/J mice (Stock No: 000697)^56^ aged 6 weeks were purchased from the Jackson Laboratory and allowed to acclimate for 2 weeks in our animal facility before tissue collection and examination.

ERRα phospho-mutant mice on a C57BL/6N genetic background were generated by CRISPR/Cas9 gene editing at the McGill Integrated Core for Animal Modeling (MICAM). Founders were sequenced using forward 5′-GCTTAGTCCCAGTGTTGCCC-3′ and reverse 5′- CTGACTCAAGCAGCAACAGAC-3′ primers to determine the ERRα point mutations. Transgenic lines were backcrossed with C57BL/6N mice directly purchased from Envigo to segregate alleles with potential off-targets or random mutations induced by CRISPR/Cas9. Resulting pups were sequenced as described above as well as genotyped with primers carrying specific mutations, see Supplementary Data 7 for primer sets used. Heterozygous transgenic mice were mated to generate homozygous ERRα WT and phospho-mutant littermates for experiments.

For the fasting and refeeding experiments, mice were transferred from cages with corn chip to wood chip bedding and were randomly assigned to fasted and refed groups. The fasted group was deprived of food for 24 h, and the refed group was fasted for 22 h followed by refeeding with a ND for 2 h.

For glucose and insulin stimulations, mice were intraperitoneally injected with saline, 2 g/kg D-glucose (cat. no. 15023-021; Thermo Fisher Scientific) or 1 unit/kg insulin (cat. no. I0516; Sigma) for 0.5 h after 23.5 h fasting. For liver RNA-sequencing of insulin stimulation, ERRα WT or KO mice on a C57BL/6N genetic background^13^ were randomly assigned to two groups and fasted for 12 h overnight followed by intraperitoneal injection of saline or 1 unit/kg insulin. At 4 h post insulin stimulation (ZT6), mice were euthanized, and tissues were isolated.

For experiments involving high-fat diet (HFD) or chow diet (CD), mice were fed a HFD (cat. no. TD.06414; Envigo; Teklad Custom diet; 5.1 kal/g, 18.3 kcal% protein, 60.3 kcal% fat, 21.4 kcal% carbohydrate) or a CD (cat. no. TD.08806; Envigo; Teklad Custom diet; 3.6 kal/g, 20.5 kcal% protein, 10.5 kcal% fat, 69.1 kcal% carbohydrate) for the indicated time, initiated at 6 weeks of age.

For drug administration, ERRα inhibitor C29^39^ and GSK3β inhibitor SB 216763 (cat. no. HY-12012; MedChemExpress) were delivered daily by intraperitoneal injections at the indicated time and duration. Drugs were first dissolved in DMSO (Thermo Fisher Scientific) then diluted into 5 mg/ml with dilution buffer (30% PEG-300 (Sigma), 70% saline). Vehicle solution was prepared by diluting equal amount of DMSO with dilution buffer.

### Cell culture

HepG2, HEK293T, and C2C12 cells were from the ATCC and cultured in DMEM (cat. no. 11965092; Thermo Fisher Scientific) supplemented with 10% (v/v) fetal bovine serum (FBS; cat. no. 12483020; Thermo Fisher Scientific), 100 units/ml penicillin-streptomycin (Wisent), and 1X sodium pyruvate (Wisent) at 37 °C in a humidified incubator containing 5% CO_2_ unless otherwise specified. All cells utilized were periodically tested for mycoplasma contamination using a mycoplasma PCR detection kit (cat. no. G238; Applied Biological Materials) and showed no signs of infection.

For serum starvation, cells were washed three times with PBS after media removal and cultured in DMEM containing 0.5% FBS for the indicated time.

For proteasome inhibition, cells were treated with 20 μM MG132 for 6 h. See Supplementary Data 8 for detailed information of chemicals used for drug treatment.

### Preparation of cell or tissue lysates and immunoblotting

For tissue lysates, frozen mouse tissues were pulverized in liquid nitrogen followed by homogenization and sonication in buffer K consisting of 20 mM Phosphate Buffer pH 7.0, 15 mM NaCl, 1% NP40, 5 mM EDTA, as well as protease and phosphatase inhibitors (Thermo Fisher Scientific). To prepare liver nuclear extracts, livers were homogenized and subjected to rotation at 4 °C for 1 h. After centrifugation at 94 × *g*, nuclear pellets were rinsed twice with buffer K followed by sonication in buffer K.

For analyzing whole cell extracts of cultured cells, cells were washed in ice-cold PBS and lysed using buffer K. For cytoplasmic and nuclear fractionation, cells were resuspended with harvest buffer (10 mM Hepes, 50 mM NaCl, 0.5 M Sucrose, 10 mM EDTA, 0.5% Triton X100) and incubated on ice for 5 min. Following centrifugation at 845 × *g*, the supernatant was removed and centrifuged at 9391 × *g* at 4 °C to obtain the cytosolic fraction. Nuclear pellets were washed with buffer A (10 mM Hepes, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA) and extracted with high salt buffer (25 mM Hepes, 0.4 M NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1% NP40) containing protease and phosphatase inhibitors. Nuclear extracts were collected by centrifugation at 9391 × *g* at 4 °C for 15 min.

Protein lysates were subjected to determination of concentration using Bio-Rad protein assay dye reagent (cat. no. 5000006). After boiling with SDS sample buffer, denatured proteins were separated by SDS-PAGE, transferred to PVDF membranes (Bio-Rad), blotted according to primary antibody manufacturers’ recommendations, and detected using ECL Western blotting detection reagent (Amersham Biosciences). Data were collected using HyBlot CL Autoradiography Film (cat. no. E3018, Harvard Apparatus) together with Epson Perfection V700 Photo (Epson) or using ChemiDoc MP imaging System. The following antibodies were used: ERRα rabbit antibody (1:1000 dilution; cat. no. ab76228; Abcam); Phospho-AKT (Ser473) antibody (1:1000 dilution; cat. no. 4060S; Cell Signaling Technology); AKT antibody (1:1000 dilution; cat. no. 9272S; Cell Signaling Technology); Phospho-GSK-3β (Ser9) antibody (1:1000 dilution; cat. no. 9322S; Cell Signaling Technology); GSK-3β antibody (1:1000 dilution; cat. no. 12456S; Cell Signaling Technology); GSK-3α antibody (1:1000 dilution; cat. no. 4337S; Cell Signaling Technology); Vinculin antibody (1:2000 dilution; cat. no. MAB3574; clone VIIF9; Sigma-Aldrich); Lamin B1 antibody (1:2000 dilution; cat. no. 12586S; Cell Signaling Technology); alpha-Tubulin antibody (1:5000 dilution; cat. no. CLT9002; clone DM1A; Cedarlane); Total OXPHOS Rodent WB Antibody Cocktail (1:5000 dilution; cat. no. ab110413; Abcam); HA antibody (1:500 dilution; cat. no. sc-805; Santa Cruz Biotechnology); beta-Actin antibody (1:2000 dilution; cat. no. ab8226; clone mAbcam 8226; Abcam); CK2α antibody (1:200 dilution; cat. no. sc-373894; clone E-7; Santa Cruz Biotechnology); Flag antibody (1:2000 dilution; cat. no. F1804; clone M2; Sigma-Aldrich); Ubiquitin antibody (1:1000 dilution; cat. no. 3933S; Cell Signaling Technology); FBXW7 antibody (1:1000 dilution; cat. no. ab109617; Abcam); FBXW7 antibody used for studies involving FBXW7 LKO mice (1:1000 dilution; cat. no. MAB7776; clone # 800201; R&D Systems); V5 antibody (1:2000 dilution; cat. no. ab9116; Abcam); FBXO7 antibody (1:1000 dilution; cat. no. H00025793-M01; clone 4G8; Abnova); FBXO11 antibody (1:500 dilution; cat. no. sc-393229; clone E-9; Santa Cruz Biotechnology); WWP1 antibody (1:1000 dilution; cat. no. LS‑C333953; LSBio); Parkin antibody (1:200 dilution; cat. no. sc-32282; clone PRK8; Santa Cruz Biotechnology); Phospho-ERRα (Ser19) antibody^57^(1:2000 dilution); Phospho-Akt (Thr308) antibody (1:1000 dilution; cat. no. 9275 S; Cell Signaling Technology); Phospho-Glycogen Synthase (Ser641) antibody (1:2000 dilution; cat. no. 47043T; Cell Signaling Technology); Glycogen Synthase antibody (1:2000 dilution; cat. no. 3886S; Cell Signaling Technology); Rabbit IgG, HRP-Linked Whole Ab (1:5000 dilution; cat. no. CA95017-556L; VWR); Mouse IgG, HRP-Linked Whole Ab (1:5000 dilution; cat. no. CA95017-332L; VWR). For detailed antibody information, see Supplementary Data 8.

SuperSep™ Phos-tag™ (50 μmol/L), 7.5% precast gels (FUJIFILM Wako Pure Chemical Corporation, cat. no. 4548995049858) were used to separate phosphorylated and dephosphorylated ERRα proteins. Gels were agitated gently in a transfer buffer (25 mmol/L Tris, 192 mmol/L Glycine, 10% MeOH) containing 10 mmol/L EDTA for 3*10 min, followed by agitation in a transfer buffer that does not contain EDTA for another 10 minutes before transferring to PVDF membranes. The membranes were blocked with 2% Milk/TBST, reacted with ERRα antibody, and detected by chemiluminescence. Given phosphorylated ERRα protein is bound and trapped by Phos-tag™ during SDS-PAGE, it is separated from dephosphorylated ERRα protein and presents as a slower migrating upper band. Immunoblots were quantified using ImageJ software (with Java 1.8.0_172; National Institutes of Health) if applicable. Images were cropped using Adobe photoshop 2021 and presented in Adobe illustrator 2021.

Uncropped immunoblots presented in main Figures and Supplementary Figures are supplied at the end of the Supplementary Information file with regions used to generate figures bordered with light-dotted lines.

### DNA constructs, vector transduction, and RNA interference

pCMX_Myc_ERRα_WT and mutants (S19A, S22A) constructs have been previously described^18,58^, based on which we further generated ERRα S26A, S26E, S19A + S22A, S19D + S22D, 3SA (S19A + S22A + S26A) mutants via PCR-based site-directed mutagenesis using a Q5® Site-Directed Mutagenesis Kit (cat. no. E0554S; NEB). Vectors were constructed into pLPC_3xFlag or pGEX-5X-3 vectors for transfection of mammalian or bacterial cells, respectively. Short hairpin RNA (shRNA) vectors and pLX317 v5 tagged E3 ligase ORF vectors were from the Mission TRC library (Sigma) and TRC3 ORF collections developed by members of the ORFeome Collaboration (Sigma/TransOMIC), respectively, provided by the Genetic Perturbation Service of Goodman Cancer Research Institute at McGill University.

Calcium phosphate precipitation was used to transiently transfect HEK293T cells. FuGENE HD Transfection Reagent (cat. no. E2311; Promega) or retrovirus were used for vector transduction into HepG2 cells. For retrovirus infection, HEK293T cells were transfected with constructs encoding ERRα WT or 3SA mutant together with helper plasmid for virus production. HepG2 cells were transduced by incubating in retrovirus-containing media supplemented with 8 μg/ml polybrene. Cells were then selected with 1 μg/ml puromycin (Sigma) 30 h post infection and used for experiments. shRNA knockdown was performed according to the protocol as described at http://www.broadinstitute.org/rnai/public/resources/protocols. Briefly, shRNA vectors were transfected into HEK 293T cells together with psPAX2 and pMD2.G vectors for virus production. Experimental cells were infected by incubating in lentivirus-containing media supplemented with 8 μg/ml polybrene and selected with 1 μg/ml puromycin 30 h post infection. siRNA was transfected using the HiPerFect Transfection Reagent (cat. no. 301707; QIAGEN) diluted in Opti-MEM (cat. no. 31985062; Thermo Fisher Scientific).

For detailed information of used plasmids and siRNAs, see Supplementary Data 8.

### Immunoprecipitation (IP)

For immunoprecipitation studies, cell and tissue lysates were prepared using buffer K supplemented with 0.3% CHAPS. Following determination of protein concentration, equal amounts of protein were incubated with protein A Dynabeads (cat. no. 10008D; Thermo Fisher Scientific) pre-bound with normal rabbit IgG (0.5 μg/IP; cat. no. 10500 C; Invitrogen) or normal mouse IgG (0.5 μg/IP; cat. no. 10400 C; Invitrogen), and the indicated antibodies (0.5 μg/IP). For detailed antibody information, see Supplementary Data 8. After washing with PBS-T (PBS + 0.1% Tween 20), protein complexes were eluted and denatured using SDS sample buffer for immunoblotting analysis as described above. Instead of the conventional HRP-linked rabbit secondary antibody, a special rabbit TrueBlot® IgG (1:4000 dilution; cat. no. 18-8816-33; Rockland) was used to eliminate interference by the heavy and light chains. ERRα immunoprecipitation was performed using a specific anti-hERRα polyclonal antibody previously developed in our laboratory against the N terminus of the protein^58^, in a dilution of 1:250, and a mouse ERRα monoclonal antibody (1:1000 dilution; cat. no. NBP2-45523; Clone OTI2C12; Novus Biologicals) was used to detect the immunoprecipitated ERRα protein.

### Protein purification and in vitro kinase assay

pGEX bacterial expression plasmids encoding GST-ERRα WT or phospho-mutants were transformed into BL21 bacterial cells. Bacteria were incubated at 37 °C until OD 600 nm achieved about 0.6, protein expression was then induced with 0.4 mM IPTG (Wisent) at 30 °C for 4 h. Bacteria pellets were resuspended with STE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 100 mM NaCl, 5 mM DTT) containing protease and phosphatase inhibitors and incubated on ice with 1 mg/ml lysozyme (Roche) for 30-45 min prior to sonication. Glutathione Sepharose beads (cat. no. 17-0756-01; GE Healthcare) were washed twice with NETN buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 100 mM NaCl, 0.5% NP-40) and incubated with equal amounts of bacterially expressed GST-ERRα recombinant proteins at 4 °C for 2 h with rotation. Beads were washed twice with NETN buffer, once with a high salt (500 mM NaCl) NETN buffer, and one more time with NETN buffer. Following centrifugation, beads were incubated with elution buffer (25 mM glutathione, 50 mM Tris pH 8.8, 200 mM NaCl) and rotated at RT for 30 min before protein elution via centrifugation. GSK3β protein was immunoprecipitated from HEK293T cells transiently overexpressing HA-GSK3β for 48 h. The beads were washed three times with PBST, another three times with kinase buffer (50 mM HEPES pH 7.5, 10 mM MgCl_2_, 1 mM DTT), and then incubated with the above purified GST-ERRα recombinant proteins in the presence of 5 μCi [γ-^32^P] ATP (cat. no. BLU002Z250UC; PerkinElmer) and 50 μM ATP (cat. no. PV3227; Thermo Fisher Scientific) in 30 μl of kinase buffer at 30 °C for 1 h. To stop the reactions, tubes were put on ice followed by the addition of SDS sample buffer. Heat-denatured samples were separated on an 8% SDS-PAGE, dried, exposed to Molecular Dynamics Storage Phosphor Screen, and viewed by the Typhoon TRIO Variable Mode Imager (Amersham Biosciences). Gels were then stained with Coomassie brilliant blue to view the input GST-ERRα proteins. Uncropped gels are supplied at the end of the Supplementary Information file with regions used to generate figures bordered with light-dotted lines.

### In vivo adenovirus experiments

Adenoviruses expressing Cre recombinase (cat. no. 000023A) or GFP (cat. no. 000541A) were purchased, amplified, and purified by Applied Biological Materials Inc. 2 × 10^9^ plaque-forming unit (pfu) adenovirus was diluted in DMEM and delivered to FBXW7 floxed mice via tail vein injection. Mice were sacrificed 6 days after injection and tissue samples were harvested for analysis.

### Indirect calorimetry

For simultaneous measurements of whole body metabolic rates, mice fed a ND or a HFD were housed individually in metabolic cages (Sable Systems International, Promethion high-definition behavioral phenotyping system) maintained on a 12 h:12 h light:dark cycle at 22 °C with free access to water and food. VO_2_, VCO_2_, RER, locomotor and ambulatory activity, as well as food/water intake were measured after at least 24 h acclimation. For C29 injections, mice were subjected to daily intraperitoneal injection of vehicle or C29 at ZT 10 and placed back in the metabolic cages. CalR^59^ (version 1.3) was used to generate hourly plots with gray squares denoting night periods.

### Body composition

Body composition of live mice were examined using an Echo MRI-100 body composition analyser (EchoMRI LLC).

### Histology

Liver and eWAT were dissected, fixed for 24 h in 10% formalin (Thermo Fisher Scientific) and then stored in 70% ethanol at 4 °C. Histological procedures were performed at the Histology Core Facility of the Goodman Cancer Research Institute. After embedding in paraffin, tissue fragments were sectioned and stained with hematoxylin and eosin (H&E) or Periodic acid–Schiff (PAS). For Oil Red O (ORO) staining, liver sections were embedded in Optimal cutting temperature (OCT) compound (Thermo Fisher Scientific) followed by frozen sectioning and staining. Stained slides were scanned using Aperio ScanScope XT and viewed by Aperio ImageScope (version 12.4.3.5008; Leica Biosystems). Hepatic accumulation of lipid droplets and PAS positivity were determined using the Aperio digital image analysis algorithms (Aperio Technologies). White adipocyte cell diameters were measured using Aperio ImageScope, four random sections per mouse were quantified. Uncropped histology staining sections are displayed at the end of the Supplementary Information file with regions used to generate figures bordered with light-dotted lines.

### Biochemistry measurements

Blood samples were collected from the submandibular vein of mice unless otherwise specified. Blood glucose and lactate levels were determined using the OneTouch Ultra®2 glucose meter (LifeScan) and the Lactate Scout meter (Lactate.com), respectively. Blood was then incubated at RT for 30 min before centrifugation at 2348 × *g* for serum separation. Serum was stored at −80 °C before use. Circulating insulin level was measured using an Ultra Sensitive Mouse Insulin ELISA Kit (cat. no. 90080; Crystal Chem). Serum TG and FFA levels were assessed using a Triglyceride Assay Kit (cat. no. ab65336; Abcam) and a Free Fatty Acid Assay Kit (cat. no. ab65341; Abcam), respectively, as per the manufacturer’s recommendations. Serum AST was measured using an Aspartate Aminotransferase (AST/GOT) Activity Assay Kit (cat. no. E-BC-K236-M; Elabscience).

Liver and muscle glycogen contents and PDH enzyme activities were determined using a Glycogen Assay Kit (cat. no. ab65620; Abcam) and a PDH enzyme activity microplate assay kit (cat. no. Ab109902; Abcam), respectively. Muscle FFA was measured using a Free Fatty Acid Assay Kit (cat. no. ab65341; Abcam).

### Glucose and insulin tolerance tests

Mice were fasted overnight before the tests with free access to water. The next morning, tolerance to an intraperitoneal injection of glucose or insulin was determined by changes in blood glucose over a period of 120 min following an initial measurement of basal fasting blood glucose levels. ND-fed mice were injected with 2 g/kg glucose for GTTs and 1 unit/kg insulin for ITTs. HFD-fed mice were injected with 1.5 g/kg glucose for GTTs and 2 unit/kg insulin for ITTs. Tail blood samples were measured at 15, 30, 60, 90, and 120 min using the OneTouch Ultra®2 glucose meter.

### RNA extraction and real-time PCR

Total RNA was extracted from frozen liver and skeletal muscle using a RNeasy Mini Kit (cat. no. 74106; QIAGEN) and a RNeasy Fibrous Tissue Mini Kit (cat. no. 74704; QIAGEN), respectively. RNA was then reverse transcribed using ProtoScript II Reverse Transcriptase (cat. no. M0368X; NEB) according to manufacturer’s instructions. Synthesized cDNA was amplified by quantitative real-time PCR (qRT-PCR) with SYBR Green Master Mix (cat. no. 4887352001; Roche) on a LightCycler 480 instrument (Roche). The relative expression levels of selected mouse genes were normalized to the housekeeping gene *Arbp*, *Hprt*, or *B-actin*; human gene expression was normalized to the housekeeping gene *RPLP0*, *TBP*, or *HPRT1*. Specific primer sequences are listed in Supplementary Data 7.

### RNA-sequencing

Total RNA was extracted as described above. Illumina RNA sequencing and analysis were performed by Novogene Bioinformatics Technology Co.,Ltd. Briefly, RNA was quantified and qualified before generation of the sequencing libraries using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB) following manufacturer’s recommendations. After qualification of the library on the Agilent Bioanalyzer 2100 system, samples were clustered on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina). The library preparations were then sequenced on an Illumina platform and paired-end reads were generated. For data analysis, reference mouse genome mm10 and gene model annotation files were directly downloaded from the genome website browser (http://hgdownload.cse.ucsc.edu/goldenpath/mm10/bigZips/). The STAR (Spliced Transcripts Alignment to a Reference) software^60^ (version 2.5) was used to align paired-end clean reads to the reference genome, and to count number reads per gene while mapping. FPKM (Fragments per kilobase of transcript sequence per millions base pairs sequenced) of each gene was calculated based on the length of the gene and read counts mapped to this gene. Differential expression analysis between two groups was performed using the DESeq2 R package:^61^ version 1.14.1 for liver RNA-sequencing data of WT/ERRα KO mice treated with saline/insulin, version 2_1.6.3 for liver/muscle RNA-sequencing data of WT/ERRα^3SA^ mice. Genes with *P* value < 0.05 and |FC| ≥ 1.20 found by DESeq2 were assigned as differentially expressed. DEGs of insulin-stimulated liver/muscle, and insulin-treated HepG2 cells were from the original study for GSE117741^62^ and GSE107334^63^. Analyzed RNA-seq data are provided in Supplementary Data 1, 2, 3 and 6. Metascape^64^ (version 3.5) was used for functional enrichment of DEGs.

### ChIP-qPCR

For liver ChIP, two livers from WT or ERRα^3SA^ mice were pooled and homogenized in cold PBS containing protease inhibitors using a polytron. Following centrifugation at 845 × *g* at 4 °C, cell pellets were resuspended in PBS containing 1% formaldehyde and protease inhibitors and subjected to rotation at RT for 12 min to allow DNA-protein crosslinking. Samples were then centrifuged at 845 × *g* at 4 °C, and cell pellets were washed twice with cold PBS prior to resuspension in cell lysis buffer (5 mM HEPES pH 8, 85 mM KCl, 0.5% NP-40, protease inhibitors) and rotation at 4 °C for 30 min. Nuclear pellets were collected after centrifugation at 845 × *g* at 4 °C. For muscle ChIP, skeletal muscles from five WT or ERRα^3SA^ mice were pooled, homogenized and centrifuged like above. Pellets were resuspended in cell lysis buffer and left to rotate at 4 °C for 30 min. After centrifugation at 845 × *g* at 4 °C, nuclear pellets were resuspended in PBS containing 1% formaldehyde as well as protease inhibitors and rotated at RT for 12 min. Samples were then centrifuged at 845 × *g* at 4 °C, and the nuclear pellets were washed twice with cold PBS. Nuclear pellets from liver or muscle were resuspended in nuclei lysis buffer (50 mM Tris-HCl pH 8.1, 10 mM EDTA, 1% SDS, protease inhibitors) and sonicated on ice until the DNA fragments were enriched around 200–500 base pairs.

For ERRα ChIP assays, 10 μl of ERRα antibody (cat. no. ab76228; Abcam) were pre-bound overnight at 4 °C to 60 μl of Dynabeads protein G (cat. no. 10003D; Thermo Fisher Scientific) diluted in 250 μl of blocking buffer (PBS, 0.5% BSA, protease inhibitors). 200 μg chromatin DNA was diluted in 2.5X ChIP dilution buffer (2 mM EDTA pH 8.0, 100 mM NaCl, 20 mM Tris-HCl pH 8.0, 0.5% Triton X-100, protease inhibitors) together with 100 μl of blocking buffer, and added to the antibody-bound beads that were washed three times with blocking buffer and rotated overnight at 4 °C. Beads were washed three times with cold LiCl wash buffer (100 mM Tris-HCl pH 7.5, 500 mM LiCl, 1% NP-40, 1% Na-deoxylcholate), rotating at 4 °C for 3 min per wash. Beads were then transferred to a new tube and washed two more times with LiCl buffer followed by a brief wash with cold TE buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA pH 8.0). Beads were decrosslinked in 300 μl of decrosslink buffer (1% SDS, 0.1 M NaHCO_3_) at 65 °C overnight. Supernatant was collected and incubated with 300 μl TE buffer and 0.2 μg/μl RNase A (QIAGEN) at 37 °C for 1–2 h followed by incubation at 55 °C with 0.2 μg/μl Proteinase K (BioSHOP) for 1–2 h. Chromatin immunoprecipitated DNA was purified using a QIAquick PCR Purification Kit (cat. no. 28106; QIAGEN) and eluted with 35 μl of elution buffer (10 mM Tris-HCl pH 8.0, 0.1 mM EDTA pH 8.0). qPCR was performed as described above to assess the enrichment of ERRα at specific promoters. Enrichment of DNA fragments was normalized against two amplified regions located approximately 4 kb upstream of the ERRα and 49 kb upstream of the PROX1 transcriptional start site. Specific mouse primers used for ChIP-qPCR analysis are shown in Supplementary Data 7.

### Statistics and reproducibility

GraphPad Prism 9 software was used to generate graphs and for statistical analyses. *F*-test for analysis of covariance (ANCOVA), using body weight as covariate, and one-way analysis of variance (ANOVA) were performed using CalR^59^ (version 1.3) for indirect calorimetry studies. D’Agostino-Pearson omnibus normality test was used to determine the normal distribution. The specific statistical tests and definition of error bars are denoted in the corresponding figure legend. For all data, differences were considered significant when *P*  <  0.05. “n” values represent individual mice for in vivo experiments or independent biological replicates for cultured cell experiments. Sample size was not pre-specified statistically. For all in vivo experiments, at least three biological replicates were performed and sample sizes underlying each measurement are denoted in the corresponding figure legend. Panels shown without biological replicates are representative of independent experiments. At least three biological replicates were performed for all in vivo experiments. Panels shown without biological replicates are representative of independent experiments. The numbers of experimental repetitions were as follows: Figs. 2a, 2 times; Fig. 2b, c, 3 times; Fig. 2e, i, 2 times; Figs. 3b, 3 times; Figs. 3c, 2 times; Figs. 3f, 3 times; Figs. 3g-i, 2 times; Figs. 3j, 3 times; Figs. 4c, 2 times; Figs. 4d, 3 times; Figs. 4e, 2 times; Figs. 4f, 3 times; Figs. 4g, 2 times; Fig. 4h, i, 3 times; Figs. 4j, 2 times; Fig. 5h, *n* = 5 per group for ND liver H&E and ORO, *n* = 7 per group for HFD liver H&E and ORO, *n* = 5 per group for ND eWAT H&E, *n* = 6 per group for HFD eWAT H&E; Fig. 6e, *n* = 4 for WT, *n* = 6 for 3SA; Figs. 6m, 2 times; Fig. 7n, *n* = 4 for Veh, *n* = 5 for C29; Supplementary Fig. 1a, 2 times; Supplementary Fig. 1c, 3 times; Supplementary Fig. 1e, j, 2 times; Supplementary Fig. 2a, 2 times; Supplementary Fig. 2b, 3 times; Supplementary Fig. 2c, e, 2 times; Supplementary Fig. 3a, b, 2 times; Supplementary Fig. 3d, f, 3 times; Supplementary Fig. 4b–j, 2 times; Supplementary Fig. 5b–d, 2 times; Supplementary Fig. 5e, 3 times; Supplementary Fig. 5h, 2 times; Supplementary Fig. 7f, 2 times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Reporting Summary

## Data Availability

Liver RNA-sequencing data of WT and ERRα KO mice treated with saline or insulin as well as liver/muscle RNA-sequencing data of WT and ERRα^3SA^ mice generated in this study have been deposited in Gene Expression Omnibus (GEO) under the accession number GEO: GSE182000. Reference mouse genome mm10 downloaded from the genome website browser (http://hgdownload.cse.ucsc.edu/goldenpath/mm10/bigZips/) was used for data analysis. Analyzed RNA-seq data are provided in Supplementary Data 1, 2 and 6. Mouse ERRα ChIP-seq GEO: GSE43638^16^, liver/muscle RNA-sequencing of insulin treatment GEO: GSE117741^62^, RNA-sequencing of insulin treatment in HepG2 cells GEO: GSE107334^63^, and liver RNA-sequencing of HFD C57BL/6 mice GEO: GSE77625^65^ used in this study were downloaded from GEO. Source data are provided with this paper. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Insulin action and resistance are dependent on a GSK3β-FBXW7-ERRα transcriptional axis
**Source:** Nat Commun. 2022 Apr 19;13:2105. doi: 10.1038/s41467-022-29722-6

# **Insulin action and resistance are dependent on a GSK3 $\beta$ -FBXW7-ERR $\alpha$ transcriptional axis in mice**

**Hui Xia, Charlotte Scholtes, Catherine R. Dufour, Carlo Ouellet, Majid Ghahremani, and Vincent Giguère**

## **Supplementary Information**

**Supplementary Figures 1-8**

**Supplementary References**

**Uncropped immunoblots and gels presented in main Figures**

**Uncropped histology staining sections presented in main Figures**

**Uncropped immunoblots and gels presented in Supplementary Figures**

Supplementary Fig. 1

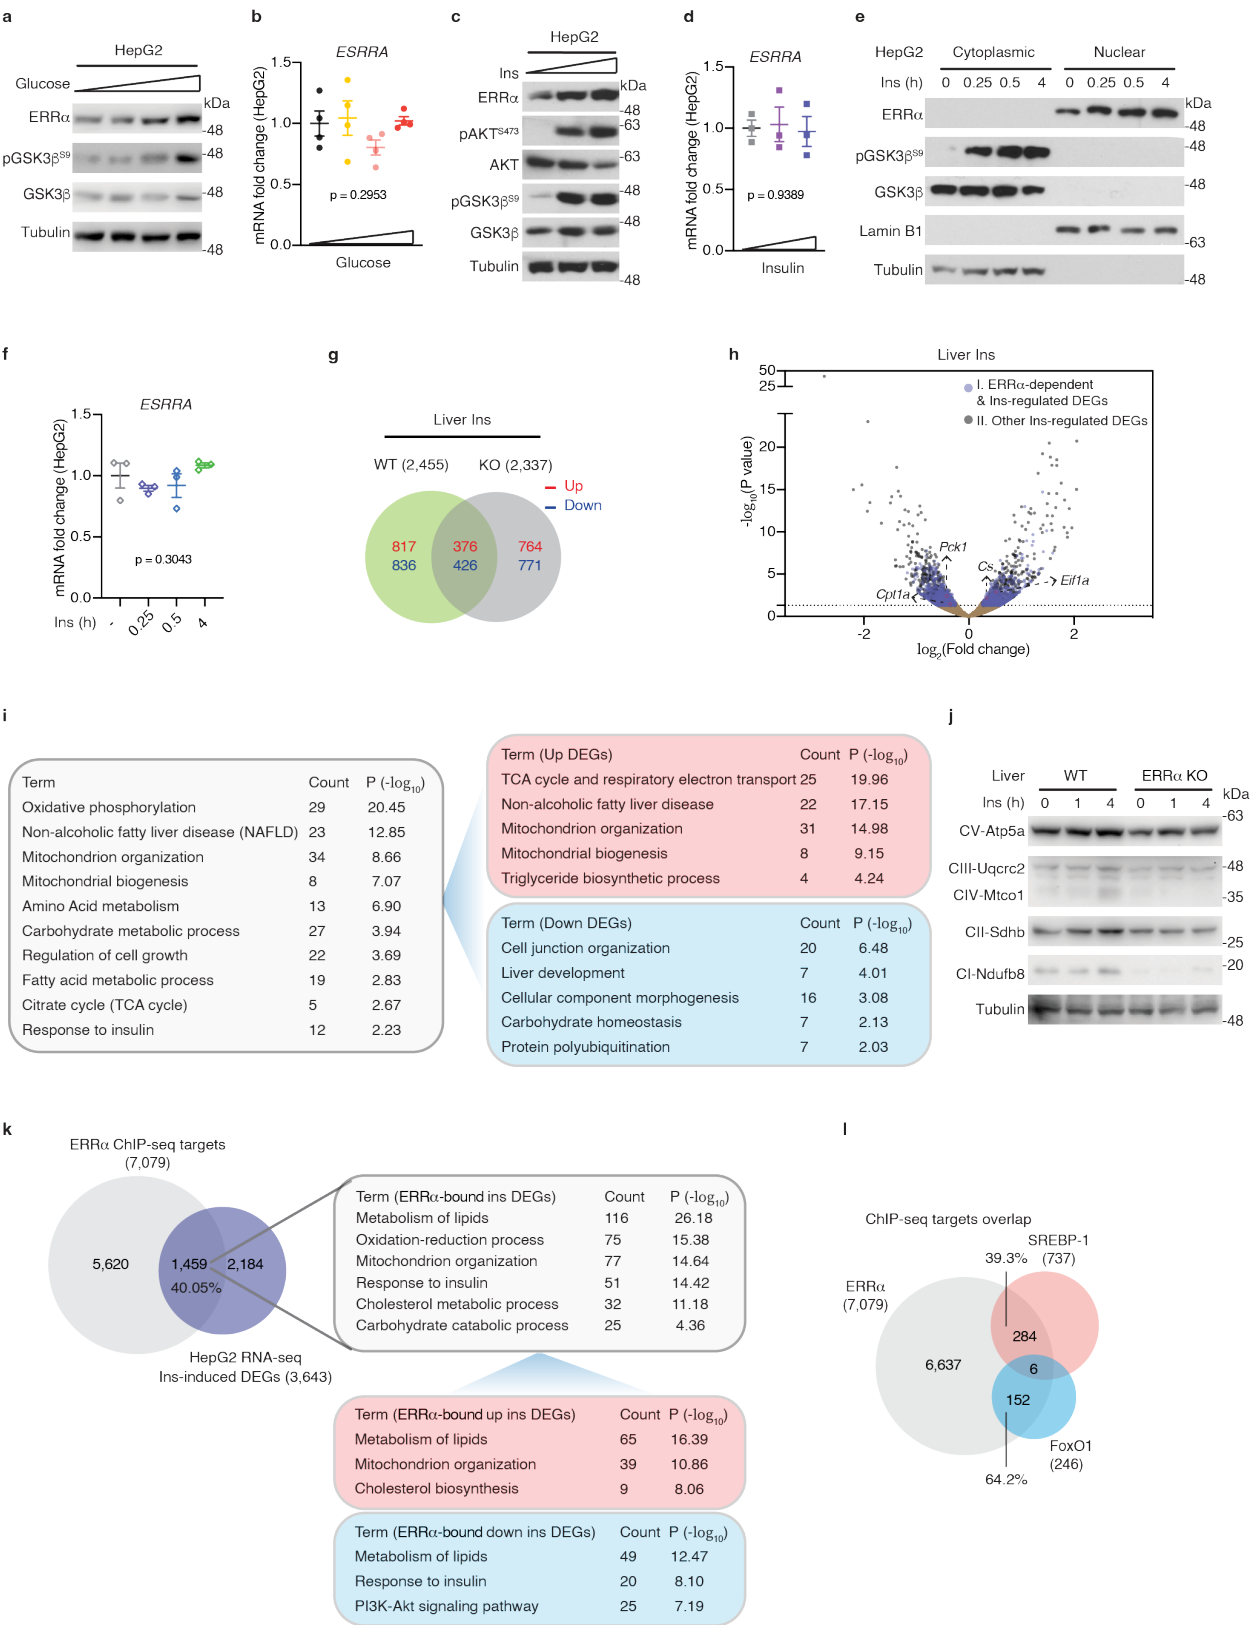

**Supplementary Fig. 1 | ERR $\alpha$  is an insulin-stimulated transcription factor. a-d** ERR $\alpha$  protein (**a, c**) and mRNA (**b** n = 4 per group; **d** n = 3 per group) levels following glucose or insulin stimulation. **a, b** Hepatocytes were cultured in glucose-free media supplemented with 2.5 mM, 5 mM, 12.5 mM and 25 mM D-glucose for 24 h. Media were changed every 6 h. **c, d** Hepatocytes were treated with 0, 0.58  $\mu$ g/ml or 10  $\mu$ g/ml insulin for 15 min after overnight serum starvation. Cytosolic and nuclear ERR $\alpha$  protein levels (**e**), *ESRR4* mRNA levels (**f**, n = 3 per group) upon 0.58  $\mu$ g/ml insulin stimulation for the indicated times after overnight serum starvation. **g-I**, Hepatic differentially expressed genes (DEGs) identified in WT and ERR $\alpha^{-/-}$  mice 4 h after insulin administration ( $p < 0.05$ ,  $|FC| \geq 1.20$ ; n = 3 for ERR $\alpha$  KO Ins, n = 4 for the others). **g** Venn diagram of hepatic genes significantly altered by insulin in WT and ERR $\alpha^{-/-}$  mice upon insulin stimulation. **h** Volcano plot of insulin-regulated hepatic genes in WT and ERR $\alpha^{-/-}$  mice. Clusters I and II correspond to genes displayed in the heatmap (Fig. 1m). See also Supplementary Data 1. **i** Metascape<sup>1</sup> pathway analysis of hepatic insulin-regulated genes which were differently expressed between WT and ERR $\alpha^{-/-}$  mice upon insulin. **j** Protein levels of OXPHOS subunits in livers from WT and ERR $\alpha$ -null mice treated with insulin for the indicated times post overnight fasting. Each lane represents liver lysate pooled from three mice. **k** Overlap of insulin-sensitive DEGs<sup>2</sup> (FDR < 0.01) identified in HepG2 cells with ERR $\alpha$  ChIP-seq targets ( $\pm 20$  kb)<sup>3</sup> and Metascape pathway analysis of ERR $\alpha$  bound insulin-sensitive DEGs. Pathway enrichment of upregulated and downregulated DEGs were shown on the lower panel. **l** Overlap of mouse liver ERR $\alpha$  ChIP-seq targets<sup>3</sup> with SREBP1<sup>4</sup> and FoxO1<sup>5</sup> ChIP-seq targets. Data are presented as means  $\pm$  SEM, one-way ANOVA (**b, d, f**). Source data are provided as a Source Data file.

## Supplementary Fig. 2

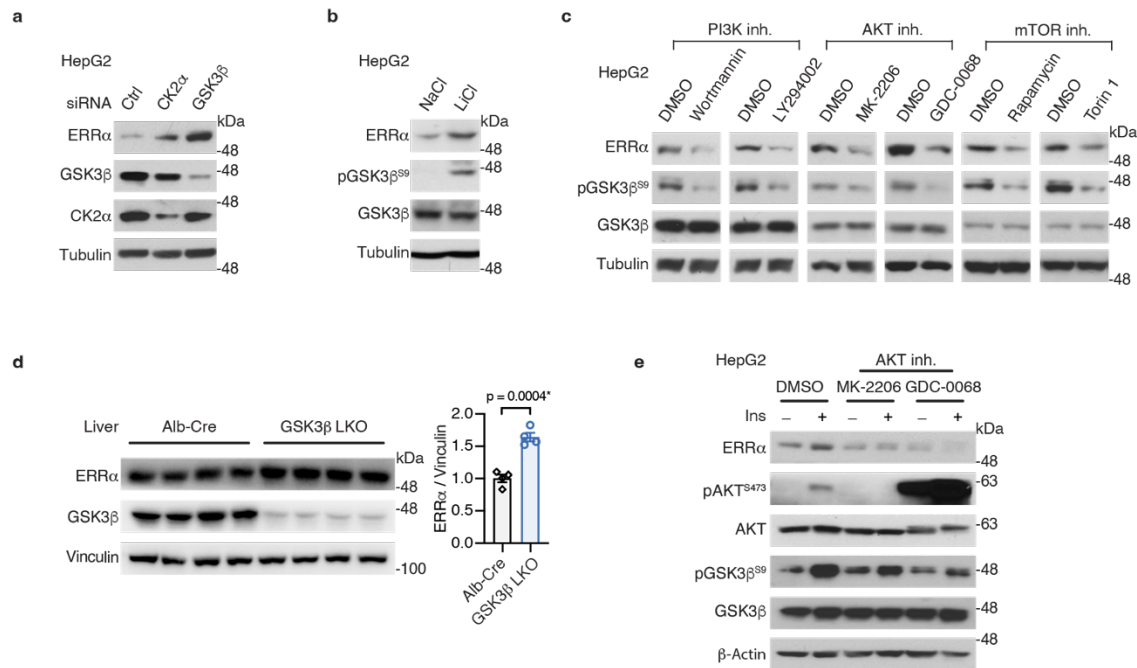

**Supplementary Fig. 2 | GSK3β is required for insulin-dependent ERRα stabilization.** **a** ERRα protein levels in HepG2 cells transfected with 20 nM control, CK2α, or GSK3β siRNA for 72 h. **b, c** ERRα protein levels in response to pharmacological manipulation of GSK3β activity. Hepatocytes were treated with 40 mM LiCl for 1 h (**b**), 2 μM Wortmannin for 4 h, 10 μM LY294002 for 8 h, 100 nM MK-2206 or GDC-0068 for 4 h, and 100 nM Rapamycin or Torin 1 for 24 h (**c**). **d** Immunoblots (left, each lane represents liver from one mouse, n = 4 per group) and quantification (right) of ERRα protein levels in livers from Alb and GSK3β LKO mice. Quantification data are presented as means ± SEM (\*p < 0.05, unpaired two-tailed Student's t test). **e** ERRα protein levels in response to insulin with or without AKT inhibition. Hepatocytes were treated with 100 nM MK-2206 or GDC-0068 for 4 h after overnight serum starvation followed by 10 μg/ml insulin stimulation for another 30 min. Source data are provided as a Source Data file.

Supplementary Fig. 3

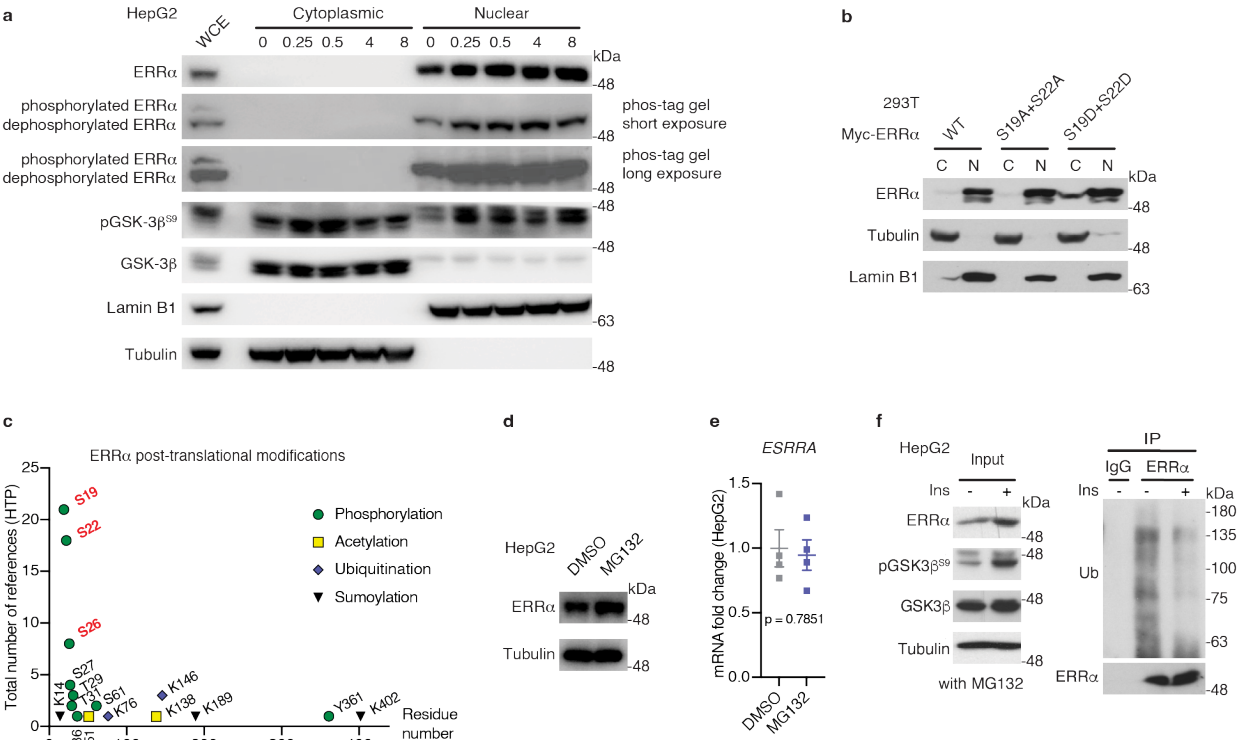

**Supplementary Fig. 3 | ERR $\alpha$  phosphorylation by GSK3 $\beta$  leads to its proteasome-mediated degradation.** **a** Examination of ERR $\alpha$  and phosphorylated ERR $\alpha$  protein levels in nuclear extracts from HepG2 cells treated with 0.58  $\mu$ g/ml insulin for the indicated times after overnight serum starvation. Whole-cell extract (WCE) served as a positive control. **b** ERR $\alpha$  protein levels in the cytoplasmic (C) and nuclear (N) fractions of 293T cells were transfected with ERR $\alpha$  WT, ERR $\alpha$  S19A+S22A, or ERR $\alpha$  S19D+S22D plasmids for 72 h. Cells were treated with MG132 before collection and nuclear extraction. **c** ERR $\alpha$  post-translational modifications revealed by high-throughput papers (HTP) via mass spectrometry (from Phosphositeplus<sup>6</sup> version 6.6.0.4 ). ERR $\alpha$  protein (**d**) and mRNA (**e**) levels in HepG2 cells treated with MG132. **e** Data are presented as means  $\pm$  SEM, n = 4 per group, unpaired two-tailed Student's t test. **f** ERR $\alpha$  protein and ubiquitination levels in response to insulin. HepG2 cells were serum starved overnight followed by MG132 treatment for 6 h prior to 10  $\mu$ g/ml insulin stimulation for another 30 min. Source data are provided as a Source Data file.

## Supplementary Fig. 4

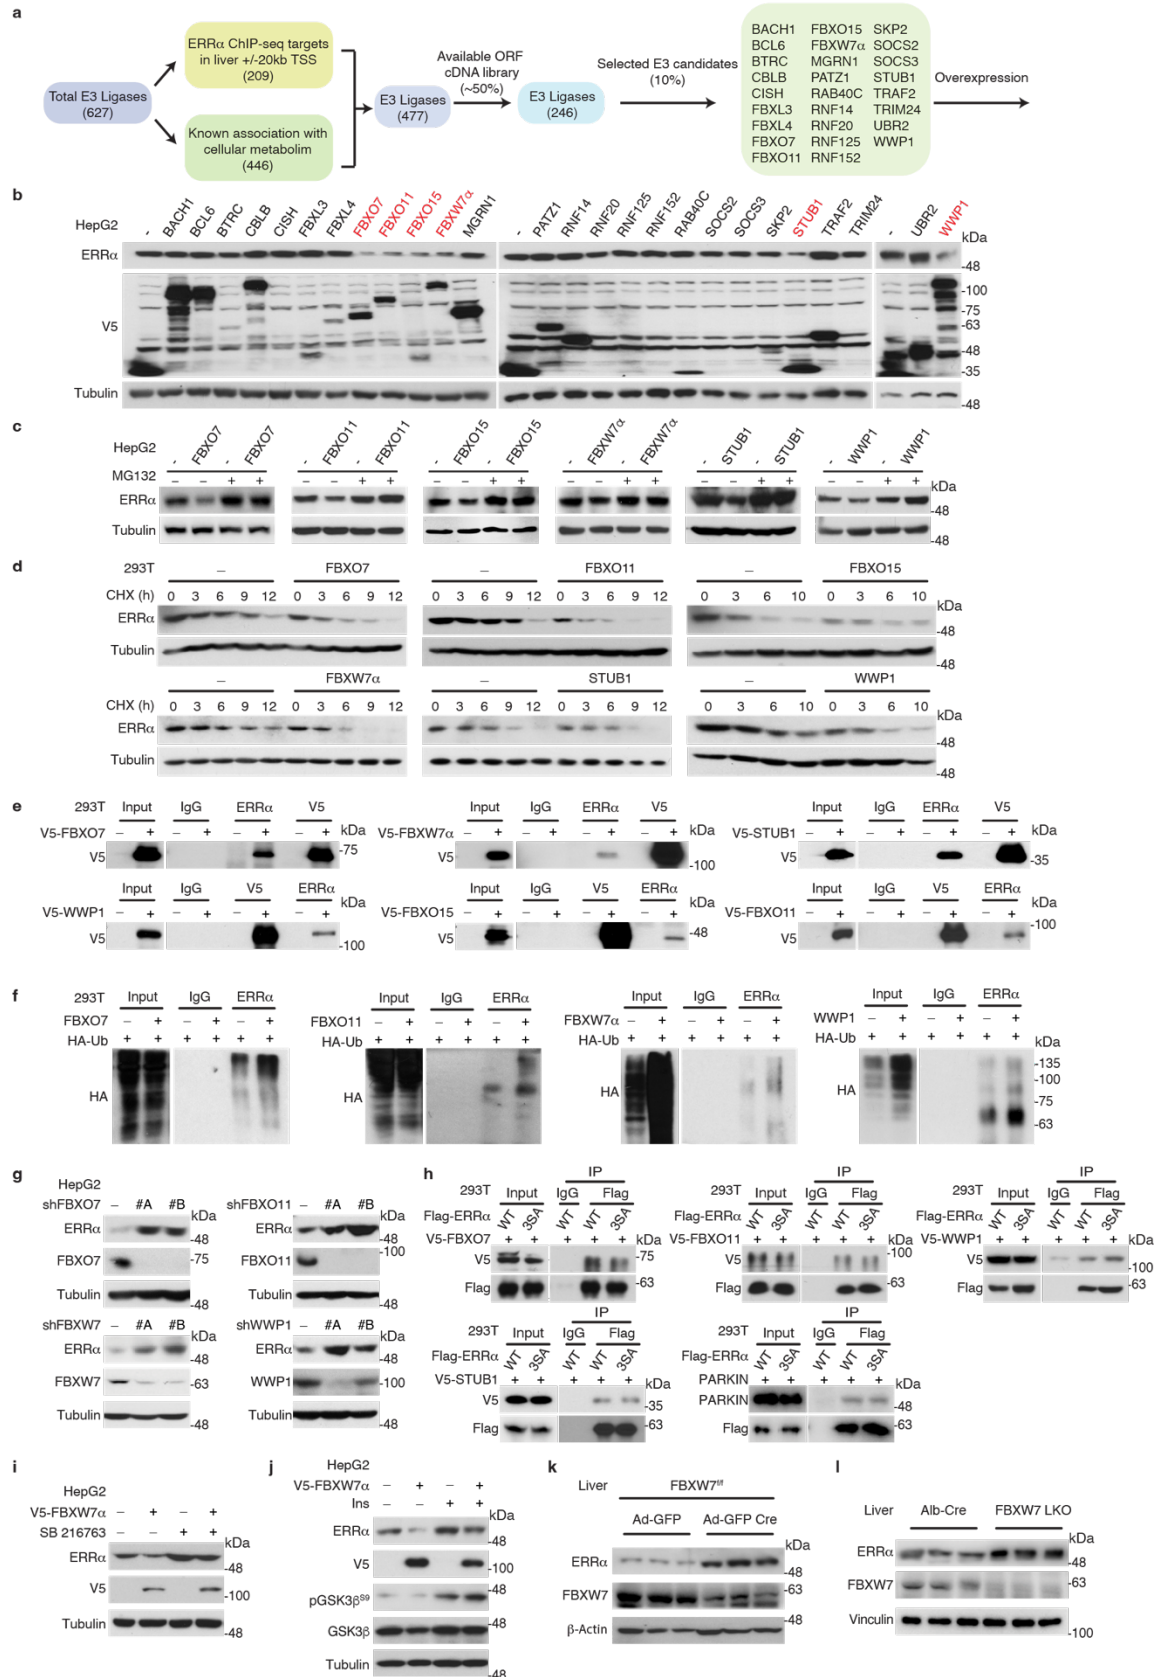

**Supplementary Fig. 4 | GSK3 $\beta$ -mediated ERR $\alpha$  degradation is dependent on FBXW7. a**

Outline of the preliminary screening of the 26 E3 candidates from the total E3 list. See also Supplementary Data 5. **b** ERR $\alpha$  protein levels in HepG2 cells transiently overexpressing the 26 E3 candidates. Six E3 ligases that promoted ERR $\alpha$  degradation were highlighted in red and recognized as potential candidates. **c** HepG2 cells were transiently transfected with the six E3 candidates for 48 h, either DMSO or MG132 were treated prior to sample collection. **d** HEK293T cells were transiently transfected with the six E3 ligase candidates for 36 h prior to treatment with protein synthesis inhibitor cycloheximide (CHX, 100  $\mu$ g/ml) for the indicated times. **e** Co-IPs were performed using lysates from 293T cells co-transfected with V5-tagged E3 candidates for 24 h. Cells were treated with MG132 prior to harvesting. **f** ERR $\alpha$  ubiquitination levels in 293T cells co-transfected with V5-tagged E3 candidates and HA-Ub for 48 h. Prior to collection, cells were treated with MG132. **g** ERR $\alpha$  protein levels in HepG2 cells following shRNA-mediated knockdown of E3 candidates. **h** Co-IP were performed using lysates from 293T cells transiently co-expressing E3 ligases and Flag-ERR $\alpha$  WT or 3SA mutant. Cells were treated with MG132 prior to collection. **i, j** Rescue of FBXW7-mediated ERR $\alpha$  degradation via GSK3 $\beta$  inhibition. HepG2 cells transiently transfected with FBXW7 were treated with 10  $\mu$ M SB 216763 (GSK3 inhibitor) for 4 h (**i**) or 5  $\mu$ g/ml insulin for 30 min post overnight serum starvation (**j**). **k** FBXW7<sup>f/f</sup> mice were injected with 2X10<sup>9</sup> pfu/mice of GFP or GFP-Cre adenovirus through tail vein and samples were collected 6 days post injection and subjected to immunoblot analysis (each lane represents liver from one mouse, n = 3 per group). **l** ERR $\alpha$  protein levels in livers from Alb and FBXW7 LKO mice. Each lane represents liver from one mouse, n = 3 per group. Source data are provided as a Source Data file.

Supplementary Fig. 5

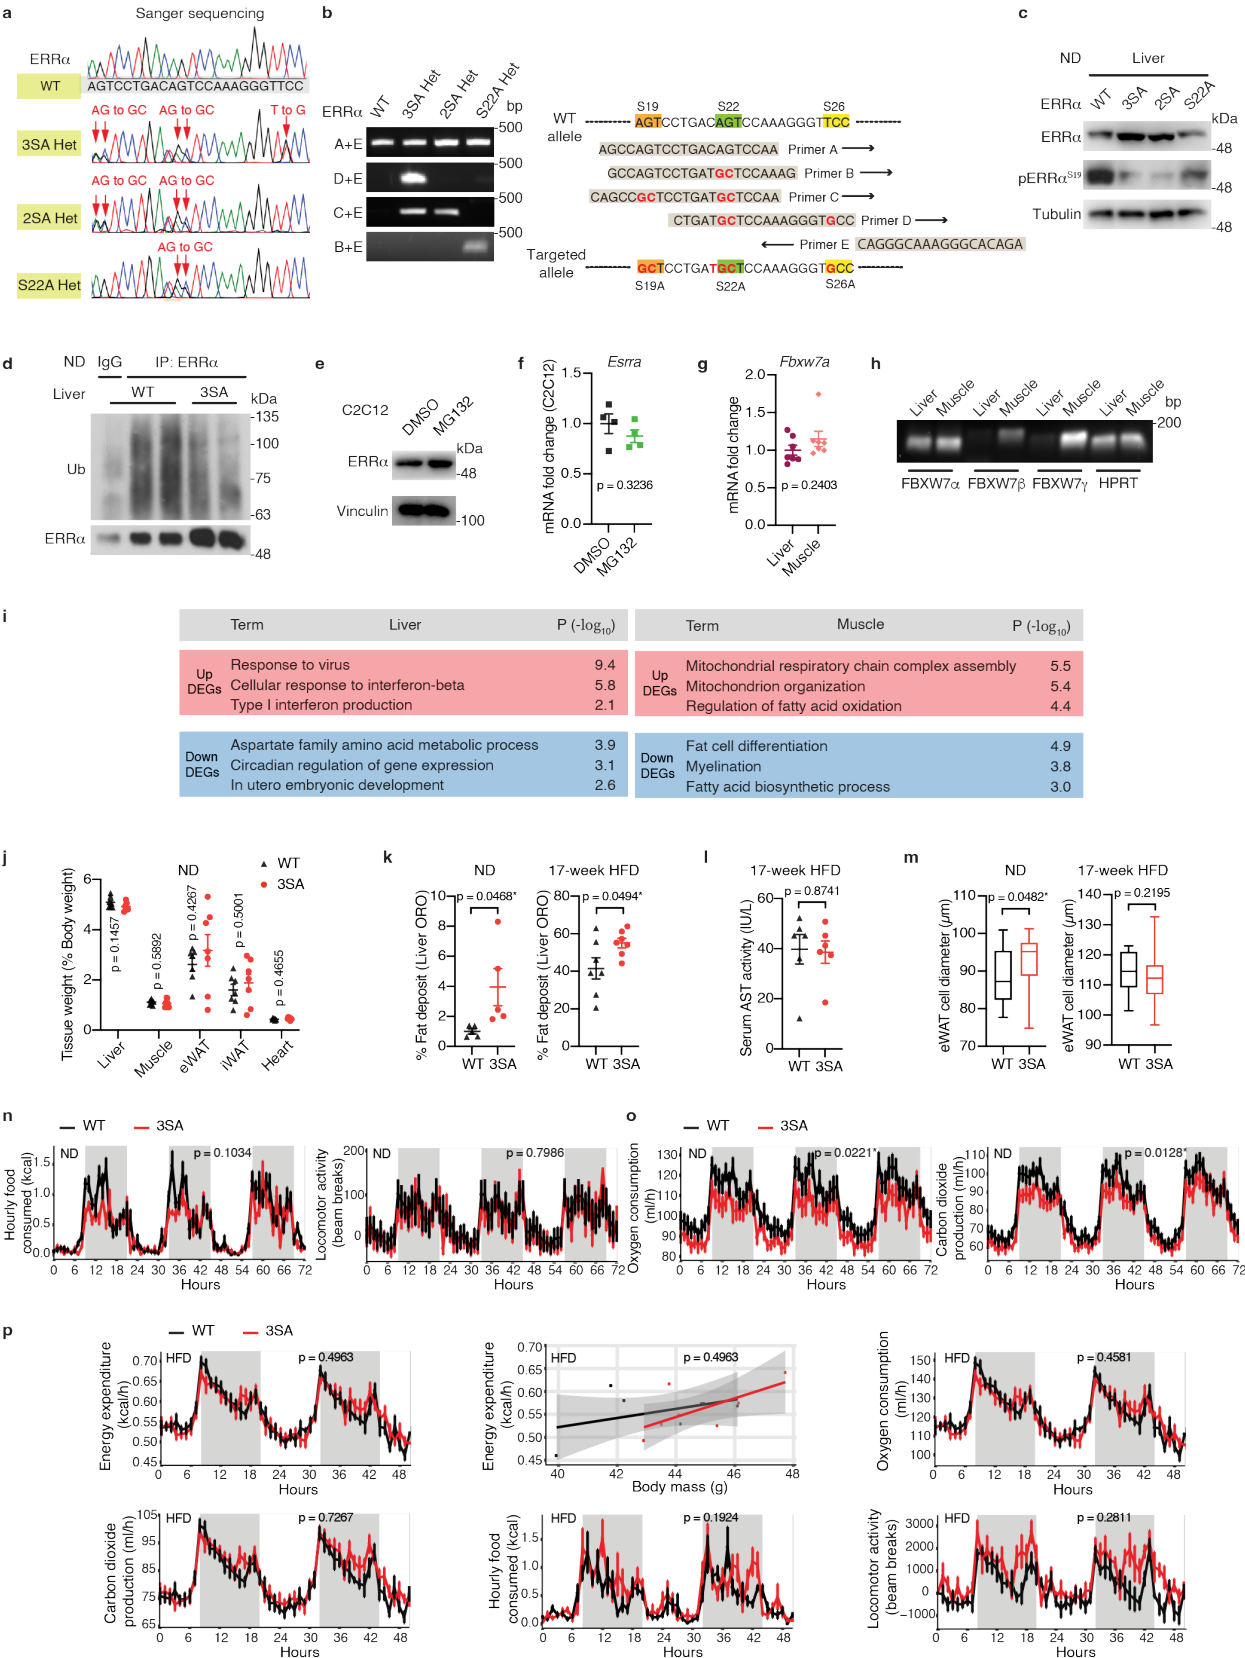

**Supplementary Fig. 5 |  $ERR\alpha^{3SA}$  mice display transcriptional reprogramming and compromised metabolic homeostasis.** **a, b** Sanger sequencing (**a**) and PCR genotyping (**b**) of  $ERR\alpha$  phospho-mutant and WT mice. **c** Total and S19-phosphorylated  $ERR\alpha$  proteins. Each lane represents lysate pooled from four mouse livers. **d**  $ERR\alpha$  ubiquitination level. Each lane represents immunoprecipitation performed using liver lysates prepared from two mice. **(e)**  $ERR\alpha$  protein and **(f)** mRNA (n = 4 per group) levels. **g** *FBXW7* $\alpha$  mRNA level (n = 7 per group) and distribution of *FBXW7* isoform mRNAs **(h)** in C57BL/6N mice. **i** Metascape pathway analysis of the upregulated and downregulated insulin-regulated DEGs identified in  $ERR\alpha^{3SA}$  mice. See also Fig. 5d. **j** Percentages of tissue weights (n = 7 per group). eWAT: epididymal white adipose tissue, iWAT: inguinal white adipose tissue. **k** Quantitation of liver ORO from  $ERR\alpha^{3SA}$  and WT littermates on a normal diet (ND; n = 5 per group) or high-fat diet (HFD; n = 7 per group). See Fig. 5h for the representative stained sections. **l** Fed serum AST activity under a HFD (n = 6 per group). **m** Quantitation of epididymal white adipocyte sizes, n = 5 per ND-group, n = 6 per HFD-group). Four random sections per mouse were quantified. Box plots show centre line as median, bounds of box as 25th and 75th percentiles, whiskers as minima and maxima. See Fig. 5h for the representative stained sections. **n-p** Indirect calorimetry measurements of  $ERR\alpha^{3SA}$  and WT littermates maintained on a ND (**n, o** WT, n = 8; 3SA, n = 7) or a 14-week HFD (**p** n = 7 per group). A generalized linear model is fitted to the regression plot of **p**, estimations are displayed by the line, with the standard error shaded in grey. Data are represented as means  $\pm$  SEM (**f, g, j-l, n, o**, all other plots except the regression plot of **p**). \* $p < 0.05$ , unpaired two-tailed Student's t test (**f, g, j-m**), ANOVA (locomotor activity plot of **n** and **p**), and ANCOVA (all other plots of **n** and **p**; **o**). Source data are provided as a Source Data file.

## Supplementary Fig. 6

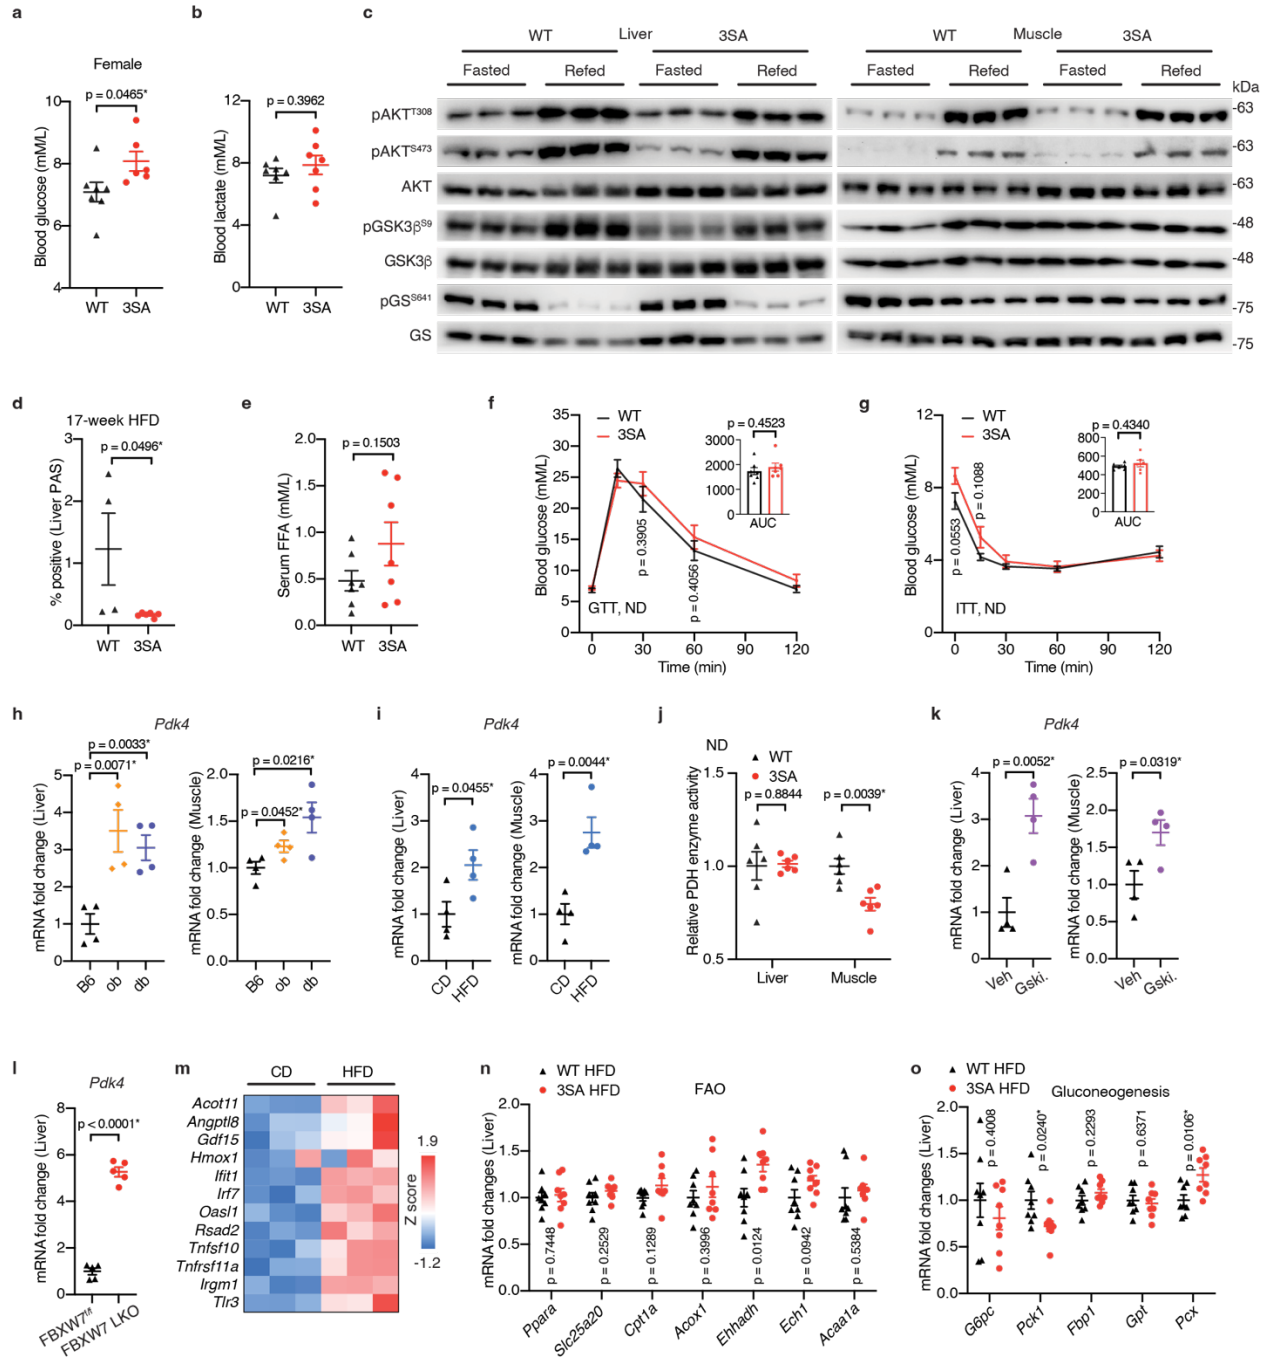

**Supplementary Fig. 6 |  $ERR\alpha^{3SA}$  phospho-deficient mice develop insulin resistance.** **a** Fed blood glucose concentrations of 3-month-old female  $ERR\alpha^{3SA}$  and WT littermates on a ND (WT, n = 7; 3SA, n = 6). **b** Fed blood lactate levels of ND-fed  $ERR\alpha^{3SA}$  and WT littermates (n = 7 per group). **c** Immunoblots of the insulin signaling cascade components upon fasting and refeeding used in Fig. 6c. Each lane represents tissue from one mouse, n = 3 per group. **d** Quantitation of liver PAS staining of  $ERR\alpha^{3SA}$  and WT littermates upon a HFD (WT, n = 4; 3SA, n = 6). See Fig. 6e for the representative stained sections. **e** Fasting serum FFA concentrations under a ND (n = 7 per group). **f** Tolerance test of glucose (GTT) and insulin (ITT) (**g**) were performed at 12 weeks and 10 weeks of age, respectively. Inset graphs show area under the curve (AUC) (**f** n = 7 per group; **g** n = 6 per group). **h** *Pdk4* mRNA levels of control and obese diabetic (ob/ob, db/db) mice (n = 4 per group), and of mice fed either a chow diet (CD) or a HFD for 17 weeks (**i**) (n = 4 per group). **j** Liver and muscle PDH enzyme activity of ND-fed  $ERR\alpha^{3SA}$  and WT littermates (n = 6 per group). **k** Liver and muscle *Pdk4* mRNA levels of mice intraperitoneally injected with vehicle or 20 mg/kg GSK3 inhibitor SB216763 for 14 days. Mice were on a CD for 17 weeks before injections (n = 4 per group). **l** *Pdk4* mRNA levels in control and FBXW7-null livers (n = 5 per group). **m** Z score heatmap plotted according to GSE77625<sup>7</sup> to demonstrate the expression of genes shown in Fig. 6n on a CD or HFD. mRNA levels of genes involved in FAO (**n**) and gluconeogenesis (**o**) in liver from  $ERR\alpha^{3SA}$  and WT littermates fed a HFD for 17 weeks (n = 8 per group). Data are presented as means  $\pm$  SEM, \*p < 0.05, unpaired two-tailed Student's t test (**a**, **b**, **d-l**, **n**, **o**). Source data are provided as a Source Data file.

## Supplementary Fig. 7

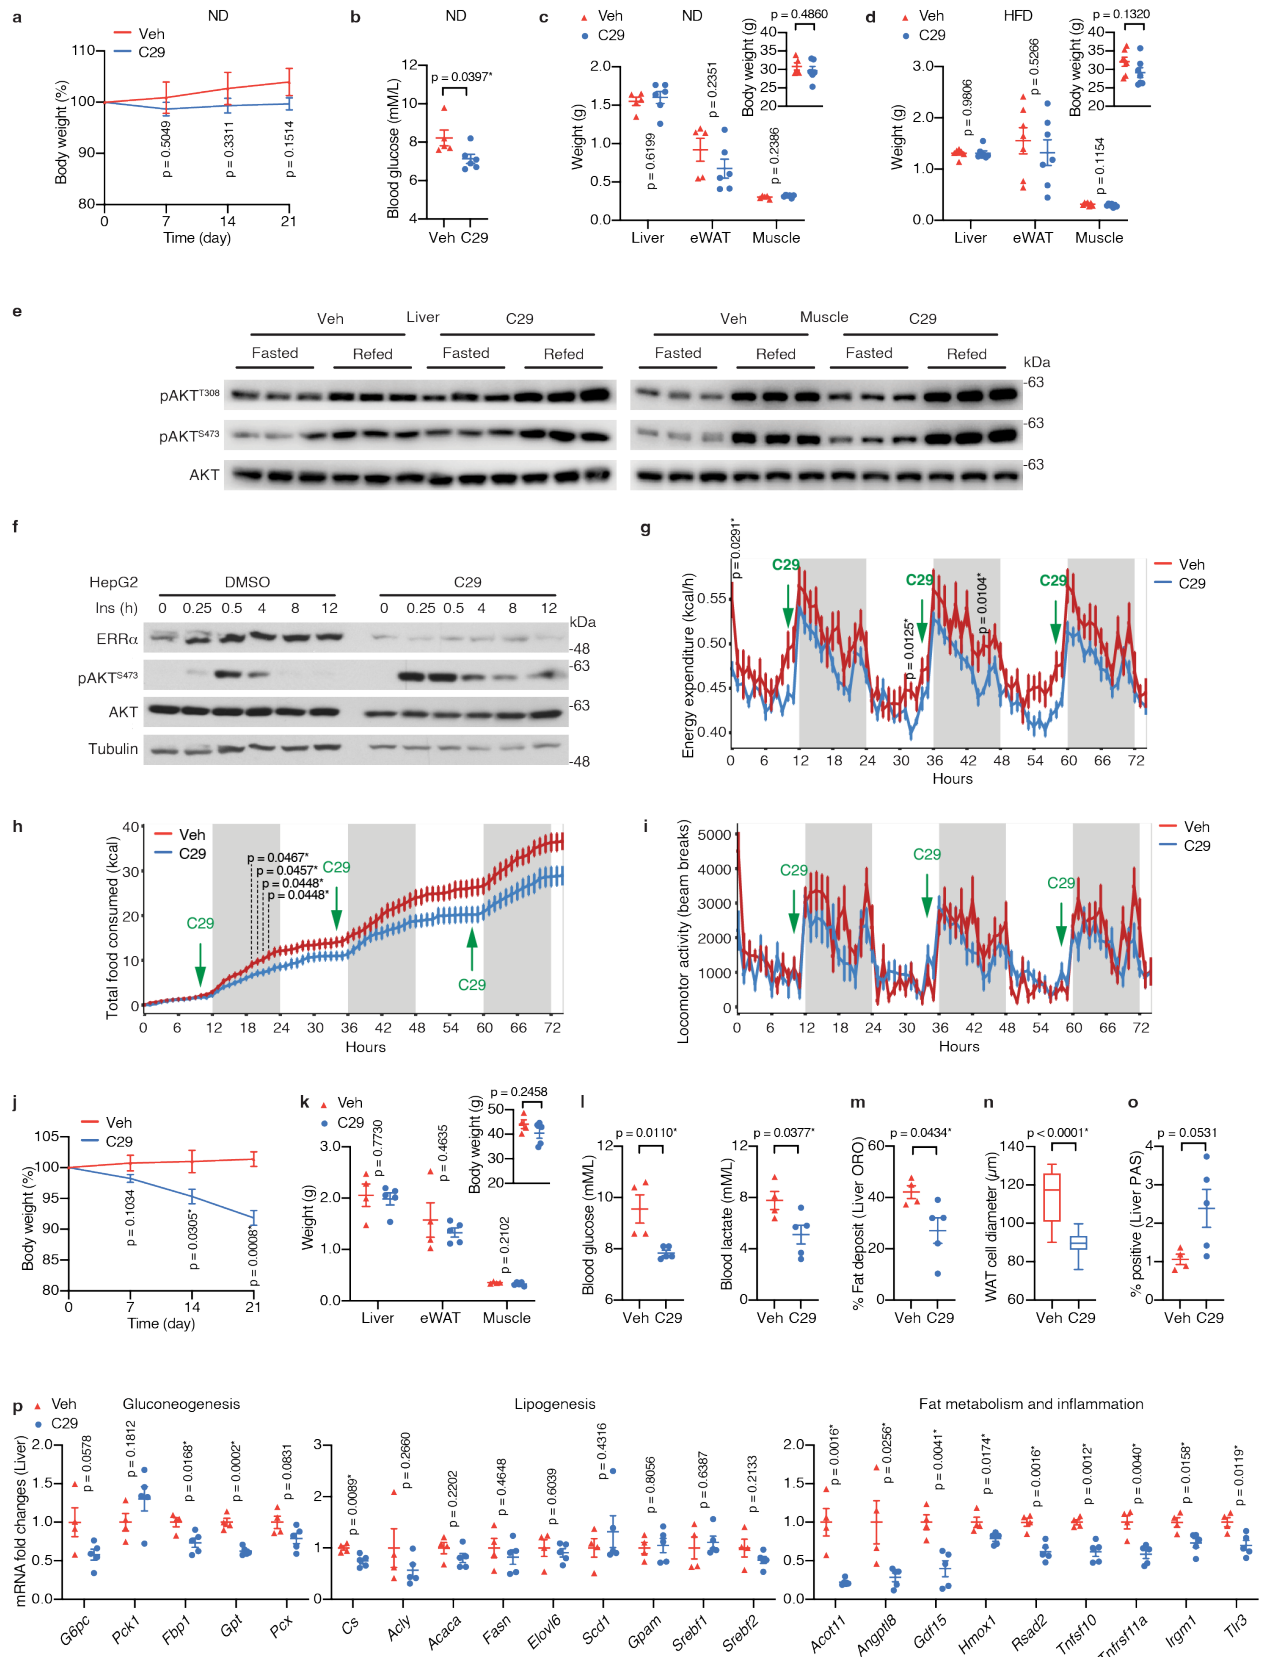

**Supplementary Fig. 7 | Pharmacological ERR $\alpha$  inhibition improves metabolism in ERR $\alpha$ <sup>3SA</sup> mice.** **a-c** Analysis of the effects of 3-week C29 injections on ND-fed ERR $\alpha$ <sup>3SA</sup> mice initiated at 12-weeks of age (Veh, n = 5; C29, n = 6). **a** Body weight changes (%) during the injections. Fed blood glucose (**b**), tissue and body weights (**c**) after 21 days of injections. **d** Tissue and body weights of HFD-fed ERR $\alpha$ <sup>3SA</sup> mice after 21 days of injections (n = 7 per group). See also Fig. 7a. **e** Immunoblots of liver and muscle AKT phosphorylation in response to fasting and refeeding used in Fig. 7j. Each lane represents tissue from one mouse, n = 3 per group. **f**, Hepatocytes were treated with 5  $\mu$ M C29 for 1 day, then serum starved for another 12 h in the presence of C29 prior to 0.58  $\mu$ g/ml insulin treatment for the indicated times. **g-i** Effects of C29 on energy expenditure (**g**), total food consumed (**h**), and locomotor activity (**i**) during several days (n = 7 per group). See also Fig. 7i. **j-p** Effects of C29 on HFD-induced NAFLD (Veh, n = 4; C29, n = 5). See also Fig. 7l-r. **j** Body weight change (%) during 21 days of injection. Tissue and body weights (**k**), fed blood glucose and lactate levels (**l**) after 21 days of injections. **m-o** Quantitation of liver ORO (**m**), white adipocyte sizes quantified from four random sections per mouse (**n**), and liver PAS staining (**o**). See Fig. 7n for the stained sections. **p** Hepatic expression of genes involved in gluconeogenesis, lipogenesis, fat metabolism and inflammation. Data are represented as means  $\pm$  SEM (**a-d**, **g-m**, **o**, **p**). Box plots show centre line as median, bounds of box as 25th and 75th percentiles, whiskers as minima and maxima (**n**). \*p < 0.05, unpaired two-tailed Student's t test (**a-d**, **g-p**). Source data are provided as a Source Data file.

**Supplementary Fig. 8**

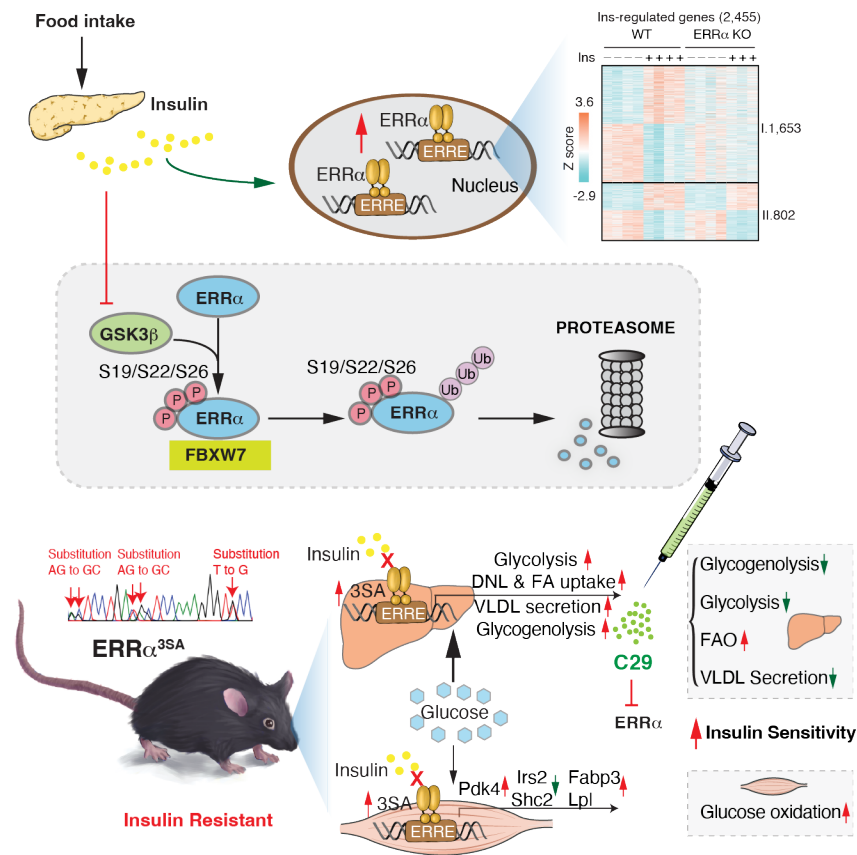

**Supplementary Fig. 8 | An ERR $\alpha$ -dependent insulin regulatory pathway.** A schematic model showing that ERR $\alpha$  is a potent and comprehensive insulin-responsive transcription factor. Insulin-dependent ERR $\alpha$  phosphorylation by GSK3 $\beta$  dictates ERR $\alpha$  stability control by FBXW7 through the proteasome. *In vivo* attenuation of this axis via genetic ablation of ERR $\alpha$  phosphorylation sites co-regulated by GSK3 $\beta$ /FBXW7 induces insulin resistance, which can be largely alleviated by ERR $\alpha$  pharmacological inhibitor C29.

## Supplementary references

1. Zhou, Y.Y. *et al.* Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun* **10** (2019).
2. Hancock, M.L. *et al.* Insulin Receptor Associates with Promoters Genome-wide and Regulates Gene Expression. *Cell* **177**, 722-+ (2019).
3. Chaveroux, C. *et al.* Molecular and Genetic Crosstalks between mTOR and ERR alpha Are Key Determinants of Rapamycin-Induced Nonalcoholic Fatty Liver. *Cell Metab* **17**, 586-598 (2013).
4. Seo, Y.K. *et al.* Genome-wide analysis of SREBP-1 binding in mouse liver chromatin reveals a preference for promoter proximal binding to a new motif. *P Natl Acad Sci USA* **106**, 13765-13769 (2009).
5. Shin, D.J. *et al.* Genome-wide analysis of FoxO1 binding in hepatic chromatin: Potential involvement of FoxO1 in linking retinoid signaling to hepatic gluconeogenesis. *Nucleic Acids Res* **40**, 11499-11509 (2012).
6. Hornbeck, P.V. *et al.* PhosphoSitePlus: a comprehensive resource for investigating the structure and function of experimentally determined post-translational modifications in man and mouse. *Nucleic Acids Research* **40**, D261-D270 (2012).
7. Soltis, A.R. *et al.* Hepatic Dysfunction Caused by Consumption of a High-Fat Diet. *Cell Rep* **21**, 3317-3328 (2017).

Uncropped immunoblots for Fig. 1a, c, e, g, i, k, 2a-e, g, i, 3b, c, f-j, 4c-k, 5b, c, 7m, o and uncropped gels for Fig. 3e.

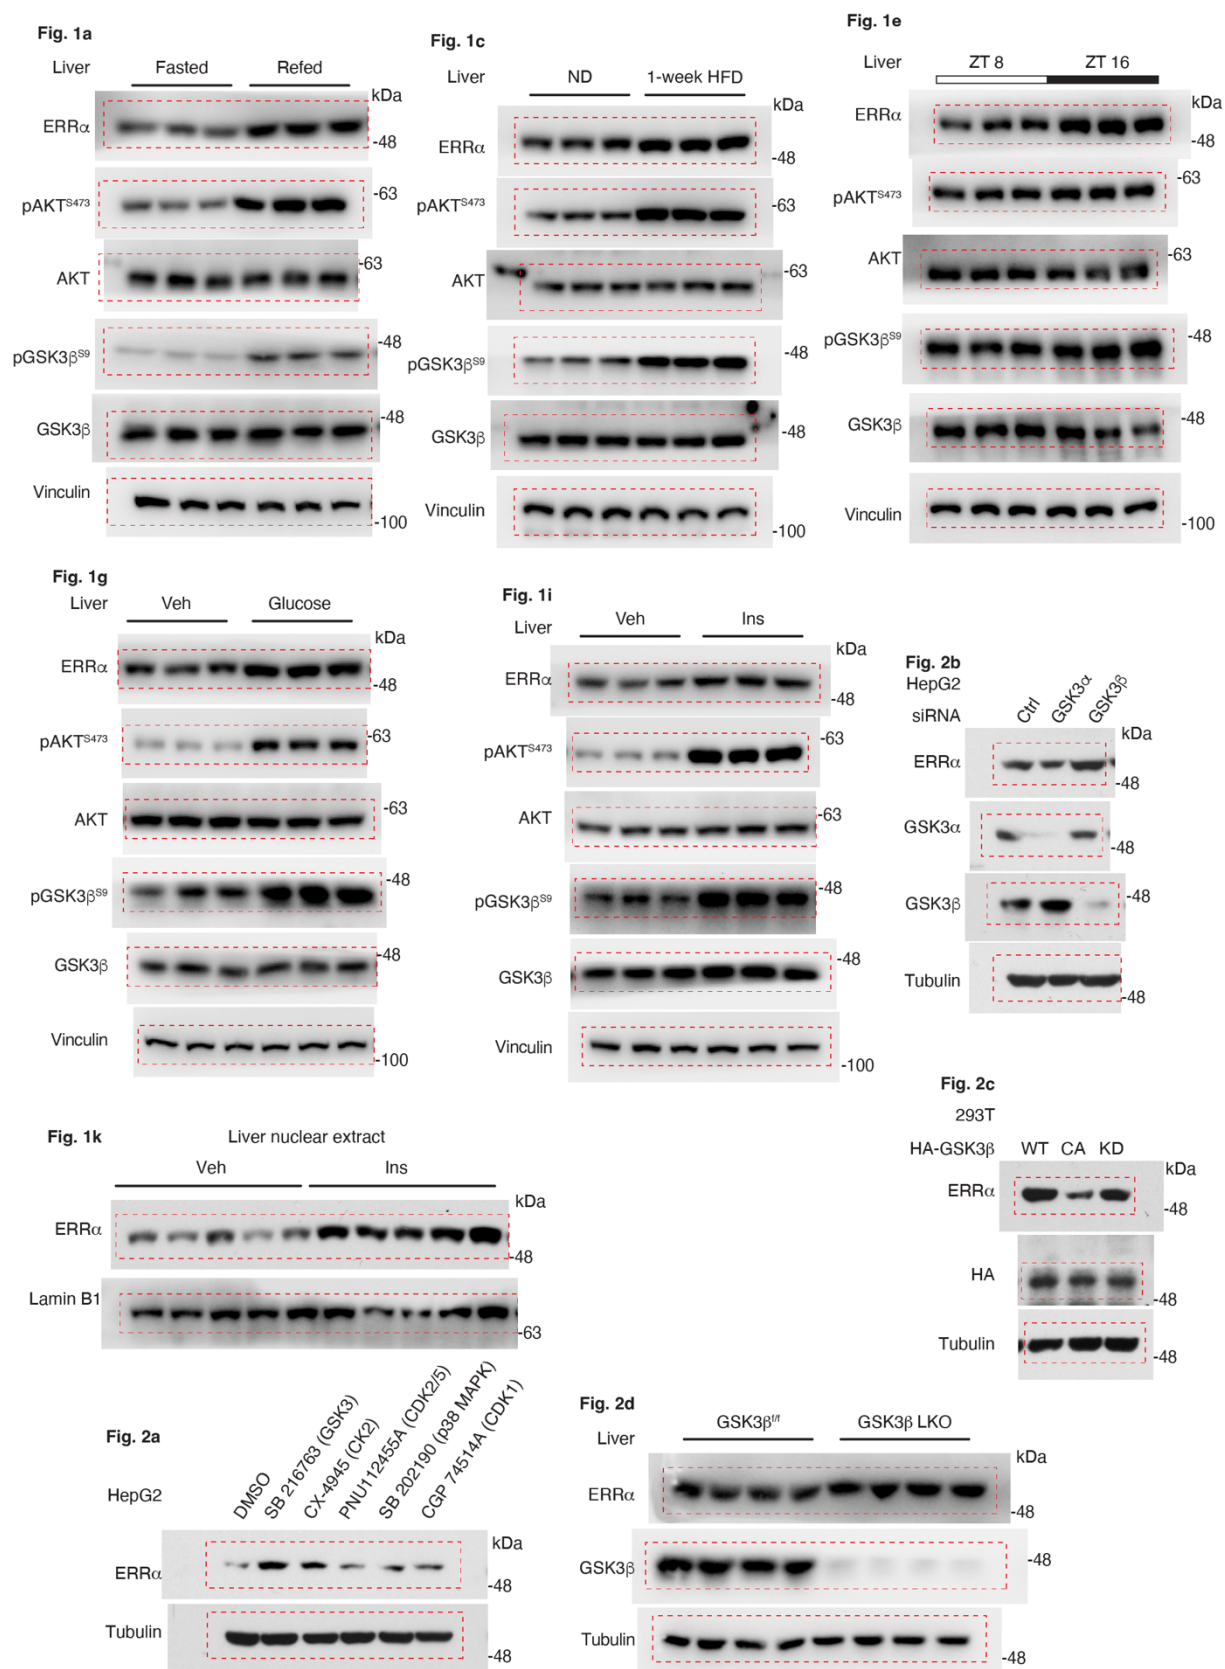

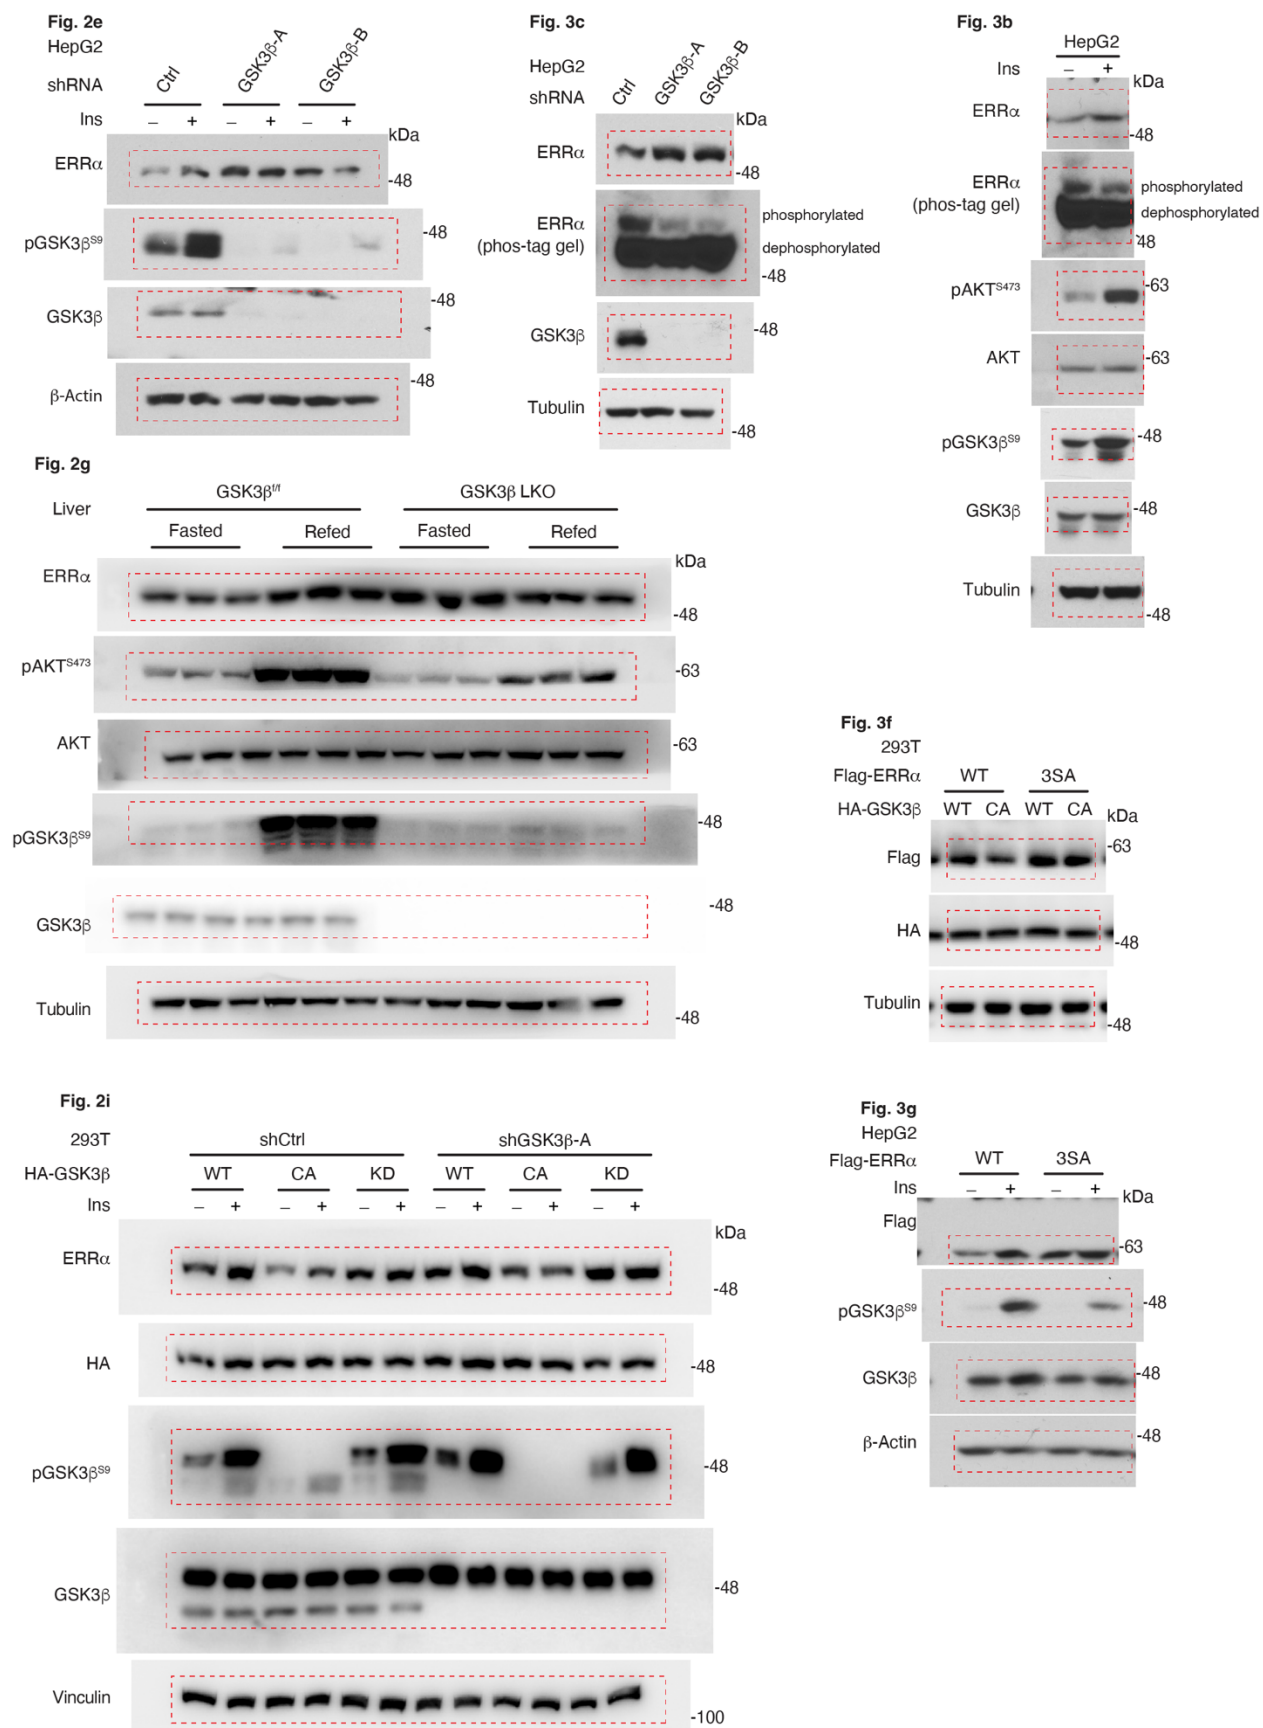

**Fig. 3e**

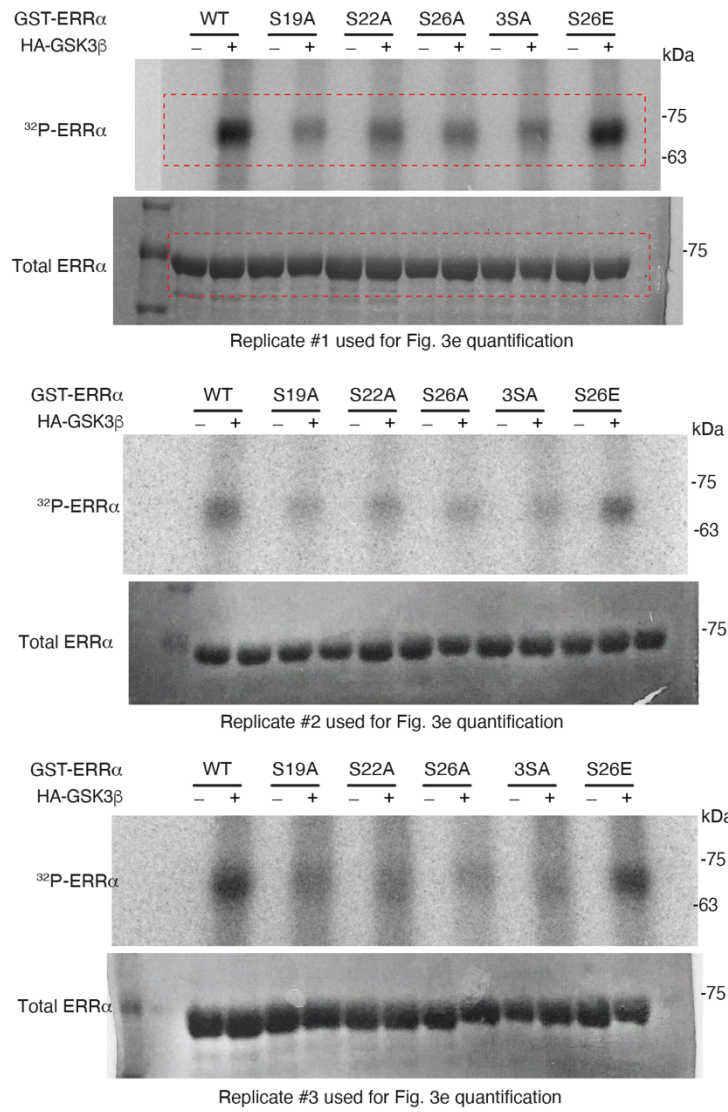

**Fig. 3h**

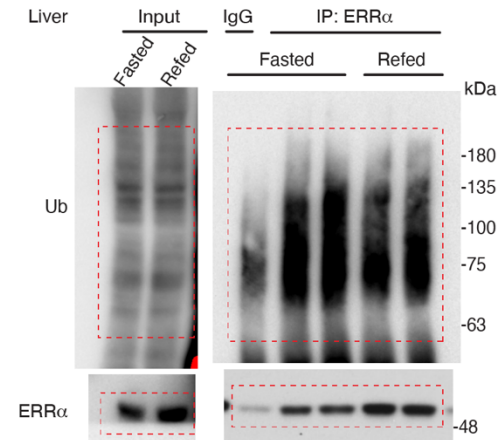

**Fig. 3i**

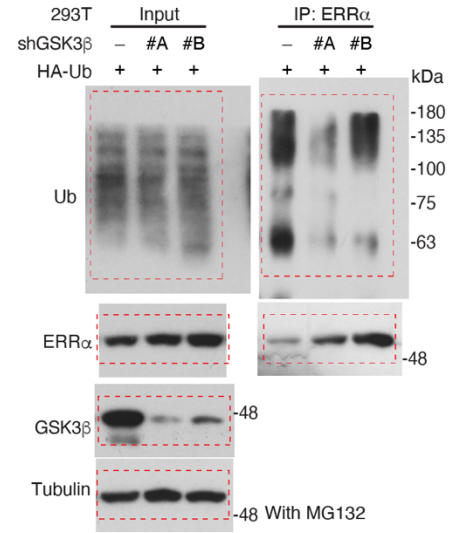

**Fig. 3j**

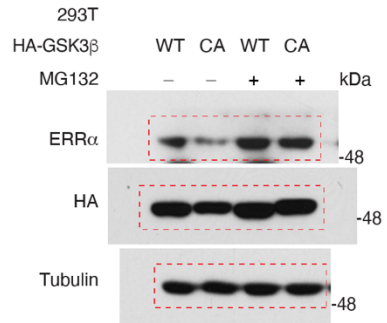

**Fig. 4c**

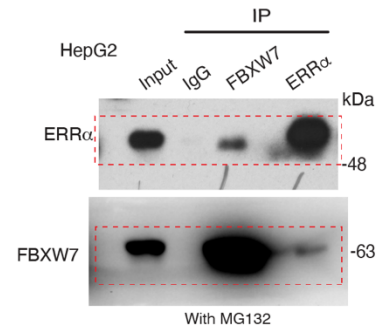

**Fig. 4d**

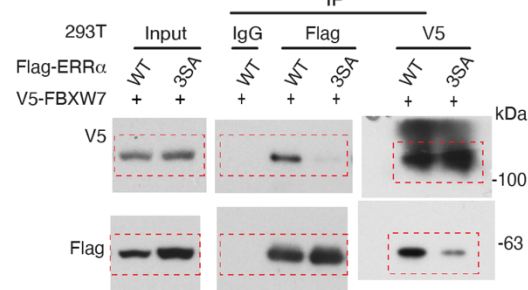

**Fig. 4e**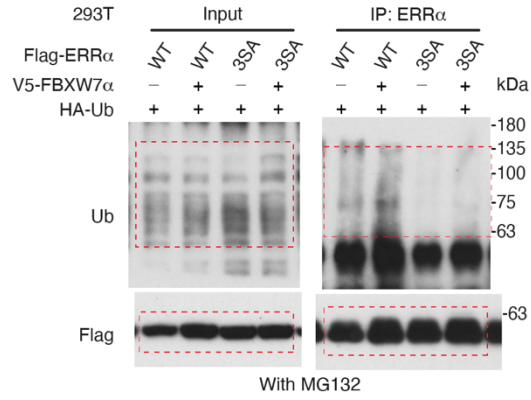**Fig. 4f**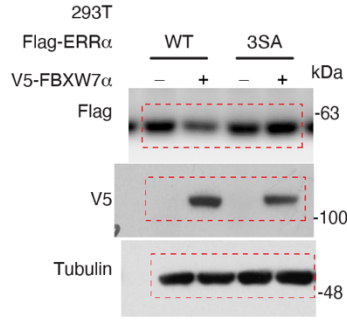**Fig. 4g**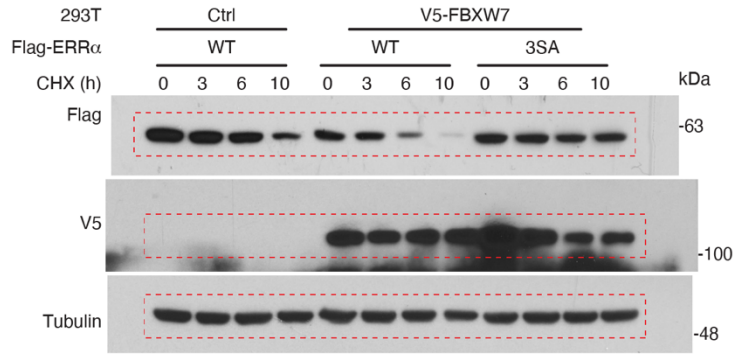**Fig. 4h**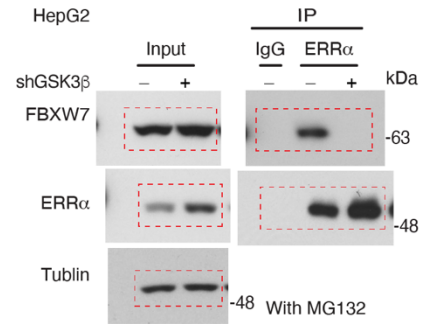**Fig. 4i**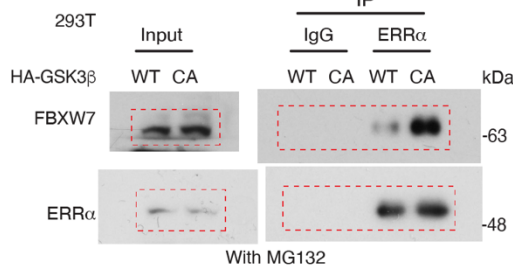**Fig. 4k**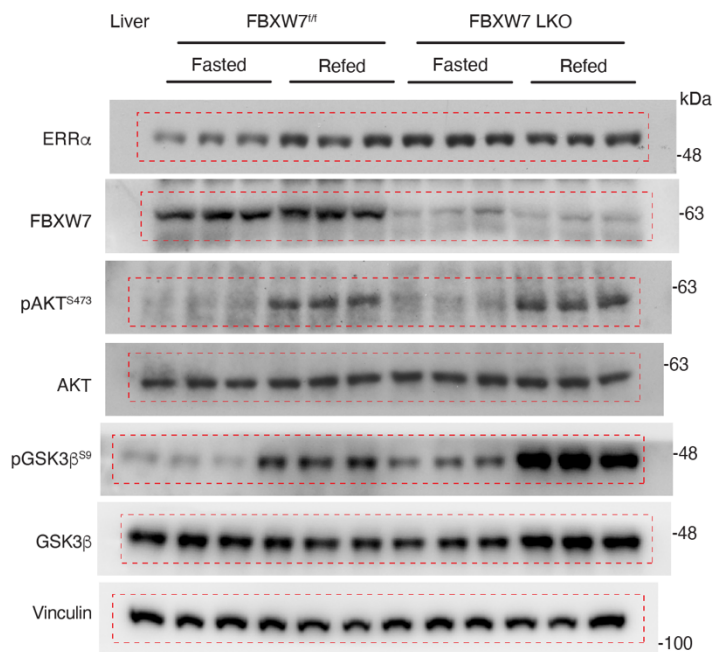**Fig. 4j**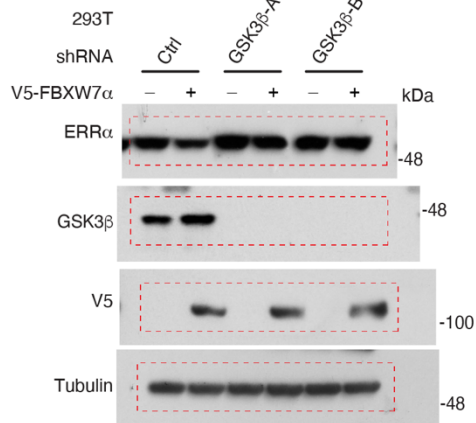

**Fig. 5b**

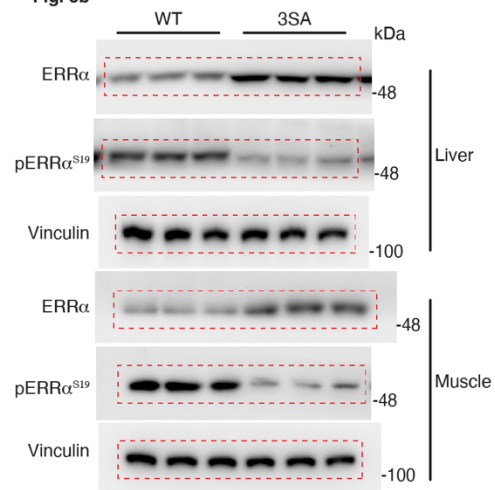

**Fig. 5c**

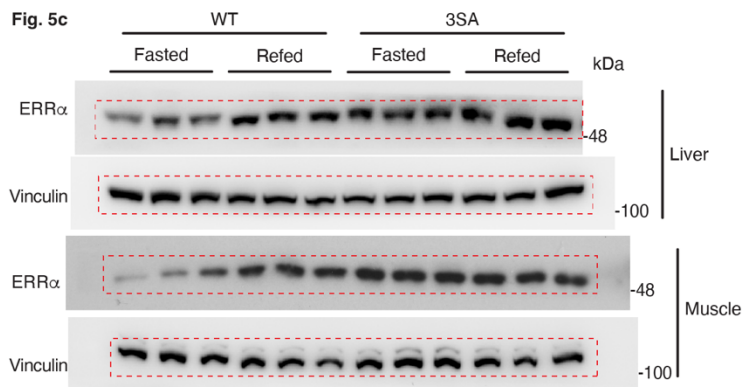

**Fig. 7m**

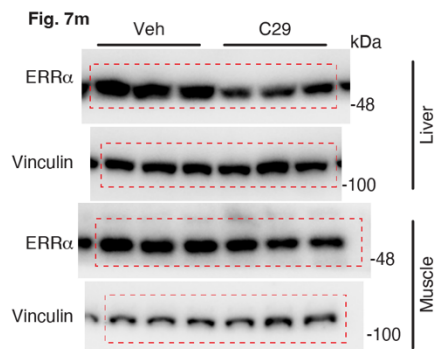

**Fig. 7o**

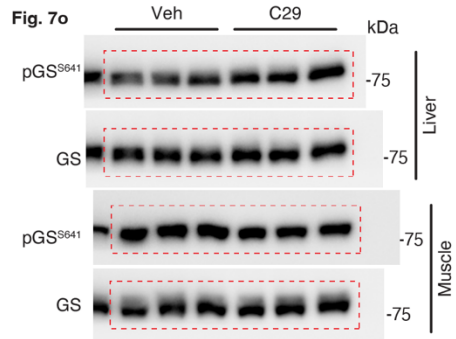

Uncropped histology staining sections for Fig. 5h, 6e, 7n.

Fig. 5h

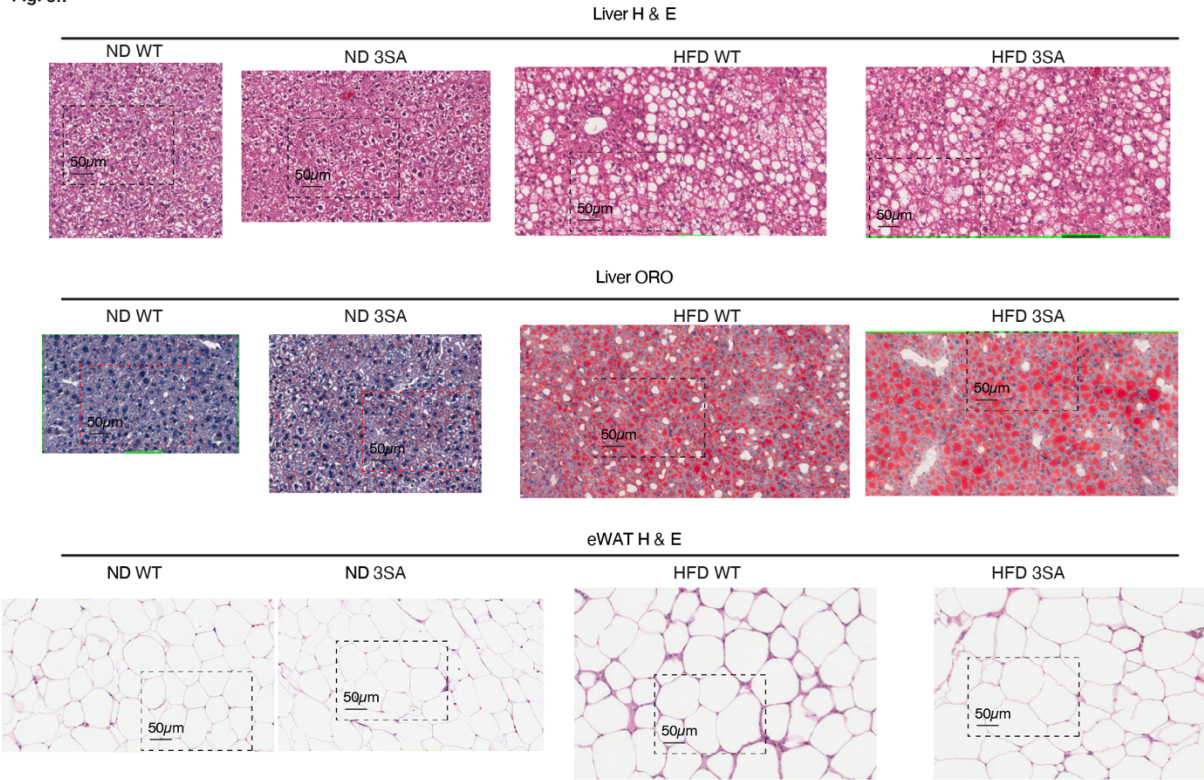

Fig. 6e

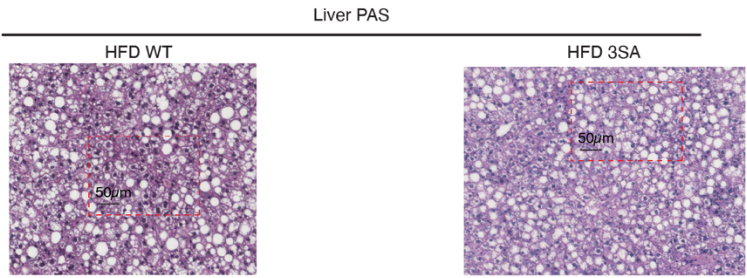

Fig. 7n

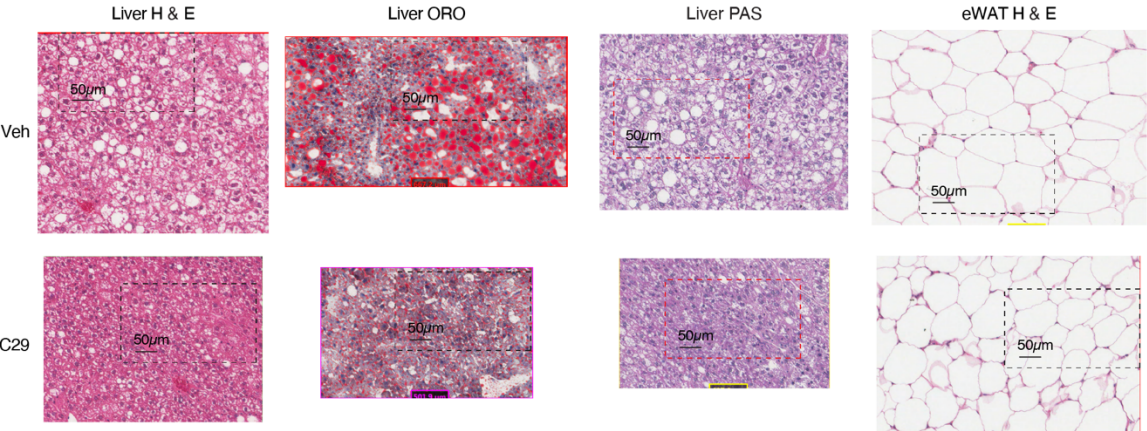

**Uncropped immunoblots and gels presented in Supplementary Fig. 1a, c, e, j, 2a-e, 3a, b, d, f, 4b-l, 5b-e, h, 6c, 7e, f**

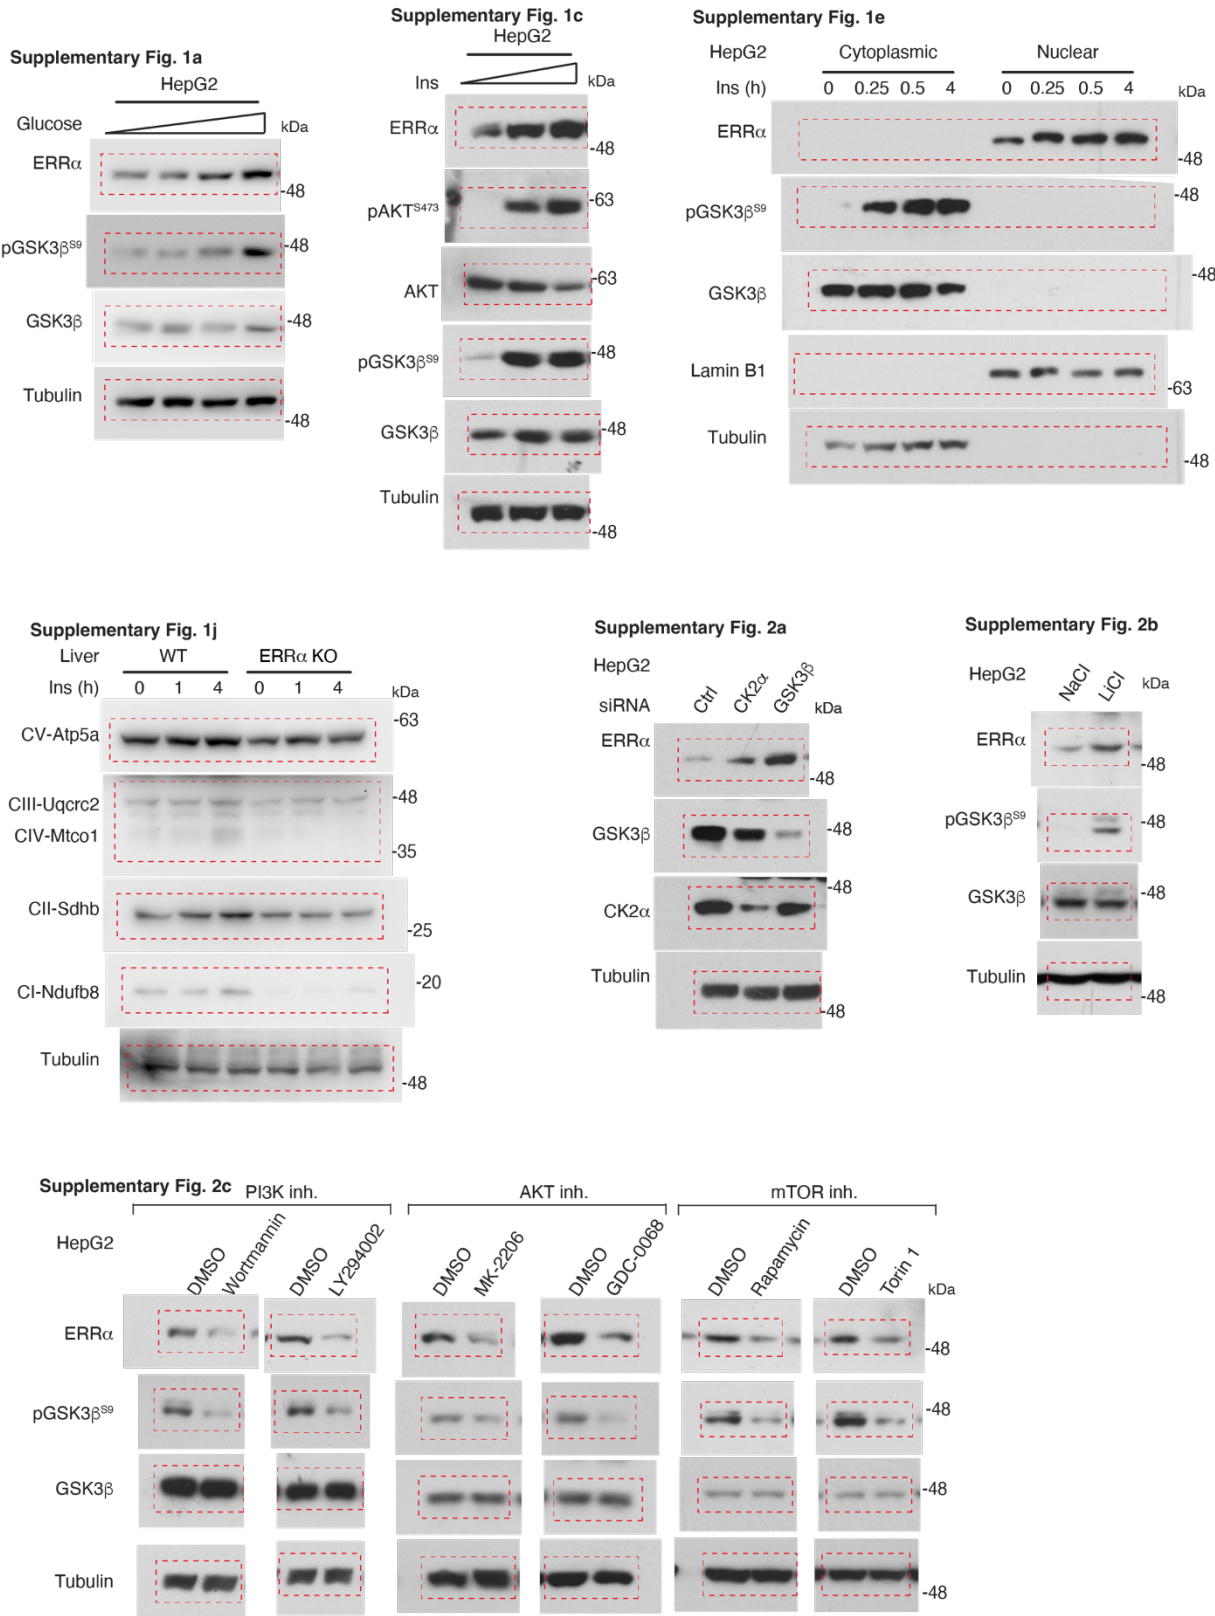

**Supplementary Fig. 2d**

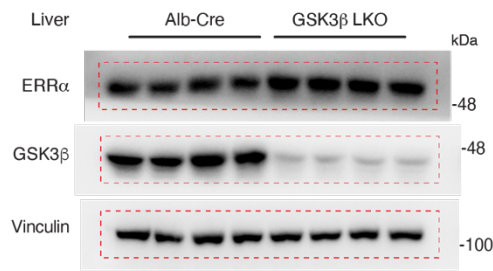

**Supplementary Fig. 2e**

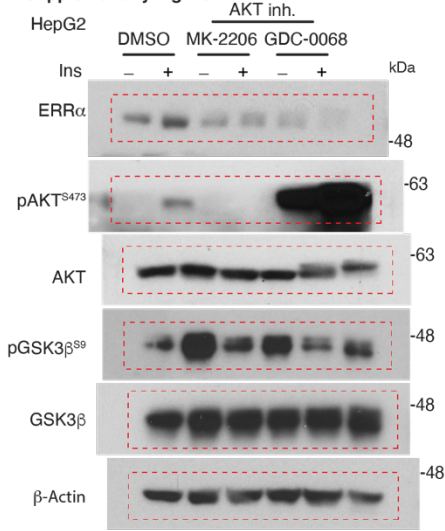

**Supplementary Fig. 3b**

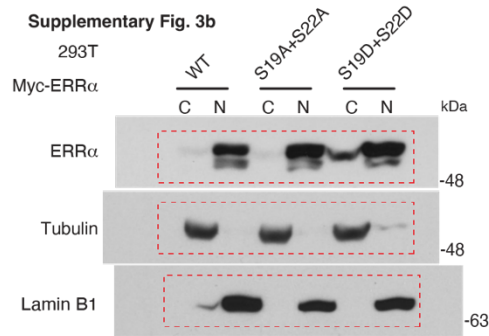

**Supplementary Fig. 3d**

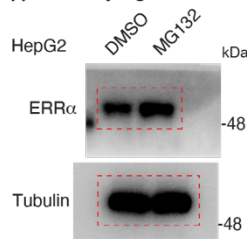

**Supplementary Fig. 3f**

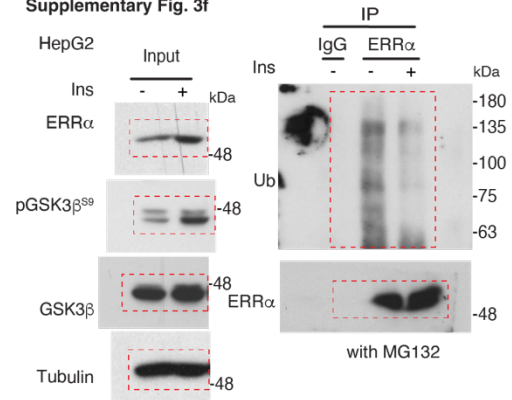

**Supplementary Fig. 3a**

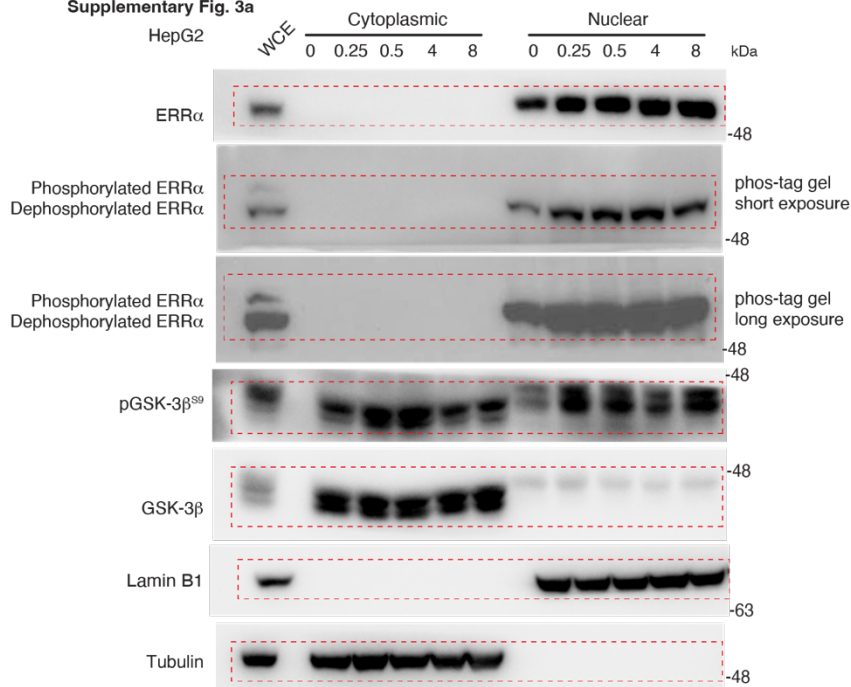

**Supplementary Fig. 4b**

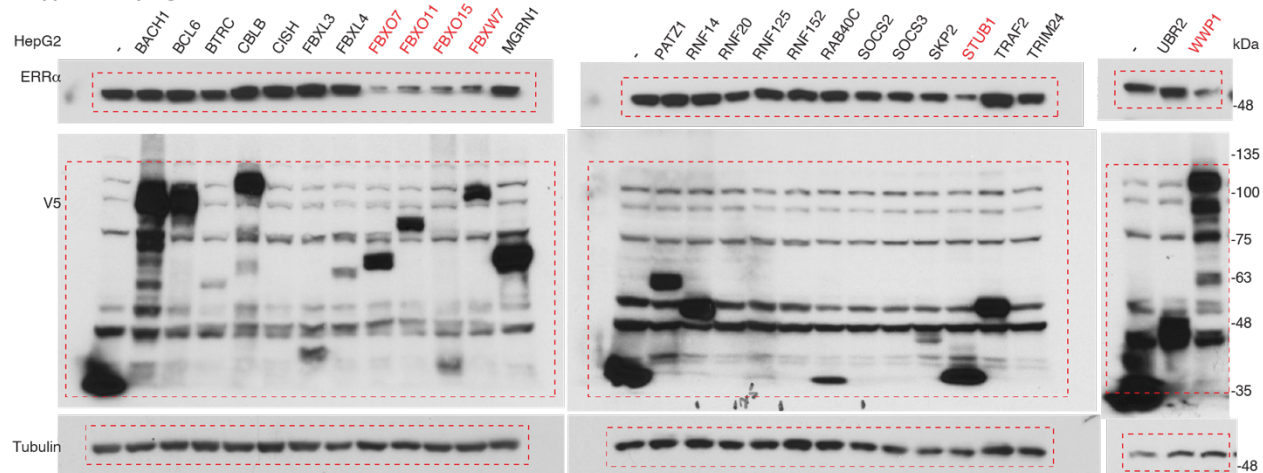

**Supplementary Fig. 4c**

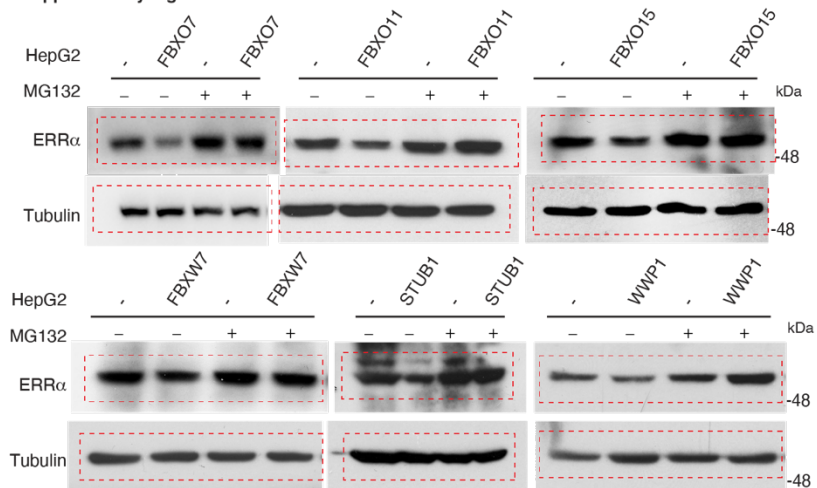

**Supplementary Fig. 4d**

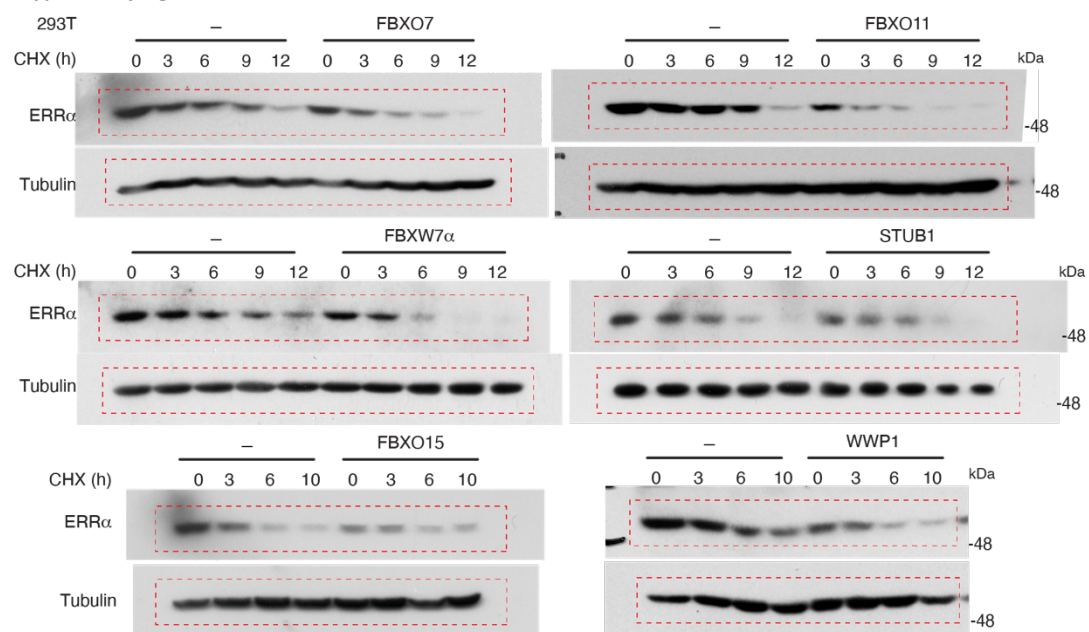

**Supplementary Fig. 4e**

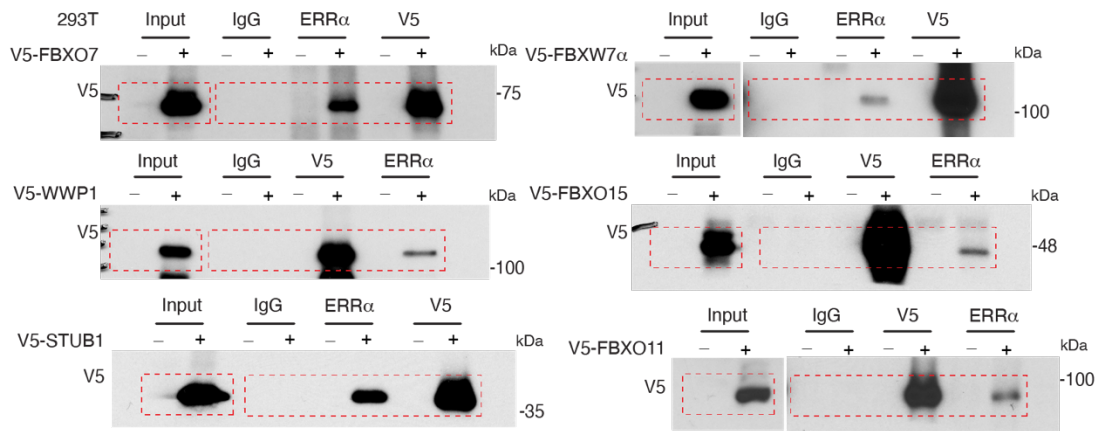

**Supplementary Fig. 4g**

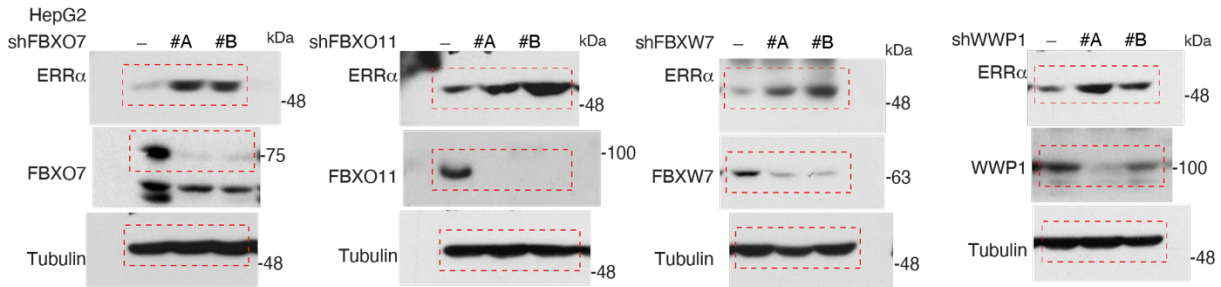

**Supplementary Fig. 4f**

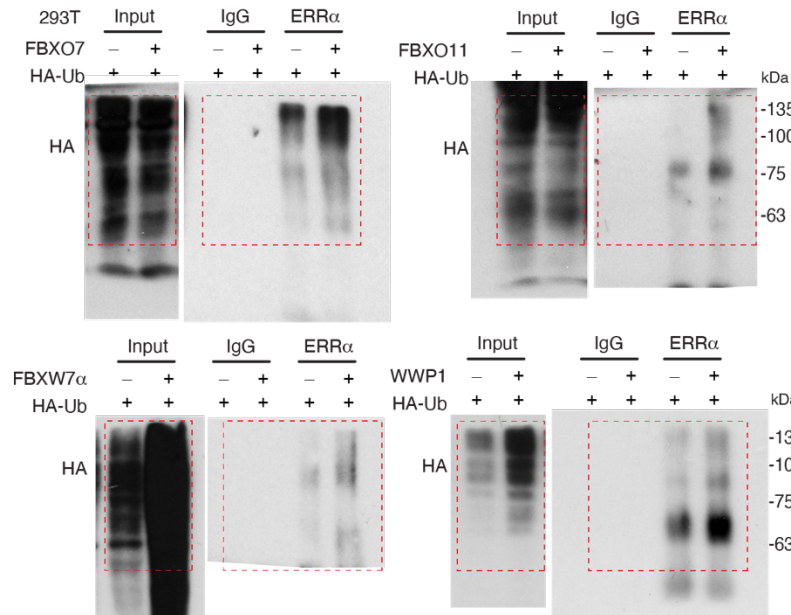

**Supplementary Fig. 4i**

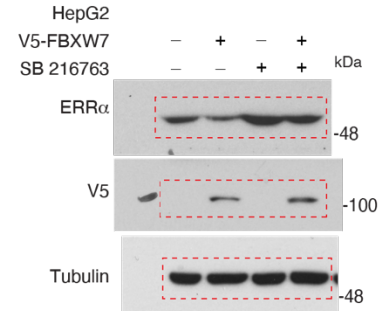

**Supplementary Fig. 4j**

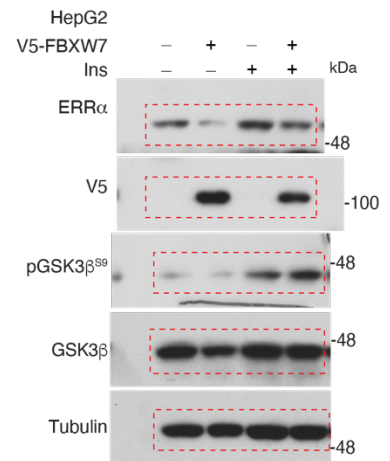

**Supplementary Fig. 4h**

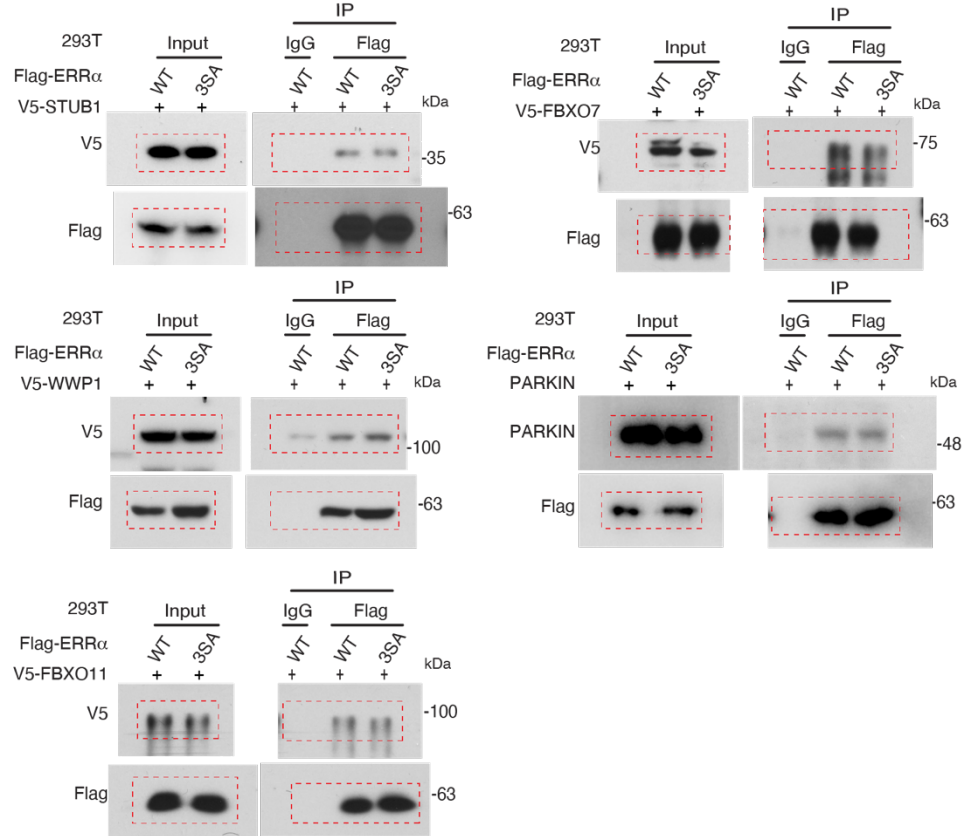

**Supplementary Fig. 4k**

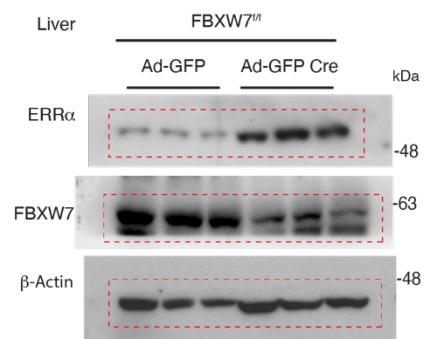

**Supplementary Fig. 4l**

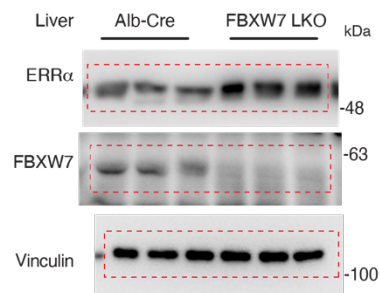

**Supplementary Fig. 5b**

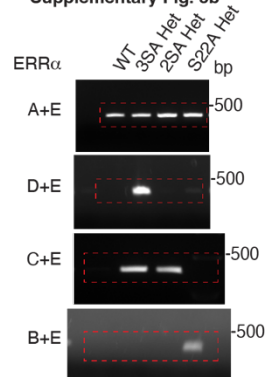

**Supplementary Fig. 5c**

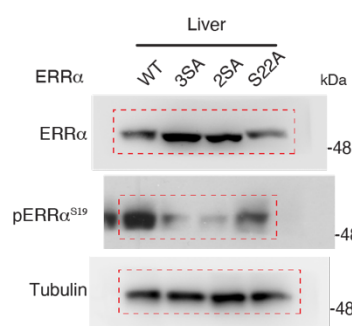

**Supplementary Fig. 5d**

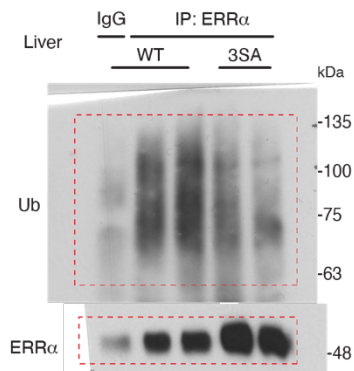

Supplementary Fig. 5e

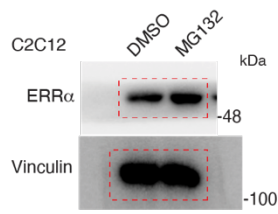

Supplementary Fig. 5h

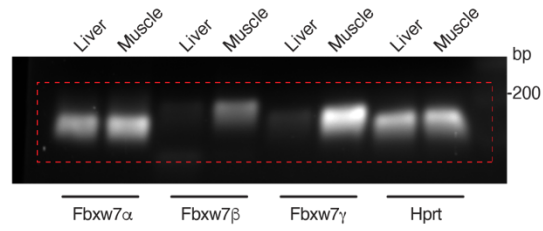

Supplementary Fig. 6c

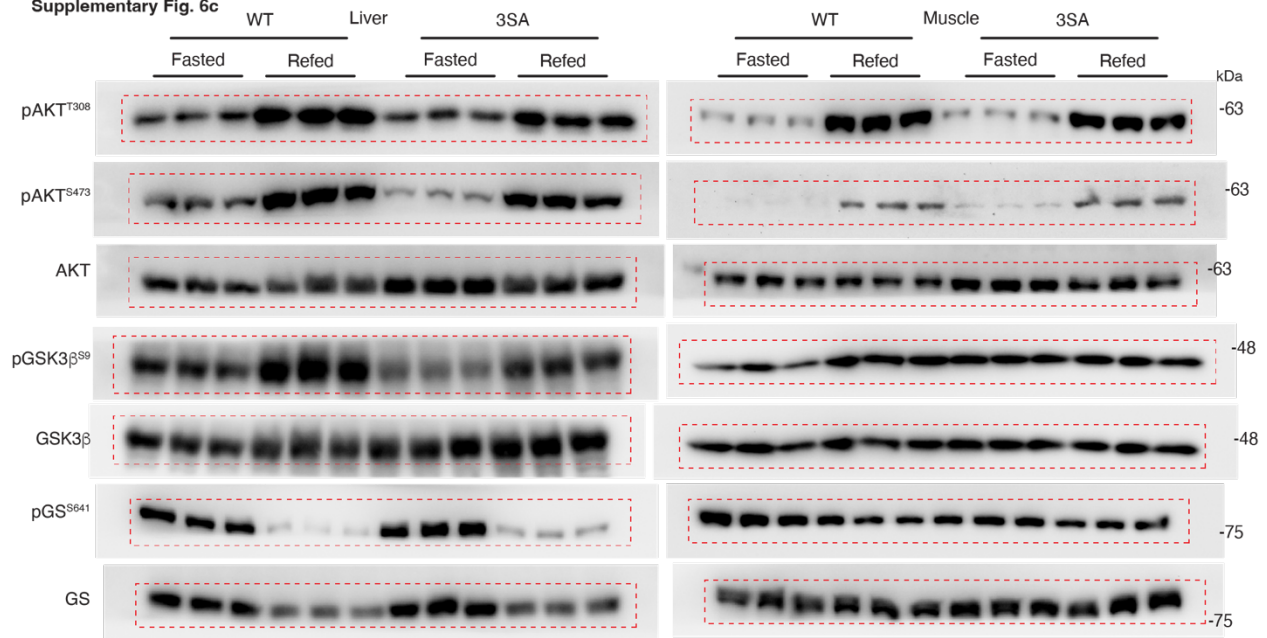

Supplementary Fig. 7e

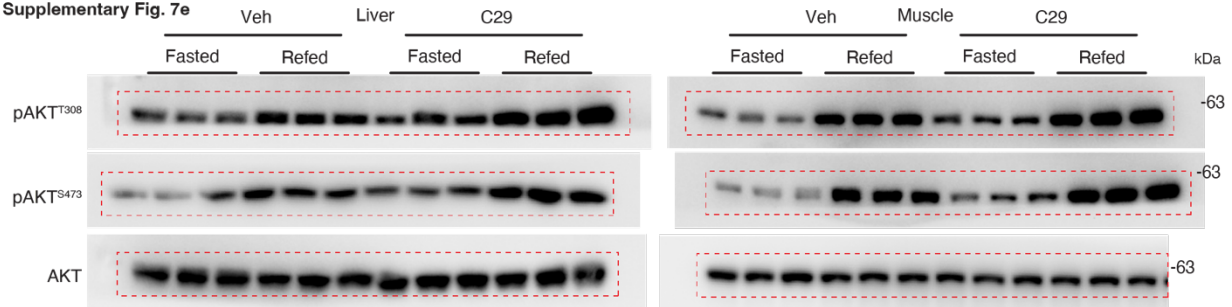

Supplementary Fig. 7f

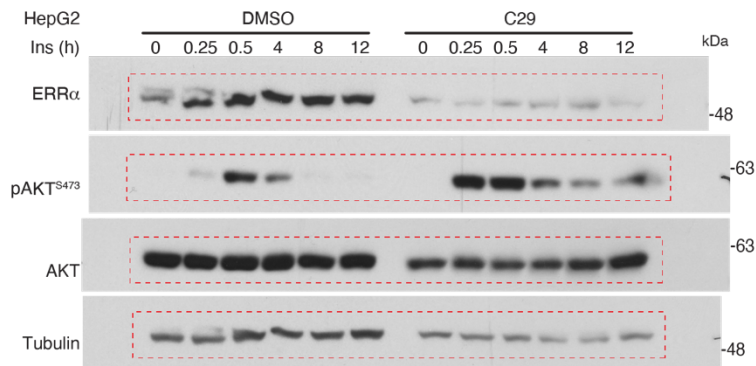

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Insulin action and resistance are dependent on a GSK3β-FBXW7-ERRα transcriptional axis
**Source:** Nat Commun. 2022 Apr 19;13:2105. doi: 10.1038/s41467-022-29722-6
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- 1: Western blot: Epson Perfection V700 Photo (Epson) and ChemiDoc MP imaging System.
- 2: Real-Time PCR: LightCycler 480 instrument (Roche).
- 3: Kinase assay images: Typhoon TRIO Variable Mode Imager (Amersham Biosciences).
- 4: Body composition: Echo MRI-100 body composition analyser (EchoMRI LLC).
- 5: Indirect calorimetry: Sable Systems International, Promethion high-definition behavioural phenotyping system.
- 6: Histology staining images: Aperio Scanscope XT (Leica Biosystems).

#### Data analysis

- 1: Immunoblots presentation and quantification: Adobe photoshop 2021, Adobe illustrator 2021, and ImageJ (with Java 1.8.0\_172).
- 2: RNA-seq analysis: STAR software (version 2.5); DESeq2 R package (version 1.14.1 and version 2\_1.6.3).
- 3: Transcriptome pathway analysis: Metascape (version 3.5).
- 4: Statistics and graphing: GraphPad Prism 9.
- 5: Indirect calorimetry data analysis and graphing: CalR (version 1.3).
- 6: Histology staining images: Aperio ImageScope (version 12.4.3.5008) (Leica Biosystems).
- 7: Phosphositeplus version 6.6.0.4

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

-Raw fastq file and raw gene counts of the liver RNA-sequencing data of WT and ERR $\alpha$  KO mice treated with saline or insulin as well as liver/muscle RNA-sequencing data of WT and ERR $\alpha$ 3SA mice generated in this study were deposited in Gene Expression Omnibus (GEO) under the accession number GEO: GSE182000 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182000>). Reference mouse genome mm10 downloaded from the genome website browser (<http://hgdownload.cse.ucsc.edu/goldenpath/mm10/bigZips/>) was used for data analysis. Analyzed RNA-seq data are provided in Supplementary Data 1, 2 and 6.

-Mouse ERR $\alpha$  ChIP-seq GEO: GSE43638 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43638>), Liver/muscle RNA-sequencing of insulin treatment GEO: GSE117741 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117741>), RNA-sequencing of insulin treatment in HepG2 cells GEO: GSE107334 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107334>), and liver RNA-sequencing of HFD C57BL/6 mice GEO: GSE77625 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77625>) used in this study were from the original study and downloaded from GEO.

-This paper does not report original code.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not compute statistical analyses to predetermine sample sizes before performing experiments. For in vivo study, sample size was chosen based on prior experience (PMID:14585956, PMID:29635284), and animal availability. Sample size was determined to be adequate based on the consistency of measurable differences and significance level required to attain statistical significance of $p < 0.05$ between groups. Sample sizes for in vitro experiments (at least three independent experimental replicates) were chosen based on the standard practice of the field. Sample sizes are indicated for each experiment in the manuscript.      |
| Data exclusions | In principle, data were only excluded for failed experiments and mice that were found to have some health condition at the time of dissection. For the measurement of serum insulin level in Fig. 6b, one 3SA fed mouse, one WT fasted mouse, and one 3SA refed mouse were excluded because of failure of getting enough high-quality serum. For the measurement of body weight in Fig. 5e, one cage (containing two WT mice and one 3SA mouse) was excluded because of severe fighting cases.                                                                                                                                                            |
| Replication     | All experiments were successfully replicated in at least 2 independent experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | For in vivo study, mice analyzed were age matched, littermates and weight matched whenever possible, and they were then randomly allocated to each experimental group. For in vitro experiments, groups were allocated based on the genetic background of cells and different pharmacological treatments, thus no randomization was required. Randomization is not applicable for analyzing public dataset as groups have already been determined.                                                                                                                                                                                                        |
| Blinding        | Investigators were not blinded to experimental conditions for planning of experiments due to the complexity of the experiments, e.g. western blots require samples to be loaded in appropriate orders and mice in different genotypes were measured in the rotation manner to avoid the effects caused by difference in time. Data collection on indirect calorimetry is automated and confers high objectivity. The investigators were not blinded to group allocation during analysis of indirect calorimetry data, because software CalR (Version 1.3) was used for automatic quantification and unbiased comparison of differences between genotypes. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

ERR $\alpha$  rabbit antibody:1:1000 dilution;Abcam;cat. no.ab76228  
 ERR $\alpha$  mouse antibody:1:1000 dilution;Novus Biologicals;cat. no.NBP2-45523;Clone OTI2C12  
 Phospho-AKT (Ser473) antibody:1:1000 dilution;Cell Signaling Technology;cat. no.4060S  
 AKT antibody:1:1000 dilution;Cell Signaling Technology;cat. no.9272S  
 Phospho-GSK-3 $\beta$  (Ser9) antibody:1:1000 dilution;Cell Signaling Technology;cat. no.9322S  
 GSK-3 $\beta$  antibody:1:1000 dilution;Cell Signaling Technology;cat. no.12456S  
 GSK-3 $\alpha$  antibody:1:1000 dilution;Cell Signaling Technology;cat. no.4337S  
 Vinculin antibody:1:2000 dilution;Sigma-Aldrich;cat. no.MAB3574;Clone VllF9  
 Lamin B1 antibody:1:2000 dilution;Cell Signaling Technology;cat. no.12586S  
 alpha-Tubulin antibody:1:5000 dilution;Cedarlane;cat. no.CLT9002;Clone DM1A  
 Total OXPHOS Rodent WB Antibody Cocktail:1:5000 dilution;Abcam;cat. no.ab110413  
 HA antibody:1:500 dilution, 0.5  $\mu$ g/IP for IP;Santa Cruz Biotechnology;cat. no.sc-805  
 beta Actin antibody:1:2000 dilution;Abcam;cat. no.ab8226;Clone mAbcam 8226  
 CK2 $\alpha$  antibody:1:200 dilution;Santa Cruz Biotechnology;cat. no.sc-373894;Clone E-7  
 Flag antibody:1:2000 dilution for WB, 0.5  $\mu$ g/IP for IP;Sigma-Aldrich;cat. no.F1804;Clone M2  
 Ubiquitin antibody:1:1000 dilution;Cell Signaling Technology;cat. no.3933S  
 FBXW7 antibody:1:1000 dilution;Abcam;cat. no.ab109617  
 FBXW7 antibody used for studies involving FBXW7 LKO mice:1:1000 dilution;R&D Systems;cat. no.MAB7776;Clone # 800201  
 V5 antibody:1:2000 dilution for WB, 0.5  $\mu$ g/IP for IP;Abcam;cat. no.ab9116  
 FBXO7 antibody:1:1000 dilution;Abnova;cat. no.H00025793-M01;Clone 4G8  
 FBXO11 antibody:1:500 dilution;Santa Cruz Biotechnology;cat. no.sc-393229;Clone E-9  
 WWP1 antibody:1:1000 dilution;LSBio;cat. no.LS C333953  
 Parkin antibody:1:200 dilution;Santa Cruz Biotechnology;cat. no.sc-32282;Clone PRK8  
 Phospho-ERR $\alpha$  (Ser19) antibody:1:2000 dilution;Dr. Vincent Giguère laboratory;PMID: 18063693  
 Phospho-Akt (Thr308) antibody:1:1000 dilution;Cell Signaling Technology;cat. no.9275S  
 Phospho-Glycogen Synthase (Ser641) antibody:1:2000 dilution;Cell Signaling Technology;cat. no.47043T  
 Glycogen Synthase antibody:1:2000 dilution;Cell Signaling Technology;cat. no.3886S  
 Rabbit IgG, HRP-Linked Whole Ab:1:5000 dilution;VWR;cat. no.CA95017-556L  
 Mouse IgG, HRP-Linked Whole Ab:1:5000 dilution;VWR;cat. no.CA95017-332L  
 Normal rabbit IgG:0.5  $\mu$ g/IP;Invitrogen;cat. no.10500C  
 Normal mouse IgG:0.5  $\mu$ g/IP;Invitrogen;cat. no.10400C  
 hERR $\alpha$  polyclonal antibody for IP: 1:250 dilution;Dr. Vincent Giguère laboratory;PMID: 14978033  
 Rabbit TrueBlot®: Anti-Rabbit IgG HRP:1:4000 dilution;ROCKLAND;cat. no.18-8816-33

## Validation

ERR $\alpha$  rabbit antibody:Abcam;cat. no.ab76228;Manufacturer's website:<https://www.abcam.com/estrogen-related-receptor-alpha-antibody-epr46y-ab76228.html>  
 ERR $\alpha$  mouse antibody:Novus Biologicals;cat. no.NBP2-45523;Clone OTI2C12;Manufacturer's website:<https://www.novusbio.com/PDFs2/NBP2-45523.pdf>  
 Phospho-AKT (Ser473) antibody:Cell Signaling Technology;cat. no.4060S;Manufacturer's website:<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>  
 AKT antibody:Cell Signaling Technology;cat. no.9272S;Manufacturer's website:<https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>  
 Phospho-GSK-3 $\beta$  (Ser9) antibody:Cell Signaling Technology;cat. no.9322S;Manufacturer's website:<https://www.cellsignal.com/products/primary-antibodies/phospho-gsk-3-beta-ser9-d3a4-rabbit-mab/9322>  
 GSK-3 $\beta$  antibody:Cell Signaling Technology;cat. no.12456S;Manufacturer's website:<https://www.cellsignal.com/products/primary-antibodies/gsk-3b-d5c5z-xp-rabbit-mab/12456>  
 GSK-3 $\alpha$  antibody:Cell Signaling Technology;cat. no.4337S;Manufacturer's website:<https://www.cellsignal.com/products/primary-antibodies/gsk-3a-d80e6-rabbit-mab/4337>  
 Vinculin antibody:Sigma-Aldrich;cat. no.MAB3574;Clone VllF9;Manufacturer's website:[https://www.emdmillipore.com/CA/en/product/Anti-Vinculin-clone-VllF9-7F9,MM\\_NF-MAB3574-25UG](https://www.emdmillipore.com/CA/en/product/Anti-Vinculin-clone-VllF9-7F9,MM_NF-MAB3574-25UG)  
 Lamin B1 antibody:Cell Signaling Technology;cat. no.12586S;Manufacturer's website:<https://www.cellsignal.com/products/primary-antibodies/lamin-b1-d4q4z-rabbit-mab/12586>  
 utm\_strategy=lev&utm\_conv=mon&utm\_stage=ous&utm\_tactic=ppc&utm\_region=hq&gclid=Cj0KCQIAkuP9BRCKARIsAKGLE8VtvGMbQUUx28nkmNiS3y1igcNtGp-MdcWDxeqkXjLqkZdygjjqZrAaAKKGEALw\_wcB&gclsrc=aw.ds  
 alpha-Tubulin antibody:Cedarlane;cat. no.CLT9002;Clone DM1A;Manufacturer's website:<https://www.biocompare.com/9776-Antibodies/91113-Mouse-AntiHuman-BetaTubulin-Monoclonal-antibody-Unconjugated-Clone-dm1a/>  
 Total OXPHOS Rodent WB Antibody Cocktail:Abcam;cat. no.ab110413;Manufacturer's website:<https://www.abcam.com/total-oxphos-rodent-wb-antibody-cocktail-ab110413.html>

HA antibody: Santa Cruz Biotechnology; cat. no. sc-805; Manufacturer's website: <https://datasheets.scbt.com/sc-805.pdf>  
 beta Actin antibody: Abcam; cat. no. ab8226; Clone mAbcam 8226; Manufacturer's website: <https://www.abcam.com/beta-actin-antibody-mabcam-8226-loading-control-ab8226.html>  
 CK2 $\alpha$  antibody: Santa Cruz Biotechnology; cat. no. sc-373894; Clone E-7; Manufacturer's website: <https://www.scbt.com/p/casein-kinase-ii-alpha-antibody-e-7>  
 Flag antibody: Sigma-Aldrich; cat. no. F1804; Clone M2; Manufacturer's website: <https://www.sigmaaldrich.com/CA/en/product/sigma/f1804>  
 Ubiquitin antibody: Cell Signaling Technology; cat. no. 3933S; Manufacturer's website: <https://www.cellsignal.com/products/primary-antibodies/ubiquitin-antibody/3933>  
 FBXW7 antibody: Abcam; cat. no. ab109617; Manufacturer's website: <https://www.abcam.com/fbxw7-antibody-ab109617.html>  
 FBXW7 antibody used for studies involving FBXW7 LKO mice: R&D Systems; cat. no. MAB7776; Clone # 800201; Manufacturer's website: [https://www.rndsystems.com/products/human-fbxw7-cdc4-antibody-800201\\_mab7776](https://www.rndsystems.com/products/human-fbxw7-cdc4-antibody-800201_mab7776)  
 V5 antibody: Abcam; cat. no. ab9116; Manufacturer's website: <https://www.abcam.com/v5-tag-antibody-ab9116.html>  
 FBXO7 antibody: Abnova; cat. no. H00025793-M01; Clone 4G8; Manufacturer's website: [http://www.abnova.com/products/products\\_detail.asp?catalog\\_id=H00025793-M01](http://www.abnova.com/products/products_detail.asp?catalog_id=H00025793-M01)  
 FBXO11 antibody: Santa Cruz Biotechnology; cat. no. sc-393229; Clone E-9; Manufacturer's website: <https://www.scbt.com/p/fbxo11-antibody-e-9>  
 WWP1 antibody: LSBio; cat. no. LS C333953; Manufacturer's website: <https://www.lsbio.com/antibodies/wwp1-antibody-wb-western-ls-c333953/344312>  
 Parkin antibody: Santa Cruz Biotechnology; cat. no. sc-32282; Clone PRK8; Manufacturer's website: <https://www.scbt.com/p/parkin-antibody-prk8>  
 Phospho-ERR $\alpha$  (Ser19) antibody: Dr. Vincent Giguère laboratory; PMID: 18063693; validated in ERR $\alpha$  phospho-mutant mice in this manuscript (Supplementary Fig. 5c)  
 Phospho-Akt (Thr308) antibody: Cell Signaling Technology; cat. no. 9275S; Manufacturer's website: <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-thr308-antibody/9275>  
 Phospho-Glycogen Synthase (Ser641) antibody: Cell Signaling Technology; cat. no. 47043T; Manufacturer's website: <https://www.cellsignal.com/products/primary-antibodies/phospho-glycogen-synthase-ser641-d4h1b-xp-rabbit-mab/47043?site-search-type=Products&N=4294956287&Ntt=+%28ser641%29+%28d4h1b%29+&fromPage=plp>  
 Glycogen Synthase antibody: Cell Signaling Technology; cat. no. 3886S; Manufacturer's website: <https://www.cellsignal.com/products/primary-antibodies/glycogen-synthase-15b1-rabbit-mab/3886>  
 Rabbit IgG, HRP-Linked Whole Ab: VWR; cat. no. CA95017-556L; Manufacturer's website: <https://ca.vwr.com/store/product/en/16776610/anti-igg-donkey-polyclonal-antibody-hrp-horseradish-peroxidase>  
 Mouse IgG, HRP-Linked Whole Ab: VWR; cat. no. CA95017-332L; Manufacturer's website: <https://ca.vwr.com/store/product/en/16776620/anti-igg-sheep-antibody-hrp-horseradish-peroxidase>  
 Normal rabbit IgG: Invitrogen; cat. no. 10500C; Manufacturer's website: <https://www.thermofisher.com/antibody/product/Rabbit-IgG-Isotype-Control/10500C>  
 Normal mouse IgG: Invitrogen; cat. no. 10400C; Manufacturer's website: <https://www.thermofisher.com/antibody/product/Rabbit-IgG-Isotype-Control/10400C>  
 hERR $\alpha$  polyclonal antibody for IP: Dr. Vincent Giguère laboratory; PMID: 14978033; validated in ERR $\alpha$ -null mice (PMID: 17488637)  
 Rabbit TrueBlot®: Anti-Rabbit IgG HRP: ROCKLAND; cat. no. 18-8816-33; Manufacturer's website: <https://rockland-inc.com/Product.aspx?id=42150>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HepG2, HEK293T, and C2C12 cells were from the ATCC (Manassas, VA, USA)                                                                                                                                                                                                                                                                                                                         |
| Authentication                                                    | Authentication of HepG2 cells was based on the expression of insulin-like growth factor II. Expression of muscle-specific Myosin heavy chain protein was assessed for the C2C12 cell line. HEK293T cells were not specifically authenticated beyond being obtained from ATCC. All cells were checked routinely for morphology and were used at a low passage to limit potential contamination. |
| Mycoplasma contamination                                          | All cells utilized were periodically tested for mycoplasma contamination using a mycoplasma PCR detection kit (cat. no. G238; Applied Biological Materials) and showed no signs of infection.                                                                                                                                                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines used are listed in the database of commonly misidentified cell lines.                                                                                                                                                                                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | All mice experiments used age-matched male littermates (2- to 3-month-old), unless otherwise specified. Mice were housed two to five per cage at a constant environment (ambient temperature: 18°C-24°C; relative humidity: 30%-70%) under a 12-h light/dark cycle (7am-7pm light, 7pm-7am dark) with ad libitum access to water and a standard normal diet (ND; Envigo, Teklad Rodent diet 2920x; 3.1 kcal/g, 24 kcal% protein, 16 kcal% fat, 60 kcal% carbohydrate) in an animal facility at McGill University. C57BL/6N ERR $\alpha$ KO mice were described previously (PMID: 14585956). FBXW7 floxed mice (Stock No: 017563) and GSK3 $\beta$ floxed mice (Stock No: 029592) on a C57BL/6J genetic background were obtained from the Jackson Laboratory and bred with Alb-Cre mice. Male C57BL/6J mice (Stock No: 000664), B6.Cg-Lepob/J mice (Stock No: 000632), and B6.BKS(D)-Leprdb/J mice (Stock No: 000697) aged 6 weeks were purchased from the Jackson Laboratory and allowed to acclimate for 2 weeks in our animal facility before tissue collection and examination. ERR $\alpha$ phospho-mutant mice on a C57BL/6N genetic background were generated by CRISPR/Cas9 gene editing at the McGill Integrated Core for Animal Modeling (MICAM). Transgenic lines were backcrossed with C57BL/6N mice directly purchased from Envigo to segregate alleles with potential off-targets. |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                  |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                       |
| Ethics oversight        | All mouse manipulations were performed in accordance with procedures approved by the McGill Facility Animal Care Committee within animal protocol 3173, and complied with ethical guidelines set by the Canadian Council of Animal Care. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

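RNA-seq data of both experiments were analysed from counts per gene. The first experiment held livers of WT and ERRα-/- mice given saline or insulin, with 4 samples in each group except for ERRα-/- mice given insulin, with 3. The second held livers and muscles of WT littermates and ERRα 3SA mice, with 4 samples in each group. Groups and replicate numbers were taken from the sample labels and the paper.

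The deposited values are raw counts of reads per gene, which the authors made by aligning paired-end reads of NEBNext Ultra libraries to mm10 with STAR and counting reads on genes with the same program. The authors did not normalize these deposited counts, and their own tests used DESeq2. Read alignment, read filtering and strand settings are the authors' and could not be changed here. Reads shared between paralogs or overlapping genes were assigned or left uncounted in that step.

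From the counts, log2 fold changes, standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test after TMM normalization, on genes kept by its filterByExpr function. Only the groups of a comparison entered its fit, and an interaction used its 4 groups. As in the paper's methods, DEGs had an unadjusted p under 0.05 and a fold change of at least 1.20, and Benjamini-Hochberg adjusted p-values were computed over all genes tested. CPM values used TMM library sizes, with a prior count of 2 where a log2 was taken. Gene sets (OXPHOS subunits, mitochondrial import, fatty acid oxidation and interferon-stimulated genes) were defined by gene symbol and compared by the mean log2 CPM over the set with two-sided exact permutation tests, 20 tests in all. Permutation tests of a difference between 2 effects regrouped labels within each genotype or tissue. Their null is no effect in either, and not equal effects, so their p does not isolate the difference. Only the test with a liver and a muscle as one mouse regrouped whole mice between the genotypes. Genes named in the text are *Esrra*, those the paper names for these samples, the genes of Fig. 6k, 6n and 6o, the genes of Fig. 1n as sets, and for each effect of insulin or of ERRα 3SA the 2 largest rises and 2 largest falls among genes with an adjusted p under 0.05 whose groups did not overlap, predicted genes left out. Other genes named are marked as chosen after their values were seen, and results of some genes are not reported here. The self-test drew counts from the real samples' means and library sizes with 200 genes changed by a log2 fold change of 1.5. Over 8 simulated comparisons of 13167 to 15207 genes, edgeR found 55.9 to 91.1% of the changed genes at an adjusted p under 0.05, with 0.909 to 7.74% of its calls false, and DESeq2 found 62.1 to 91.7% with 14.7 to 24.7% false.

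Depth was 35871419 to 48317108 counts per sample in the insulin experiment and 20481405 to 33412022 in the ERRα 3SA experiment. Folds against a group with at most 3 counts in every sample are lower bounds. Intervals on shares are 95% Clopper-Pearson intervals and cover counting error only. Replicates of one group were compared by a chi-square test over genes, and the closest pair had a chi-square of 6.75 per degree of freedom, so no samples were merged. Gene positions, exons and symbols came from the GENCODE annotation of GRCm38, the build that the paper names as mm10.

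The test, the normalization, the filter on low counts, the groups in the fit, the use of the replicate number as a block, the mean or median over a gene set and each sample left out in turn were varied, and the closing section gives their effect. The sample groups, tests, gene sets, rule for naming genes and these alternatives were fixed before the data were examined. DESeq2 1.42.0 was the alternative test, with and without shrunken fold changes. Replicate numbers come from the sample labels; same-numbered samples of one tissue are different mice, while the labels do not say whether a liver and a muscle of one genotype and number came from one mouse. The numbers were checked as pairs by the correlation of same-numbered samples' deviations from their group means. Tests of the difference between the tissues treat all samples as independent, and an alternative with such a liver and muscle as one mouse was chosen after the data were seen. On simulated data of 15207 genes that fit found 54.1% of the changed genes, with 7.02% of its calls false. Coverage of one gene by another was measured on the main transcript of each gene after a first measurement on the union of exons had been seen. ChIP-seq, proteomics, metabolomics and the other experiments of the paper were not analysed here.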

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

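In this part, the splits of the samples and the matched gene lists are tests chosen only after the result was seen, and the tests on single samples were set before their values were seen. Among 135 groups of 4 samples checked for a sample lying apart, 14 had one whose gap to the nearest other sample, over the range of the group, was above Dixon's 95% critical value, where chance gives 6.75. Part of the patterns below is therefore what chance gives.

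Replicate 1 of the ERRα 3SA muscles lay apart from the other ERRα 3SA muscles in 4 measures. It had 19.3% of its counts on mitochondrial genome genes against 9.15 to 9.85% (gap over range 0.931), and 16984 genes with counts against 20237 to 20878 (0.835). It also stood apart for *Fabp3*, at 8.83 log2 CPM against 9.17 to 9.22 (0.859), and for *Lpl*, at 11.21 against 9.70 to 9.82 (0.921). Its 10 most abundant genes took 33.3% of its counts, against 19.8 to 24.2% in the other muscles. Depth is not an explanation that remains, since the other 7 muscles thinned to its total kept at least 19673 genes with counts. Its deviations from the other muscles had a Spearman correlation across genes of 0.219 with transcript length, below the size of 0.3 set for that test, and of −0.604 with GC content, larger than in any other muscle. Liver marker genes took 0.000337% of its counts, within the range of the other muscles, and its slow minus fast fibre marker score of −3.12 lay within their range of −3.79 to −2.74. A candidate explanation that remains is a GC-dependent difference in its library, and a difference of the animal or the tissue piece cannot be told apart from it. Without this sample there were 2506 DEGs in muscle, 524 of them shared with the 639 over all samples. *Esrra* then had a log2 fold change of 0.60 in place of 0.28. The remaining ERRα 3SA muscles also differed from the WT muscles in their correlation with GC content (0.288 to 0.435 against −0.342 to 0.184). These numbers may therefore hold a library difference between the genotypes. Of the 8 muscle fits that each left out 1 sample, 1 called *Esrra*, which the fit over all samples did not call. Its unadjusted p was 0.000791 and its adjusted p 0.0373, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

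Replicate 2 of the WT livers with insulin lay apart with 14507 genes with counts against 16349 to 16591 in the other 3 (0.884), 1.88% of counts on mitochondrial genome genes against 3.88 to 4.17% (0.875), and *Esrra* at 6.60 log2 CPM against 5.75 to 5.88 (0.846). The other livers of the experiment thinned to its total kept at least 15154 genes with counts, so depth does not remain. Its deviations from the other livers had a Spearman correlation across genes of −0.469 with transcript length, larger in size than in any other liver, and of 0.0462 with GC content. A library with more counts on short transcripts is therefore a candidate explanation that remains. Without this sample, the log2 fold change of *Esrra* with insulin in WT mice was 0.43 (unadjusted p = 0.0163), the number of DEGs was 2149, and the OXPHOS difference was 0.19 (exact permutation p = 0.143).

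Replicate 4 of the ERRα 3SA livers had the lowest total, 20481405 counts against 22454730 to 22836176 (0.838), and the lowest OXPHOS mean, 6.03 against 6.56 to 6.62 log2 CPM (0.891). Correlations of its deviations were 0.253 with transcript length and −0.183 with GC content, both below the size of 0.3 set for the test. Without this sample the OXPHOS difference in liver was 0.054 in place of −0.085. No biological explanation was tested, since the labels give no other condition for this mouse.

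The other samples that lay apart did so in 1 or 2 measures, and no explanation was tested for them beyond the number that chance gives. *Pck1* was 12.32 log2 CPM in replicate 3 of the ERRα-/- livers with saline against 12.02 to 12.06 (0.873), and the same sample had 3.91% of its counts on mitochondrial genome genes against 3.16 to 3.21% (0.927). *Mdm1* was −0.22 log2 CPM in replicate 2 of that group against 0.53 to 0.66 (0.851). *Tnfsf10* was 2.79 in replicate 3 of the ERRα 3SA livers against 3.22 to 3.27 (0.897), and the fatty acid oxidation mean was 6.13 in replicate 3 of the WT muscles against 6.29 to 6.32 (0.840).

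The effect of insulin on the mitochondrial import genes differed between the genotypes by 0.29 on the log2 scale (exact permutation p = 0.0249, 0.169 after adjustment over the 20 set tests). The null of that test is no insulin effect in either genotype, and not an equal effect in both. Of the 22 genes, 20 were higher with insulin in WT livers. Random lists matched on transcript length, GC content and expression level rose as far in 0.320% of 10000 draws for insulin in WT livers, and in 1.58% for the difference between the genotypes. These properties therefore account for part of the difference at most, and an ERRα-dependent response of these genes is a hypothesis that remains.

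*Pck1* and *Eif1a* differed between the genotypes in the effect of insulin, with unadjusted p = 0.00265 and 0.0102, and neither passed adjustment over all genes (0.422 and 0.492 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pck1* fell in WT and rose in ERRα-/- livers, and without replicate 3 of the ERRα-/- livers with saline the difference was −0.77. *Abracl* and *mt-Tc* differed between liver and muscle in the effect of ERRα 3SA, by 1.95 (unadjusted p = 0.00142) and −1.08 (unadjusted p = 0.000153), with adjusted p = 0.559 and 0.270 over all genes by the same edgeR test with Benjamini-Hochberg adjustment. *Abracl* was at 0.492 ± 0.174 CPM (SD, n = 4) in WT muscle, so its change there rests on few counts. *mt-Tc* is a short tRNA gene, from 5192 to 5257 of the mitochondrial genome, and no technical explanation was tested for it.

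Among the genes with the largest rises and falls at an adjusted p under 0.05, those the paper does not discuss included, with insulin in WT livers, *Klhdc7a* (log2 fold change −3.17, adjusted p = 0.000343), *Dclk3* (−3.16, adjusted p = 0.00271) and *Myo16*, which was at least 9.75-fold higher with insulin (0 to 1 counts against 16 to 40, adjusted p = 0.00841), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each, all 4 mice given insulin lay on one side of all 4 given saline, which the rule for naming these genes required. In ERRα-/- livers they included *Csgalnact1*, at least 6.71-fold lower with insulin (17 to 29 counts against 0 to 1), *Mdm1* (2.77, adjusted p = 0.00480) and *Fam107a* (2.66, adjusted p = 0.00396), by the same edgeR test with Benjamini-Hochberg adjustment. Among these 6 genes, only *Csgalnact1* had an unadjusted interaction p under 0.05 (0.00241), and it did not pass adjustment (0.422). With each sample left out in turn, the log2 fold change of *Dclk3* ran from −3.48 to −2.87 and that of *Mdm1* from 2.52 to 2.91. No technical explanation was tested for these genes.

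The clock genes *Arntl* and *Dbp*, chosen after their values were seen, changed with insulin in both genotypes. *Arntl* rose by 2.42 on the log2 scale in WT livers (adjusted p = 0.00197) and by 1.45 in ERRα-/- livers (adjusted p = 0.0653), and *Dbp* changed by −2.11 (adjusted p = 0.00924) and −1.36 (adjusted p = 0.0232), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In WT livers, all 4 mice given insulin lay on one side of all 4 given saline for both genes. The difference between the genotypes had an unadjusted p of 0.0616 for *Arntl* and 0.123 for *Dbp*. The paper gives one collection time for all livers. No technical explanation could be tested for these genes. Livers collected at different times of day remain a candidate, which would touch every comparison of insulin with saline. A response of the clock to insulin is another hypothesis.

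With saline, ERRα-/- and WT livers differed in 11 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a comparison the paper does not report. They include *Esrra*, *Cdh1* (log2 fold change −2.98), *Wfdc2* (2.96), *Unc13b* (1.87), *Nav2* (−1.07), *As3mt* (1.03), *Mfsd2a* (0.99), *2310061I04Rik* (−0.99), *Arl4d* (0.81) and *Atp5o* (−0.66), and of these all but *Esrra* were named after their values were seen. In total 1520 genes passed the paper's criterion. Of the 8 splits of the 8 samples that part every same-numbered pair, 1 gave as many genes as 11 and 1 as many as 1520, the real one in both cases. A design with 8 such splits cannot give a share under 0.05. Over all 35 splits, which include those that keep same-numbered pairs together, the real one alone gave as many, 1 of 35 for both counts, and the others gave at most 1 gene at an adjusted p under 0.05 and 1339 DEGs. Of the genes named here, *Esrra* and *As3mt* lie on chromosome 19 and the other 8 on other chromosomes, so linkage to the knocked-out locus can apply among them to *As3mt* at most.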

How the results depend on the processing

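Each alternative changed one choice and kept the rest. Of 37 results (numbers of genes, the share of DEGs and gene set differences), 10 kept their direction and their side of the threshold, or stayed within 1.5 times the number of genes, under every alternative run, apart from paired tests and tests with a sample left out that are too small to reach the threshold. One of the 10 is the OXPHOS difference of ERRα-/- against WT mice with insulin, whose exact permutation p was 0.0286 with all samples and 0.0667 to 0.1 with a sample left out, the smallest that those groups allow. Among these are the 2322 and 2353 DEGs with insulin in WT and ERRα-/- mice, the 1520 DEGs of ERRα-/- against WT mice with saline, the import genes in WT mice and in the difference between the genotypes, and the interferon-stimulated genes in ERRα 3SA liver. The interferon result in ERRα 3SA liver kept the side above the threshold, with an exact permutation p of 0.0571 over all samples. In this part, the fit with liver and muscle of one number as one mouse is a test chosen only after the result was seen. For the changes below, the cause was not tested.

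DESeq2 gave more genes with an adjusted p under 0.05 in every comparison: 908 in place of 425 for insulin in WT mice, 971 in place of 398 in ERRα-/- mice, 238 in place of 11 for ERRα-/- against WT mice with saline, 241 in place of 8 with insulin, 43 and 56 in place of 0 for ERRα 3SA in liver and muscle, 2 in place of 0 for the genotype by insulin interaction and 25 in place of 0 for the tissue by genotype interaction. At an unadjusted p under 0.05, the tests with 0 had 996, 672, 1289 and 881 genes in edgeR. With shrunken fold changes these numbers were 900, 955, 228 and 226 in the insulin experiment and 37 and 55 in ERRα 3SA liver and muscle, and the DEGs in ERRα 3SA liver fell to 429. In simulated data of this size, DESeq2 also made the larger share of false calls.

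Without the filter on low counts, the adjusted numbers were 640 for insulin in ERRα-/- mice, 30 and 31 for ERRα-/- against WT mice with saline and insulin, 2 for ERRα 3SA liver and 1 for the tissue by genotype interaction, and the DEGs rose to 1050 in ERRα 3SA liver and 1071 in muscle. A minimum of 10 counts in every sample gave 14 genes for ERRα-/- against WT mice with insulin, and brought the import difference in ERRα 3SA liver, −0.10, to an exact permutation p of 0.0286. Fitting the 4 groups together gave adjusted numbers of 766 for insulin in WT mice, 262 in ERRα-/- mice, 96 for ERRα-/- against WT mice with insulin and 2 in ERRα 3SA muscle, 1013 DEGs in ERRα 3SA muscle, and a share of WT DEGs not called in ERRα-/- mice of 71.1%. With DESeq2's size factors, 66.7% of the genes at an adjusted p under 0.05 in ERRα-/- against WT mice with insulin were higher, against 50% (4 of 8) with TMM. These shares rest on few genes. Over the DEGs of that comparison, 48.4% were higher with the size factors and 45.7% with TMM.

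Same-numbered samples of one tissue are different mice, and deviations of same-numbered samples correlated by 0.103 for insulin in WT mice, and within ±0.1 elsewhere (−0.00408 for insulin in ERRα-/- mice, 0.0580 and 0.0350 for ERRα-/- against WT mice with saline and insulin, 0.0539 and −0.0432 for ERRα 3SA liver and muscle, 0.0435 and 0.0140 for the interactions). With the replicate number as a block, ERRα 3SA muscle had 334 DEGs, the share of WT DEGs not called in ERRα-/- mice was 61.6%, the import difference in ERRα-/- mice was −0.029 in place of 0.0030, and the OXPHOS difference between the genotypes was 0.37 (exact permutation p = 0.0469). Whether a liver and a muscle of one genotype and number came from one mouse is not given in the labels, and the correlations above, which also hold pairs between genotypes, do not settle it. Between such livers and muscles alone the correlation was 0.0271 in WT mice, where of the 24 pairings of the 4 livers with the 4 muscles 1, the labels' own, was as high, and 0.0196 in ERRα 3SA mice, where 9 of 24 pairings, the labels' own included, were as high. With such samples as one mouse, the tissue by genotype interaction had 623 genes at an unadjusted p under 0.05 in place of 881, 546 of them shared, and 0 at an adjusted p under 0.05, and the exact permutation p of the difference between the tissues was 0.229 for OXPHOS, 0.257 for import, 0.400 for fatty acid oxidation and 0.200 for the interferon-stimulated genes. Tests over 4 pairs cannot give a p under 0.125, nor over 3 pairs under 0.25. A median over the set in place of the mean gave an OXPHOS difference between the genotypes of 0.49 (exact permutation p = 0.0102), a muscle interferon difference of 0.34 (p = 0.0286 by the same exact test), and reversed the import difference in ERRα-/- mice to −0.13 and the fatty acid oxidation difference in ERRα 3SA muscle to −0.093.

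With each sample left out in turn, genes at an adjusted p under 0.05 ran from 105 to 409 for insulin in WT mice, from 42 to 608 in ERRα-/- mice, from 2 to 47 for ERRα-/- against WT mice with saline, from 3 to 48 with insulin, from 0 to 464 in ERRα 3SA muscle and from 0 to 369 for the tissue by genotype interaction. DEGs ran from 818 to 1778 for ERRα-/- against WT mice with insulin and from 378 to 2506 in ERRα 3SA muscle, and the tissue by genotype interaction had 713 to 2933 genes at an unadjusted p under 0.05. The share of WT DEGs not called in ERRα-/- mice ran from 60.8 to 71.6%. OXPHOS differences ran from 0.19 to 0.33 with insulin in WT mice, from −0.13 to 0.043 in ERRα-/- mice, from 0.22 to 0.40 between the genotypes, from −0.31 to −0.21 for ERRα-/- against WT mice with saline, from −0.16 to 0.054 in ERRα 3SA liver, from 0.11 to 0.31 in ERRα 3SA muscle and from 0.16 to 0.40 between the tissues. Import differences ran from −0.071 to 0.039 with insulin in ERRα-/- mice, from −0.13 to −0.042 in ERRα 3SA liver, from 0.034 to 0.27 in muscle and from 0.14 to 0.37 between the tissues. Fatty acid oxidation differences ran from −0.13 to 0.12 in ERRα 3SA liver and from 0.055 to 0.27 in muscle.

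For single genes named in the text, 343 of 386 values under the alternatives with all samples kept their side of the threshold, 21 were weaker and 22 stronger, and with a sample left out 395 of 474 kept it, 62 were weaker and 17 stronger. None of them reversed. Low depth limits *Myo16* with saline in WT mice and *Csgalnact1* with insulin in ERRα-/- mice, which had at most 1 count per sample, so their folds are lower bounds.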

Differences from the paper's values

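No value that the paper states for a measure computed here differed from it by more than the replicate spread and by more than 1.5 times. Some statements about single genes or sets were not met by edgeR's test, by the interaction test or by the set permutation tests used here, and the paper's own test, DESeq2, called *Cpt1a* and *Pdk4*, as given below. The paper states that insulin did not alter ERRα mRNA in mouse liver 4 h after its injection (Fig. 1l, whose group sizes differ from those of the sequenced livers). In the sequenced WT livers *Esrra* rose from 42.5 ± 7.94 to 67.6 ± 20.8 CPM (SD, n = 4 each), with a log2 fold change of 0.67 (standard error 0.21, unadjusted p 0.00754, and adjusted p 0.122 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was a DEG. The paper's own list for these livers gives it a log2 fold change of 0.60. All 4 mice given insulin were above all 4 given saline (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). Of the alternatives set before the data were examined, those that kept all samples gave 0.59 to 0.67 with unadjusted p from 0.00105 to 0.0114, and those with a sample left out 0.43 to 0.78 with p from 0.00514 to 0.0273, so all of them called it. The paper names *Cpt1a* among genes that insulin downregulates in WT mice. Its log2 fold change was −0.39 with an unadjusted p of 0.0570, so it was not a DEG. Of the alternatives set before the data were examined, it was a DEG with DESeq2 (unadjusted p 0.0365 with and without shrunken fold changes), without the filter on low counts (0.0447) and with the groups of the experiment fitted together (0.0265). It was also a DEG without WT saline replicate 3 (0.0469) and without WT insulin replicate 1 (0.0247). DESeq2's size factors in edgeR, the minimum of 10 counts and the replicate block did not call it, with p from 0.0567 to 0.0675.

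The paper lists *Cs* as upregulated by insulin in an ERRα-dependent manner. It was a DEG in WT and not in ERRα-/- mice, which is the paper's definition, and the genotype by insulin interaction had an unadjusted p of 0.485. That p ran from 0.374 to 0.515 under the alternatives set before the data were examined that kept all samples, and from 0.151 to 0.794 with a sample left out, so none of them called it. *Cpt1a* had an interaction p of 0.236.

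The paper places *Pdk4* among genes altered in both tissues of ERRα 3SA mice. In liver it was a DEG, though not with shrunken fold changes in DESeq2 (log2 fold change 0.25), with the replicate block (unadjusted p 0.0550) or in 4 of the 8 fits that each left out one sample (0.0547 to 0.0689). In muscle its log2 fold change was 0.65 with an unadjusted p of 0.0573. Of the alternatives set before the data were examined, it was called with DESeq2 (unadjusted p 0.0363, and 0.0366 with shrunken fold changes), without the filter on low counts (0.0317) and with the replicate block (0.0160). It was also called without WT muscle replicate 2 (0.0278) and without ERRα 3SA muscle replicate 1 (0.0260). DESeq2's size factors, the minimum of 10 counts and the fit of the 4 groups together did not call it, with p from 0.0545 to 0.0873.

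The paper states that mitochondrial genes were upregulated in ERRα 3SA muscle and not in liver. By Fisher's exact test across genes, which are not independent, DEGs with higher expression in muscle were more frequent than among all genes in the OXPHOS set (20 of 80, p = 3.70e-14), the import set (3 of 22, p = 0.0223) and the fatty acid oxidation set (3 of 23, p = 0.0251), and in liver none of the 78, 22 and 22 genes of these sets was a DEG. The exact permutation tests of the OXPHOS, import and fatty acid oxidation sets in muscle gave p = 0.257, 0.543 and 0.343, and those of the difference between the tissues 0.186, 0.250 and 0.459. Of the alternatives set before the data were examined, leaving out ERRα 3SA muscle replicate 1 took the muscle differences of all 3 sets to p = 0.0286 in the exact permutation test, and the differences between the tissues to 0.0486 for OXPHOS, 0.000816 for import and 0.160 for fatty acid oxidation.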

Other observations

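In this part, the splits of the samples, the matched gene lists, and the tests of immune cells, of a single liver sample and of overlapping genes are tests chosen only after the result was seen, and the simulation of a shared insulin effect and the swap of genotypes were set before.

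The share of WT DEGs not called in ERRα-/- mice, 64.7%, was set against data simulated with the same insulin effect in both genotypes, at the real samples' means, library sizes and dispersions. In 20 simulations the median share was 57.5% and the highest 59.3%, so a threshold applied to a shared effect can give most of the share. The simulated genes vary independently, while the real samples also hold shifts shared by many genes, such as the correlation of the insulin effect with transcript length (−0.26 in WT and 0.11 in ERRα-/- mice). The simulations also called more genes than the data, 2554 to 2705 against 2322 in WT and 2392 to 2513 against 2353 in ERRα-/- mice, and the share in the data ran from 60.8 to 71.6% with a sample left out. Whether a shared effect gives all of the share is therefore not settled. The simulations had 639 to 735 genes at an unadjusted interaction p under 0.05, against 1289 in the data, and 80.5 to 84.0% of the genes called in WT alone had the same direction in ERRα-/- mice, against 69.3% in the data. Swapping genotypes within same-numbered pairs gave a share as high in 29 of 100 splits, the real one included, with shares of the others from 50.5 to 73.9% and a median of 62.7%. Such swaps also carry the differences between the genotypes into the groups, so they are not a comparison without an effect. A difference between the genotypes in their response remains a hypothesis, and shifts shared across genes are another candidate.

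Other splits of the same samples were fitted in the same way. For insulin, 1 of the 8 splits that part every same-numbered pair gave as many genes in WT mice, both at the paper's criterion and at an adjusted p under 0.05, and 1 of 8 in ERRα-/- mice for both, always the real split. Over all 35 splits, which include those that part fewer pairs, the real one was also the largest, and the others gave at most 1164 DEGs and 53 genes at an adjusted p under 0.05 in WT mice, and 1765 and 80 in ERRα-/- mice. For ERRα-/- against WT mice with insulin, 1 of 8 splits gave as many as 1365 DEGs and 1 of 8 as many as 8 genes at an adjusted p under 0.05, and over all 35 splits the others gave at most 1351 and 2. In all these comparisons the real split alone was as large, 1 of 35. In ERRα 3SA liver 1 of 8 splits gave as many as 651 DEGs, and 4 of all 35. In ERRα 3SA muscle 2 of 8 gave as many as 639, and 6 of all 35, with up to 2183. At an adjusted p under 0.05, where both ERRα 3SA comparisons had 0 genes and 996 and 672 at an unadjusted p under 0.05, all 8 of 8 splits gave as many. With 8 such splits no share under 0.05 can be reached. For the genotype by insulin interaction, 20 of 100 splits drawn gave as many as 1289 genes at an unadjusted p under 0.05, and for the tissue by genotype interaction 20 of 100 gave as many as 881. At an adjusted p under 0.05 both had 0 genes, and 100 of 100 splits gave as many for each. A number of 0 is matched by any split, and swapping the genotypes in one treatment or tissue turns the difference between the genotypes into part of the interaction, with up to 205 genes at an adjusted p under 0.05 for genotype by insulin, so these splits do not show what chance gives.

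The OXPHOS genes have short transcripts, and across all genes the log2 fold change with insulin in WT mice had a Spearman correlation of −0.26 with transcript length, and the difference between the genotypes −0.30. Genes are not independent replicates in these values. Random lists matched on length, GC content and expression level rose by a median of 0.19 with insulin in WT mice, against a mean of 0.28 over single OXPHOS genes, and 0.350% of 10000 lists rose as far (0.590% without ribosomal protein genes). For the difference between the genotypes the lists had a median of 0.26 against 0.35, and 2.27% reached as far (1.39% without ribosomal protein genes). Length and level therefore may account for a large part of both differences, and the OXPHOS genes went further than lists like them. For ERRα-/- against WT mice the lists moved by 0.15 with saline and −0.13 with insulin, against −0.25 and −0.58 for the OXPHOS genes, and 0.01% of lists fell as far in either comparison, the smallest that 10000 lists can give. Lower OXPHOS expression in ERRα-/- livers is not accounted for by these properties in this test, and a direct effect of ERRα on these genes is a hypothesis for it.

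In ERRα 3SA muscle the OXPHOS genes rose by a mean of 0.28 over single genes, against a median of 0.15 for matched lists, and 0.01% of lists rose as far, with and without ribosomal protein genes. The difference between the tissues was 0.33 against 0.18 for the lists, with 0.01% reaching as far. These lists match the genes and not the samples, so they leave the GC-dependent deviation of ERRα 3SA muscle replicate 1 (Spearman correlation −0.604) as it is. A rise of OXPHOS genes in ERRα 3SA muscle may be masked by that sample: without it the difference between the means was 0.31 in place of 0.19. Deviations of ERRα 3SA muscle replicates 2 to 4 correlated by 0.288 to 0.435 with GC content and by −0.291 to −0.146 with transcript length. In WT muscles these correlations were −0.342 to 0.184 and −0.0105 to 0.287. The 0.31 may therefore also hold a library difference between the genotypes, and no matched lists were drawn without replicate 1.

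The rise of interferon-stimulated genes in ERRα 3SA liver was not found in matched lists, whose median was 0.01 and of which 0.01% rose as far as the 0.65 over single genes, the smallest that 10000 lists can give. A score of 12 immune cell marker genes differed by 0.05 between the genotypes in liver (exact permutation p = 0.657). ERRα 3SA livers 1 and 2, with the highest interferon means (4.30 and 4.32), scored 2.22 and 2.32, against 2.24 to 2.35 in WT livers. ERRα 3SA liver replicate 4 scored 2.54. These markers gave no sign that more immune cells account for the rise, though 4 mice against 4 cannot exclude a small change. Without ERRα 3SA liver replicate 4 the interferon difference was 0.687. The interferon mean of that sample, 3.82, was below its group's 4.04, so leaving it out could only raise the difference. With each sample left out in turn, the difference ran from 0.52 to 0.72 (exact permutation p from 0.0571 to 0.114). A hypothesis that remains is that the mutation raises interferon signalling in liver, though the exact permutation test of the set itself gave p = 0.0571 and an infection or other cause that differed between the mice was not tested. In the same livers, 11 of the 12 genes of Fig. 6n, whose mRNA levels the paper gives there, were DEGs with higher expression, and *Tlr3* was 0.44 higher with an unadjusted p of 0.0628. Among the 8 fits that each left out 1 sample, 7 did not call *Tnfrsf11a*, 6 *Tnfsf10*, 5 *Ifit1*, 5 *Rsad2* and 4 *Gdf15*. Another 2 genes, *Acot11* and *Irf7*, were each lost in 2 of the 8. Among 7 alternatives that kept all samples, 4 did not call *Tnfsf10* and 2 *Tnfrsf11a*. *Gdf15*, *Hmox1*, *Ifit1*, *Irf7* and *Rsad2* were each lost in 1 of the 7, and *Tlr3* was called in 3. Of the genes of Fig. 6o reported here, in muscle, *Shc2* (−0.75) and *Fabp3* (0.69) were DEGs, and *Irs2*, *Gab1*, *Slc2a3*, *Prkag3* and *Lpl* were not. The latter all changed in the paper's direction: *Irs2* by −0.38, *Gab1* −0.26, *Slc2a3* −0.52, *Prkag3* −0.44 and *Lpl* 0.61. Their unadjusted p ran from 0.0570 to 0.107 by edgeR's quasi-likelihood test. Fig. 6o of the paper gives mRNA levels with group sizes that differ from those of the sequenced muscles. ERRα 3SA muscle replicate 4 had an immune cell marker score of 1.80, against 0.18 to 0.25 in the other ERRα 3SA muscles. It also had the highest interferon mean of the muscles, 1.65. More immune cells in that sample are therefore not excluded for the interferon difference in muscle.

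*Nnt* (ENSMUSG00000025453, chromosome 13 of GRCm38, 119335448 to 119408997) had 3561 to 8250 counts per liver in the insulin experiment and 0 to 41 counts per sample in the ERRα 3SA experiment. The table of the ERRα 3SA experiment lists a gene absent from the other table that covers 96.39% of the bases of the main *Nnt* transcript. Of 7117 genes with at least 10 CPM in WT livers with saline, 17 others are covered by 80% or more in this way, and 15 of them (88.2%) were under 0.1 of their level in WT littermate liver, against 61 of 7099 genes (0.859%) not so covered. Reads shared with an overlapping annotated gene, left uncounted, are therefore a candidate explanation for *Nnt*. The paper gives the same strain background for the mice of both experiments.

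*Igfbp1*, chosen after its values were seen, had a log2 fold change with insulin of 2.35 in WT and 1.29 in ERRα-/- livers.

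With insulin, ERRα-/- and WT livers differed in 8 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: *Esrra*, *Cdh1* (log2 fold change −3.35), *Unc13b* (2.44), *Lrtm1* (1.96), *Fuom* (−1.94), *Atp5g1* (−1.13), *Ifi27* (1.09) and *Egfr* (1.05), all but *Esrra* named after their values were seen. DEGs in ERRα 3SA mice were compared with the insulin DEGs of WT livers. Of 590 DEGs in ERRα 3SA liver tested in both, 119 (20.2%) were also insulin DEGs, against 105 expected by chance (Fisher's exact test across genes, p = 0.137), 48 of them in the same direction. Of 484 DEGs in ERRα 3SA muscle tested in both, 88 (18.2%) were, against 85.1 expected (p = 0.715 by the same exact test), 64 of them in the same direction. Liver and muscle of ERRα 3SA mice shared 39 DEGs, against 22.5 expected (Fisher's exact test across genes, p = 0.000840), and 22 of them had the same direction.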
